# Single Cell and Single Nucleus RNA-Seq Reveal Cellular Heterogeneity and Homeostatic Regulatory Networks in Adult Mouse Stria Vascularis

**DOI:** 10.3389/fnmol.2019.00316

**Published:** 2019-12-20

**Authors:** Soumya Korrapati, Ian Taukulis, Rafal Olszewski, Madeline Pyle, Shoujun Gu, Riya Singh, Carla Griffiths, Daniel Martin, Erich Boger, Robert J. Morell, Michael Hoa

**Keywords:** snRNA-Seq, scRNA-Seq, adult stria vascularis, regulons, hearing, EP

## Abstract

The stria vascularis (SV) generates the endocochlear potential (EP) in the inner ear and is necessary for proper hair cell mechanotransduction and hearing. While channels belonging to SV cell types are known to play crucial roles in EP generation, relatively little is known about gene regulatory networks that underlie the ability of the SV to generate and maintain the EP. Using single cell and single nucleus RNA-sequencing, we identify and validate known and rare cell populations in the SV. Furthermore, we establish a basis for understanding molecular mechanisms underlying SV function by identifying potential gene regulatory networks as well as druggable gene targets. Finally, we associate known deafness genes with adult SV cell types. This work establishes a basis for dissecting the genetic mechanisms underlying the role of the SV in hearing and will serve as a basis for designing therapeutic approaches to hearing loss related to SV dysfunction.

## Introduction

Ionic homeostasis in the endolymph-containing compartment of the cochlea, the scala media, is a critical factor in enabling proper hair cell mechanotransduction and hearing (Wangemann, 2002, 2006; Hibino et al., 2010). The endolymph is the atypical potassium rich extracellular fluid of the cochlear duct. This high potassium concentration results in a +80 millivolt (mV) positive potential known as the endocochlear potential (EP) (Wangemann, 2002; Patuzzi, 2011). The stria vascularis (SV), a non- sensory epithelial tissue in the lateral wall of the cochlea, generates and maintains this high potassium concentration and the EP.

The SV is a complex, heterogenous tissue consisting of several cell types that work together to generate and maintain the EP. Cell types identified as critical to this role thus far include marginal cells, intermediate cells and basal cells (Wangemann, 2002; Gow, 2004; Wangemann et al., 2004; Marcus et al., 2013). The marginal cells (MCs) face the endolymph and extend basolateral projections that interdigitate with the intermediate cells (ICs) which have projections that run in both directions toward marginal cells apically and basal cells at the basolateral end (Figure 1A). Basal cells (BCs) are connected to each other by tight junctions (like the MCs) to prevent leakage of ions (Kitajiri S.I. et al., 2004). At least two of these cell types, marginal and intermediate cells appear to have densely interdigitating processes (Figure 1B) intimating at the close functional interaction between these cell types in the SV (Steel and Barkway, 1989; Nakazawa et al., 1995). In addition, other cell types in the SV include spindle cells, macrophages, pericytes and endothelial cells (Neng et al., 2013; Ito et al., 2014; Shi, 2016).

**FIGURE 1:**
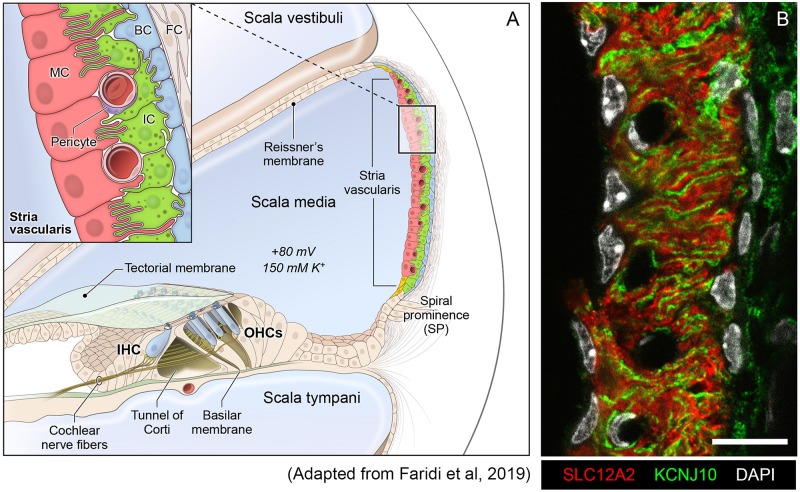
Stria vascularis cellular heterogeneity and organization. **(A)** Schematic of the stria vascularis (SV) and its relationship to structures in the cochlea. The SV is composed of three layers of cells and is responsible for generating the +80 mV endocochlear potential (EP) and the high potassium concentration in the endolymph-containing scala media. The relationship between the marginal, intermediate and basal cells are demonstrated with the marginal cells extending basolateral projections to interdigitate with intermediate cells, which have bidirectional cellular projections that interdigitate with both marginal and basal cells. In addition to these cell types, other cell types, including spindle cells (yellow), endothelial cells, pericytes, and macrophages (not shown) are present in the SV. **(B)** Cross-section of the SV in a postnatal day 30 (P30) mouse immunostained with anti-SLC12A2 (marginal cells, red), anti-KCNJ10 (intermediate cells, green), and DAPI (4′,6-diamidino-2-phenylindole) for nuclei. Notice the interdigitation of cellular processes from both intermediate and marginal cells. Scale bar is 20 μm.

Knowledge regarding the role of the three main cell types (MCs, ICs, BCs) in the generation and maintenance of the EP is based on previous work by others. Mutations in genes expressed by marginal, intermediate and basal cells in the SV are known to cause deafness and dysfunction in EP generation. In marginal cells, mutations in Kcnq1, Kcne1 and Barttin (Bsnd) result in a loss or reduction of EP and deafness (Rickheit et al., 2008; Chang et al., 2015; Faridi et al., 2019). *Kcnq1/Kcne1* encode the voltage-gated potassium channel Kv7.1 and play a crucial role in secreting potassium and maintaining the EP. Conditional *Kcnq1* null mice exhibit collapsed Reissner’s membrane, loss of EP, and are deaf (Chang et al., 2015). Barttin (*Bsnd*) is a beta subunit of chloride channel ClC-K, mutations in which cause deafness and Bartter syndrome IV in humans. Conditional null mice of barttin in the inner ear exhibit hearing loss with reduced EP (Rickheit et al., 2008; Riazuddin et al., 2009). In intermediate cells, *Kcnj10* encodes Kir4.1, an inwardly rectifying potassium channel, which is necessary for the generation of the EP. Loss or mutations in *Kcnj10* have been shown to cause hearing loss in humans and mice, accompanied by an absence of EP and loss of endolymphatic potassium (Wangemann et al., 2004; Marcus et al., 2013; Chen and Zhao, 2014). Finally, basal cells play a role in barrier formation and prevent ion leakage from the SV. Claudin 11 (*Cldn11*), a tight junction protein expressed in SV basal cells, is critical to this function as demonstrated by deafness and low EP in *Cldn11* null mice (Gow, 2004; Kitajiri S. et al., 2004).

Despite continuing interest in SV cell types, an understanding of cellular heterogeneity, including a comprehensive understanding of SV cell type-specific transcriptional profiles, is incomplete. While several *in vivo*, *in vitro*, and *in silico* studies have identified key roles for particular strial cell types in EP generation, including MCs, ICs, and BCs (Takeuchi et al., 2000; Kitajiri S. et al., 2004; Nin et al., 2008; Mori et al., 2009; Hibino et al., 2010; Chen and Zhao, 2014; Yoshida et al., 2015; Nin et al., 2017), the mechanisms by which the various cell types work together to accomplish EP generation as well as other strial functions remains largely undefined (Ohlemiller, 2009). Furthermore, the gene regulatory networks that provide the basis for these EP-generating mechanisms remain largely undefined. Recently, both single cell and single nucleus approaches have been utilized to define transcriptional profiles of cells from organs and tissues with significant cellular heterogeneity (Zeng et al., 2016; Wu et al., 2019). Given the presence of a heterogeneous group of cell types with significant cell size and shape heterogeneity, we set out to define the transcriptional profiles of the three major cell types implicated in EP generation by utilizing single cell RNA-Seq (scRNA-Seq) and single nucleus RNA-Seq (snRNA-Seq) in the adult SV. In doing so, we seek to define transcriptional heterogeneity between SV cell types and define gene regulatory networks in the unperturbed wild type adult SV that can serve as a basis for investigating mechanisms responsible for SV functions.

## Materials and Methods

A table of key resources is provided in the Supplementary Table S1.

### Animals

Inbred CBA/J males and females were purchased from JAX (Stock No. 000656). Breeding pairs were set up to obtain P30 mice for single cell and single nucleus RNA seq experiments, immunohistochemistry and single molecule RNA FISH.

### Cell/Nucleus Isolation

#### Stria Vascularis Dissection

Adult mice were sacrificed and inner ears were dissected. The lateral wall of the cochlea was microdissected from the bony wall of the cochlea. Localizing the pigmented strip in the cochlear lateral wall, the SV was microdissected from the spiral ligament using fine forceps. Microdissection of the SV from 2 cochlea were accomplished in less than 4 min. Multiple lab personnel experienced with the microdissections were utilized to minimize dissection time. Samples were collected at the same time of day across individual mice and batches. For each collection, less than 1 h was spent prior to single cell or single nucleus capture on the 10x Genomics Chromium platform. A total of 10 mice and 12 mice were used for single cell and single nucleus RNA-seq experiments, respectively.

#### Single Cell Suspension

Inner ears from a total of ∼25 P30 mice were removed and SV from the cochleae were collected into 200 μl DMEM F-12 media. The tissue was lysed in 0.5 mg/ml trypsin at 37°C for 7 min. The media was carefully removed and replaced with 5% FBS to stop the lysis. The tissue was triturated and filtered through a 20 μm filter (pluriSelect Life Science, El Cajon, CA, United States). The filtered cells were let to sit on ice for 35 min. Hundred and fifty microliter of the supernatant was removed and cell pellet was suspended in the remaining 50 μl. Cells were counted on a Luna automated cell counter (Logos Biosystems, Annandale, VA, United States) and a cell density of 1 × 10^6^ cells/ml was used to load onto the 10X genomics chip.

#### Single Nucleus Suspension

Published single nucleus suspension protocol from 10x genomics was used to isolate the nuclei. Briefly, SV from ∼10 P30 animals were isolated and collected in 3 ml DMEM F-12 media. Following collection, the media was replaced with 3 ml chilled lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_,0.005% Nonidet P40 in Nuclease free water) and the tissue were lysed at 4°C for 25 min. The lysis buffer was then replaced with 1.5 ml DMEM F-12 media. The tissues were triturated and filtered through a 20 μm filter (pluriSelect Life Science, El Cajon, CA, United States). The filtrate was centrifuged at 500rcf for 5 min at 4°C. The supernatant was removed, and the cell pellet was resuspended in 1ml nuclei wash and resuspension buffer (1xPBS with 1% BSA and 0.2U/μl RNase Inhibitor). The cells were filtered through a 10 μm filter (pluriSelect Life Science, El Cajon, CA, United States) and centrifuged at 500rcf for 5 min at 4°C. The supernatant was removed, and pellet resuspended in 50 μl of nuclei wash and resuspension buffer. Nuclei were counted in a Luna cell counter (Logos Biosystems, Annandale, VA, United States) and a nuclear density of 1 × 10^6^ cells/ml was used to load onto the 10X genomics chip.

#### 10x Chromium Genomics Platform

Single cell or nuclei captures were performed following manufacturer’s recommendations on a 10x Genomics Controller device (Pleasanton, CA, United States). The targeted number of captured cells or nuclei ranged from 6,000 to 7,000 per run. Library preparation was performed according the instructions in the 10x Genomics Chromium Single Cell 3’ Chip Kit V2. Libraries were sequenced on a HiSeq 1500 or Nextseq 500 instrument (Illumina, San Diego, CA, United States) and reads were subsequently processed using 10x Genomics CellRanger analytical pipeline using default settings and 10x Genomics downloadable mm10 genome. Dataset aggregation was performed using the cellranger aggr function normalizing for total number of confidently mapped reads across libraries. For scRNA-Seq datasets, 132,866 mean reads per cell and 1,111 median genes per cell were obtained. 

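Over all 3330 barcodes of the 3 cell captures, before any filter, the median number of genes with at least 1 UMI was 1121.5. It was 1408 over the 392 barcodes of capture 1, 1318 over the 1358 barcodes of capture 2 and 934.5 over the 1580 barcodes of capture 3. The 11057 barcodes of the nucleus capture had a median of 727 genes. The paper reports a median of 1111 genes for the scRNA-Seq dataset. It describes aggregation of the captures with normalization for mapped reads, and does not say whether the median was taken after that step. The deposited counts hold each capture before aggregation.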

For the snRNA-Seq dataset, 23,887 mean reads per cell and 727 genes per cell were obtained.

### PCA and *t*-SNE Analysis

#### Selection of Genes for Clustering Analysis

Identification of the highly variable genes was performed in Seurat utilizing the MeanVarPlot function using the default settings with the aim to identify the top ∼ 2000 variable genes (Satija et al., 2015). Briefly, to control for the relationship between variability and average expression, average expression and dispersion is calculated for each gene, placing the genes into bins, and then a *z*-score for dispersion within the bins is calculated. These genes are utilized in the downstream analysis for clustering.

#### Clustering of Single Cells

Clustering analysis of single-cell data was performed with Seurat using a graph-based clustering approach (Satija et al., 2015). Briefly, the Jackstraw function using the default settings was used to calculate significant principal components (*p* < 0.0001) and these principal components were utilized to calculate k-nearest neighbors (KNN) graph based on the euclidean distance in PCA space. The edge weights are refined between any two cells based on the shared overlap in their local neighborhoods (Jaccard distance). Cells are then clustered according to a smart local moving algorithm (SLM), which iteratively clusters cell groupings together with the goal to optimize the standard modularity function (Blondel et al., 2008; Waltman and van Eck, 2013)^1^. Resolution in the FindClusters function was set to 0.8. High modularity networks have dense connections between the nodes within a given module but sparse connections between nodes in different modules. Clusters were then visualized using a t-distributed stochastic neighbor embedding (t-SNE) plot.

#### Doublet Detection and Elimination

To detect and eliminate doublets that may affect clustering analysis we used an R package called DoubletDecon described previously (DePasquale et al., 2018) that iteratively detects doublets in single-cell RNASeq data. An expression matrix of read counts, the top 50 marker genes for each cluster, and a list of cells with cluster identities are used to create “medoids” for each cluster which are averages of cell-type specific gene expression. It then compares the similarity of expression for each cluster medoid to every other medoid resulting in a binary correlation matrix. If two cluster medoids meet or exceed the similarity threshold they receive a “1” in the binary matrix, referred to as “blacklist clusters,” and if they do not they receive a “0” in the binary matrix. Synthetic doublets are generated using cells from each pairwise comparison of dissimilar cluster medoids. Synthetic doublets, cells, and blacklist cluster gene expression profiles are deconvoluted and each cell is iteratively compared to both synthetic doublet profiles and blacklist clusters. If a cell is more similar in expression to synthetic doublets it is classified as a putative doublet. Putative doublets are re-clustered, and Welch’s *t*-test is used to determine uniquely expressed genes. If any cells express one unique gene when compared to the blacklisted clusters they are rescued and classified as a singlet. The singlet list was used to subset our single-cell data, and the Seurat pipeline was re-run on the new doublet eliminated data.

#### Differential Gene Expression Analysis

Differential expression analysis was performed in Seurat utilizing the FindAllMarkers function with the default settings except that the “min.pct” and “thresh.use” parameters were utilized to identify broadly expressed (min. pct = 0.8, thresh. use = 0.01) and subpopulation-specific (min. pct = 0.5, thresh. use = 0.25) expression profiles. The parameter “min.pct” sets a minimum fraction of cells that the gene must be detected in all clusters. The parameter “thresh.use” limits testing to genes which show, on average, at least X-fold difference (log-scale) between groups of cells. The default test for differential gene expression is “bimod,” a likelihood-ratio test (McDavid et al., 2013). Differentially expressed genes were then displayed on violin plots based on unbiased clustering described above.

### Heatmap or Grid Violin Plot Construction of Selected Data

Heatmaps or grid violin plots were constructed using custom python scripts and utilized to display gene expression across SV cell types identified in both scRNA-Seq and snRNA-Seq datasets. Briefly, construction of heatmaps or grid violin plots was performed in the following fashion: (1) Raw counts data was processed within Seurat as previously described. (2) Normalized counts were scaled into range [0,1] by using min-max scaling method on each gene. (3) Heatmaps or violin plots were constructed by python/seaborn using the scaled data counts. Detailed code can be found in python scripts in Supplementary Material.

### Downstream Computational Analysis

#### Gene Regulatory Network Inference

Two independent methods of gene regulatory network inference, Weighted gene co-expression network analysis (WGCNA) (Langfelder and Horvath, 2008) and single cell regulatory network inference and clustering (SCENIC) (Aibar et al., 2017) were utilized. Briefly, WGCNA constructs a gene co-expression matrix, uses hierarchical clustering in combination with the Pearson correlation coefficient to cluster genes into groups of closely co-expressed genes termed modules, and then uses singular value decomposition (SVD) to determine similarity between gene modules. Hierarchical clustering of modules is displayed as topological overlap matrix (TOM) plots and similarity between gene modules are displayed as adjacency plots. Briefly, SCENIC identifies potential gene regulatory networks by performing the following steps: (1) *modules* consisting of transcription factors and candidate target genes are determined on the basis of co-expression utilizing GENIE3, (2) *regulons* are constructing by filtering modules for candidate genes that are enriched for their transcription factor binding motifs utilizing RcisTarget, (3) the activity of each regulon within each cell is determined, (4) the *regulon activity matrix* is constructed utilizing these regulon activity scores and can be used to cluster cells on the basis of shared regulatory networks. In this way, SCENIC may identify cell types and cell states on the basis of shared activity of a regulatory subnetwork.

#### Deafness Gene Screen of Stria Vascularis Transcriptomes From scRNA-Seq and sn-RNA-Seq Datasets

In order to screen our datasets for known deafness genes, we constructed a database of known human and mouse deafness genes from the following sources: (1) Hereditary Hearing Loss page^2^ (Van Camp and Smith, n.d.) and (2) Hereditary hearing loss and deafness overview (Shearer et al., 1993; Azaiez et al., 2018).

#### Gene Ontology and Gene-Set Enrichment Analysis

Gene ontology analyses and gene enrichment analyses were performed using Enrichr^3^ as previously described (Chen et al., 2013; Kuleshov et al., 2016; Pazhouhandeh et al., 2017). Enrichr is an integrated web-based application that includes updated gene-set libraries, alternative approaches to ranking enriched terms, and a variety of interactive visualization approaches to display the enrichment results. Enrichr employs three approaches to compute enrichment as previously described (Jagannathan et al., 2017). The combined score approach where enrichment was calculated from the combination of the *p*-value computed using the Fisher exact test and the *z*-score was utilized. Top gene ontology (GO) terms were chosen by utilizing the combined score approach as described.

#### Identification of Potentially Druggable Gene Targets

To identify druggable targets within our scRNA-Seq data of the SV, genes from P30 cell-type specific SCENIC regulons were input into Pharos^4^ (Nguyen et al., 2017) using their “batch search” function. Pharos is a database created by the “Illuminating the Druggable Genome” program to give users access to protein targets and the availability of drugs or small molecules for each. Pharos categorizes each protein with a “target developmental level” according to how much is known on its “druggability.” Targets that are well studied are deemed “Tclin” if they can be targeted with FDA approved drugs that have a known mechanism of action on the target, “Tchem” if there are known small-molecule ligands that bind the target, or “Tbio” if the target has a known gene ontology or phenotype but no available drugs or small molecules. Targets that are currently unstudied are labeled “Tdark.” To focus on the most clinically relevant targets, we filtered for only Tclin and Tchem developmental levels in our search. Tclin and Tchem targets from each cell-type specific regulon were plotted using the FeaturePlot function in Seurat to identify the most specific targets within regulons of the SV.

### Fluorescent *in situ* Hybridization (smFISH) Using RNAscope Probes

*In situ* hybridizations were performed using the following RNAscope probes (Supplementary Table S1). RNAscope probes were obtained from Advanced Cell Diagnostics (Newark, CA, United States) and used with sections of cochleae from CBA/J wild type mice at P30. Adult cochleae were dissected from the head and fixed overnight at 44°C in 4% PFA in 1x PBS. Fixed adult mouse inner ears were decalcified in 150 mM EDTA for 5–7 days, transferred to 30% sucrose, and then embedded and frozen in SCEM tissue embedding medium (Section-Lab Co, Ltd.). Adhesive film (Section-Lab Co, Ltd.; Hiroshima, Japan) was fastened to the cut surface of the sample in order to support the section and cut slowly with a blade to obtain thin midmodiolar sections. The adhesive film with section attached was submerged in 100% EtOH for 60 s, then transferred to distilled water. The adhesive film consists of a thin plastic film and an adhesive and it prevents specimen shrinkage and detachment. This methodology allows for high quality anatomic preservation of the specimen. Frozen tissues were sectioned (10 μm thickness) with a CM3050S cryostat microtome (Leica, Vienna, Austria). Sections were mounted with SCMM mounting media (Section-Lab Co, Ltd., Hiroshima, Japan) and imaged using a 1.4 N.A. objective. Probe information is detailed in Supplementary Table S1.

### Immunohistochemistry

For immunohistochemistry of cochlear sections, fixed adult mouse inner ears were prepared as previously described. Fluorescence immunohistochemistry for known SV cell-type markers was performed as follows. Mid-modiolar sections were washed in PBS then permeabilized and blocked for 1 h at room temperature in PBS with 0.2% Triton X-100 (PBS-T) with 10% fetal bovine serum (Catalog # A3840001, Thermo Fisher Scientific, Waltham, MA, United States). Samples were then incubated in the appropriate primary antibodies in PBS-T with 10% fetal bovine serum, followed by three rinses in PBS-T and labeling with AlexaFluor-conjugated secondary antibodies (1:250, Life Technologies) in PBS-T for 1 h at room temperature. Where indicated, 4,6-diamidino-2-phenylindole (1:10,000, Life Technologies) was included with the secondary antibodies to detect nuclei. Organs were rinse in PBS three times and mounted in SlowFade (Invitrogen). Specimens were imaged using a Zeiss LSM710 confocal microscope. Sections were mounted with SCEM mounting medium (Section-Lab Co, Ltd., Hiroshima, Japan). Primary antibodies used included rabbit anti-KCNJ10 (Alomone Labs, Cat# APC-035, polyclonal, dilution 1:200), rabbit anti-CLDN11 (Life Technologies, Cat# 364500, polyclonal, dilution 1:200), goat anti-SLC12A2 (Santa Cruz Biotech, Cat# sc-21545, polyclonal, dilution 1:200), goat anti-KCNQ1 (Santa Cruz Biotech, Cat# sc-10646, polyclonal, dilution 1:200), Phalloidin AlexaFluor 647 (Invitrogen, Cat# A22287, dilution 1:250).

### Statistical Analysis

Statistical analysis for single-cell RNA-Seq is described in the detailed methods.

### Data and Software Availability

All data generated in these studies have been deposited in the Gene Expression Omnibus (GEO) database (GEO Accession ID: GSE136196) and can be found on GEO^5^. We are also in the process of uploading the data into the gene Expression Analysis Resource (gEAR), a website for visualization and comparative analysis of multi-omic data, with an emphasis on hearing research^6^.

## Results

### Defining Cellular Heterogeneity Within the Adult Stria Vascularis (SV)

The SV is composed of a heterogeneous group of cell types that work together to generate the endocochlear potential. Defining these cell types and their respective transcriptional profiles in the adult mammalian SV is a critical first step toward understanding the genetic mechanisms that produce the EP. Cell isolation for single cell and single nucleus approaches must be optimized for the tissues they are targeting. In particular, cellular heterogeneity within a tissue can be manifested, not just by cell type heterogeneity, but also heterogeneity in size and shape, potentially necessitating different techniques to gain a comprehensive perspective on a given tissue. As can be seen in the representative image of the SV in Figure 1B, marginal cells (red), with cell nuclei eccentrically located closer to the endolymph (apical-medial), interdigitate with intermediate cells (green) with cell nuclei arranged so that processes extend to both the apical-medial and basolateral surfaces of the SV. The basal cells, which line the basolateral surface of the SV, appear to be relatively flat cells. The marginal, basal, and spindle cells appear to have relatively flat-appearing nuclei, while those of the intermediate cells appear more oblong in shape. For the SV, in order to address the challenge of transcriptional profiling a tissue composed of heterogeneous cell types with significant heterogeneity in cell size and shape, we utilized two methods of transcriptional profiling, single cell RNA-Seq (scRNA-Seq) and single nucleus RNA-Seq (snRNA-Seq).

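The scRNA-Seq dataset comprised 3 captures of single cells and the snRNA-Seq dataset 1 capture of single nuclei, all from the SV of CBA/J mice at postnatal day 30. Each capture was one suspension pooled from several mice, so the capture, not the cell, was taken as the replicate. The supplementary methods give 5, 10 and 10 mice for the 3 cell captures and 10 mice for the nucleus capture. The sample records give about 12 mice for a suspension of cells and about 10 for one of nuclei, and the methods text gives both 10 mice for the cells with 12 for the nuclei and about 25 with about 10. In this assay, the 10x Genomics Chromium system labels the RNA of one cell or nucleus per droplet with a barcode and each captured RNA molecule with a unique molecular identifier (UMI). The authors aligned the reads to mm10 and counted UMIs with CellRanger under default parameters, and deposited raw UMI counts per gene and barcode for each capture, without normalization. The nucleus capture has a longer gene list than the cell captures, and 27873 genes are in both. The text does not name the annotation behind the longer list or whether reads on introns were counted. Captures 1, 2 and 3 held 2811309, 8113494 and 8340882 UMIs and the nucleus capture 22332501, with a median of 5054, 4938, 3878 and 1561 UMIs per barcode. Barcodes with fewer than 200 genes were left out, 14, 29 and 99 in the cell captures and 356 in the nucleus capture. Doublets, droplets that hold more than 1 cell, were scored with Scrublet within each capture, and the highest scores were removed at 0.8% of a capture's barcodes for every 1000 barcodes it held. This took out 1, 15 and 20 cells and 965 nuclei. The 377, 1314 and 1461 cells kept in captures 1, 2 and 3 and the 9736 nuclei kept were clustered separately, and no upper limit was set on genes or on mitochondrial UMIs. The median share of mitochondrial UMIs was 38.6%, 42.5% and 45.4% in the cells of captures 1, 2 and 3 and 7.97% in the nuclei. To compare cell types, UMIs were summed over the cells of each type in each capture, and values are given as CPM, UMIs scaled to the same total for every sum, as mean ± SD over the 3 captures. The totals include mitochondrial UMIs, whose share differs between types and between cells and nuclei. Each of the 4 main types was tested against the mean of the other 3 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on these 12 sums, with TMM normalization and the capture as a block. The log2 fold changes in cells are set against the mean of the log levels of the other types. Log2 ratios in nuclei are set against the mean CPM of the other types, so the sizes of these measures are not directly comparable. The nucleus capture is 1 library without a replicate, so its values carry no test, and the exact 95% Poisson or binomial intervals given for single libraries cover counting error only.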

An overview of the comparison between scRNA-Seq and snRNA-Seq techniques in the adult SV is provided in the Supplementary Data and Methods and Supplementary Table S2. Details of dataset aggregation for single cell captures using CellRanger is provided in the Supplementary Data and Methods. Briefly, distribution of cells across all clusters was analyzed and found to be equally distributed across all clusters based on cell capture date (Supplementary Figure S1). 

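Of the kept cells, marginal cells made up 4.51% in capture 1, 4.79% in capture 2 and 2.60% in capture 3. Intermediate cells made up 33.2%, 32.3% and 27.2%, basal cells 6.10%, 6.01% and 4.59%, and spindle/root cells 1.33%, 1.45% and 1.10% of the cells in captures 1, 2 and 3. The exact 95% binomial intervals of all 3 captures overlapped for basal and for spindle/root cells. For intermediate cells, the interval of capture 3 (24.9% to 29.5%) lay below that of capture 2 (29.7% to 34.9%), and for marginal cells the interval of capture 3 (1.85% to 3.55%) also lay below that of capture 2 (3.70% to 6.09%). Erythroid cells were 0 of the 377 cells of capture 1, where the exact 95% binomial interval reaches 0.974%. They made up 0.989% of capture 2 and 5.68% of capture 3. B cells made up 0.531%, 0.228% and 1.92% of captures 1, 2 and 3. Cells without a named type made up 54.4%, 53.7% and 56.8%.

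**Figure D1:**
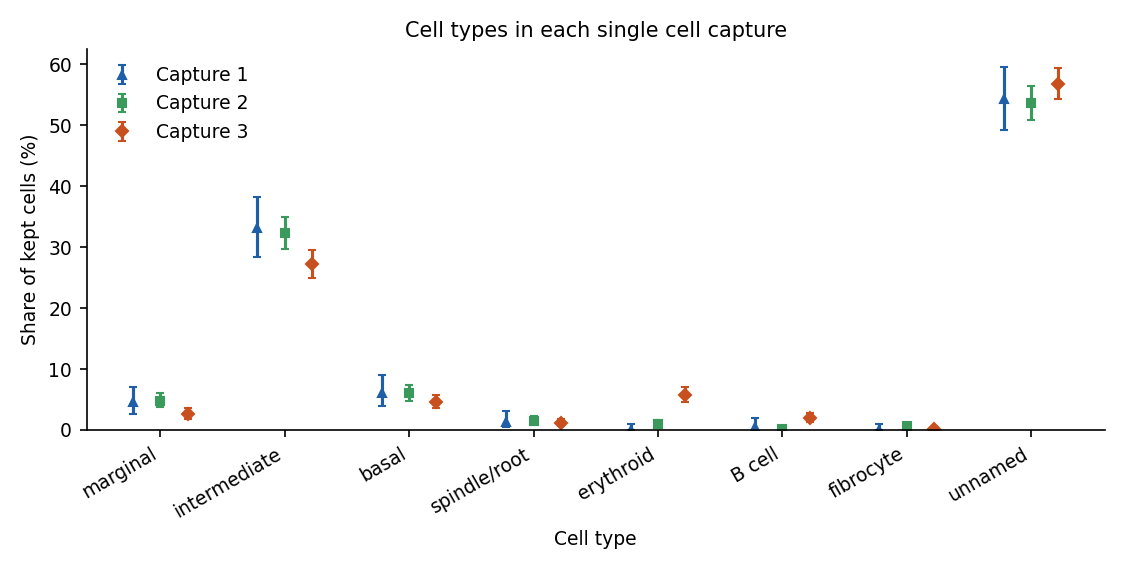
Share of kept cells, in percent, of each named type in each of the 3 cell captures, with exact 95% binomial intervals. Erythroid cells range from 0 of 377 cells in capture 1 to 5.68% of the cells in capture 3, and intermediate cells from 27.2% in capture 3 to 33.2% in capture 1.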

For these reasons, the dataset was treated as a single dataset. No other batch correction methods were used prior to analyzing these datasets. Both datasets were analyzed for dissociation-induced effects and clustering of cells was found to be minimally impacted by dissociation-induced gene expression (Supplementary Figure S2). 

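The list of dissociation-induced genes used in the study was not used here, and 24 immediate-early and heat-shock genes were taken in its place. With these 24 genes removed before clustering, 99.5% of the 3152 cells (exact binomial interval 99.1% to 99.7%) and 97.4% of the 9736 nuclei (97.1% to 97.7%) kept the same named type or stayed without one. Among the other resolutions tried, 0.4 moved this share most, to 90.1% of nuclei.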

Details on analysis of dissociation-induced effects have been previously detailed by others (Van Den Brink et al., 2017; Baryawno et al., 2019) and are discussed briefly in Supplementary Data and Methods. Due to the interdigitation of processes of the marginal and intermediate cells, it is possible that detection of ambient RNA, defined as the mRNA pool released in the cell suspensions likely by stressed or apoptotic cells (Yang et al., 2019), may affect clustering in scRNA-Seq (Supplementary Figure S3 and Supplementary Data and Methods).

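To describe RNA of intermediate cells in marginal cells, 81 genes were taken that had at least 20 times the CPM in intermediate nuclei that they had in marginal nuclei. Each had at least 100 UMIs in the nuclei and in the cells. They are called specific to intermediate nuclei for short, but no other type of nuclei took part in the choice. Their levels in basal and spindle/root cells may therefore be expression by those cells. Summed over these genes, marginal cells of the scRNA-Seq dataset held 28.6% of the CPM of intermediate cells (exact Poisson interval 28.1% to 29.1%), basal cells 35.8% (35.3% to 36.3%) and spindle/root cells 13.4% (12.8% to 14.1%). Dct alone, at 26.6%, gave 118482 of the 206964 UMIs of this sum in intermediate cells, and the median over the 81 genes in marginal cells was 33.1%. Erythroid cells of the same suspensions held 1.42% (1.30% to 1.55%) and B cells 5.94% (5.20% to 6.77%). The share differed between single marginal cells, from 1.49% at the 10th percentile to 16.9% at the median and 55.4% at the 90th percentile. The median total of UMIs per barcode was 11850 in marginal, 6144.5 in intermediate and 10230 in erythroid cells.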

#### Stria Vascularis (SV) Cell Types Exhibit Clear Transcriptional Differences

Unbiased clustering of adult SV single cells and nuclei was performed independently. 

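Cells and nuclei were each clustered in Seurat on 2000 variable genes, with the shared nearest neighbor graph and the smart local moving algorithm at a resolution of 0.8. Of 50 principal components computed, 42 in the cells and 35 in the nuclei passed a JackStraw p of 0.0001, from 100 replicates. This gave 14 clusters of cells and 21 clusters of nuclei. The 36 genes that the paper names as expressed in an SV cell type, as targets or as promoters were kept out of the variable genes, so that they took no part in forming the clusters. The 3 cell captures were pooled without correction for capture.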

After unbiased clustering of cells by shared gene expression, known cell type-specific markers were utilized to identify these agnostically determined cell clusters. 

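A list of 84 marker genes for 15 cell classes, fixed before the data were examined, was used to name the clusters. A marker counted as raised where at least 10% of the cluster's barcodes held a UMI and its level was at least 2 times that of all other barcodes. A cluster took the name of the class with the highest mean log2 level over its markers when at least 3 markers were raised and the second class scored under 0.67 of the first. No other class could hold more markers among the cluster's 10 most raised genes, and a cluster with a median depth under that of its captures divided by 3 needed at least 1 marker of its own class among them. Clusters with at least 3 raised markers in each of 2 or more classes were clustered again on 10 principal components before naming. This rule was revised after the clusters had been seen and before any test between types. A cluster named in this way is like the type in these markers and is given the type's name for short. Kcne1, Kcnq1, Cd44, Met, Cldn11, Tjp1 and Slc26a4 served as markers, as in the paper, so their levels in the named types are not independent of the names.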

Based on these markers, marginal cell, intermediate cell, basal cell, spindle/root cell, macrophages, and immune and hematopoietic cell clusters were identified within the adult SV scRNA-Seq and snRNA-Seq datasets (Figure 2A). 

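In the scRNA-Seq dataset, 118 marginal, 946 intermediate, 169 basal and 40 spindle/root cells were named, together with 96 erythroid cells, 33 B cells and 10 fibrocytes. In the snRNA-Seq dataset, 2651 marginal, 1497 intermediate, 635 basal and 138 spindle/root nuclei were named, together with 560 erythroid, 200 B cell, 147 fibrocyte, 100 Reissner's membrane and 73 neutrophil nuclei. The other 1740 cells and 3735 nuclei, 55.2% and 38.4% of those kept, met the rule for no class. No cluster was named macrophage. A cluster of 41 cells had neutrophil as its first and macrophage as its second class, and the limit on the second class kept it without a name. It held 1.33% of the cells of capture 1, 0.533% of capture 2 and 1.98% of capture 3. The same limit left a cluster of 31 cells, fibrocyte first and endothelial second, without a name, 0.531%, 0.837% and 1.23% of captures 1, 2 and 3. At a resolution of 1.2, a cluster of 86 nuclei was named macrophage, and with 20 principal components a cluster of 81 nuclei was. All of these nuclei were among the 560 named erythroid here. From the known markers of its clusters, the paper concludes that both datasets hold clusters of marginal, intermediate, basal and spindle/root cells, macrophages, and immune and hematopoietic cells.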

Here, we will focus the analyses on the marginal, intermediate, basal, and spindle/root cell clusters. 

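Among the genes that named the clusters, Kcne1 stood at 1319 ± 136 CPM in marginal cells and 435 ± 143 CPM in spindle/root cells, the second highest type, over the 3 captures. Its log2 fold change in marginal cells against the mean of the other types was 3.17 (SE 0.11, adjusted p = 5.16e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). Kcnq1 reached 413 ± 45.1 CPM in marginal cells, with a log2 fold change of 3.56. It overlaps Kcnq1ot1 on the opposite strand, and as the text does not say whether counting used the strand, its count is uncertain. In intermediate cells, Cd44 stood at 349.5 ± 35.6 CPM and Met at 1058 ± 135 CPM, with log2 fold changes of 2.08 and 2.15. Both were also found in marginal cells, at 119.7 and 379 CPM. There, 81 genes specific to intermediate nuclei, Met among them, stood at a median of 33.1% of their level in intermediate cells. In basal cells, Tjp1 stood at 216 ± 13.8 CPM and had a log2 fold change of 2.74, while that of Cldn11 was 4.26. Slc26a4 stood at 359 ± 264 CPM in spindle/root cells with 141 UMIs in 40 cells, against 0 UMIs in marginal cells and 1 in intermediate cells. Its CPM varied more between captures than that of the other genes, and its fitted fold change depends on the prior count, so it is not given. All 7 genes were higher in their type in 3 of 3 captures. The alternative that moved a value most was a resolution of 0.4, under which the log2 fold change of Tjp1 was 5.54.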

Feature plots of both scRNA-Seq and snRNA-Seq datasets demonstrate the correlation of known gene expression for marginal cells (*Kcne1*, *Kcnq1*) (Wangemann, 2002), intermediate cells (*Cd44*, *Met*) (Shibata et al., 2016; Rohacek et al., 2017), basal cells (*Cldn11*, *Tjp1*) (Gow, 2004; Lee et al., 2017; Liu et al., 2017), and spindle/root cells (*Slc26a4*) between the two datasets (Figures 2B,D) (Nishio et al., 2016). Violin plots demonstrate relative expression of these known SV cell type-specific genes across the four main cell types (Figures 2C,E). 

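In the nuclei, Kcne1 stood at 1014 CPM (interval 985 to 1044) in marginal nuclei and Kcnq1 at 1733 CPM (interval 1695 to 1772). Cd44 stood at 184 CPM (interval 168 to 202) and Met at 2165 CPM (interval 2108 to 2223) in intermediate nuclei, against 9.68 and 45.2 CPM in marginal nuclei. Basal nuclei held Cldn11 at 853 CPM (interval 799.7 to 909.7) and Tjp1 at 242 CPM (interval 214 to 273). Slc26a4 stood at 828 CPM (interval 714 to 956) in spindle/root nuclei. As log2 ratios to the mean CPM of the other types, these were 1.64 for Kcne1, 2.32 for Kcnq1, 2.79 for Cd44, 4.50 for Met, 1.87 for Cldn11, 1.44 for Tjp1 and 6.89 for Slc26a4. The fold changes in cells used the mean of log levels, so a difference in size from these ratios may come from the measure. Each of the 7 genes was highest in the nuclei of the type it marks.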

Confirmatory smFISH and immunohistochemistry demonstrates expression of these known markers for marginal cells (*Kcne1*, *Kcnq1*), intermediate cells (*Cd44*, *Met*), basal cells (CLDN11, ZO-1), and spindle/root cells (*Slc26a4*) (Figure 2F). Co-expression of *Kcne1* and *Kcnq1* RNA to marginal cells of the adult SV can be seen, particularly in close proximity to marginal cell nuclei (Figure 2F). *Cd44* and *Met* RNA is co-expressed in intermediate cell nuclei (Figure 2F). CLDN11 and ZO-1 (the protein product of the *Tjp1* gene) are co-expressed in basal cells (Figure 2F). The confirmation of cell type clusters with known gene expression across both datasets strengthens the validity of the unbiased clustering as well as the capability of both approaches to assess transcriptome profiles in the SV.

**FIGURE 2:**
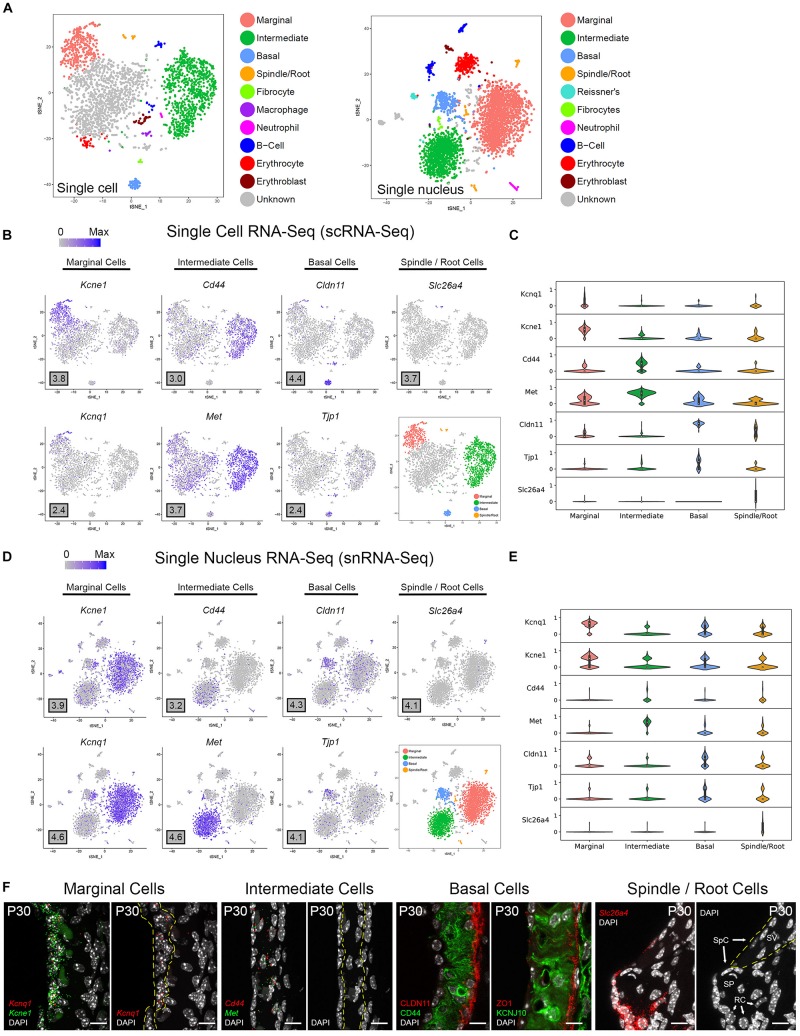
Stria vascularis (SV) cell types show clear transcriptional differences at the single cell and single nucleus level. **(A)** Unbiased clustering was performed on both single cell RNA-Seq (scRNA-Seq) and single nucleus RNA-Seq (snRNA-Seq) datasets from the P30 mouse SV. Known cell type-specific markers were utilized to identify these agnostically determined cell clusters. Based on these known markers, clusters consisting of marginal cells, intermediate cells, basal cells, spindle/root cells, and immune cell types, including macrophages, B cells, and neutrophils, were identified. tSNE plot of P30 mouse SV scRNA-Seq dataset demonstrates clustering of SV cell types (LEFT panel). tSNE plot of P30 mouse SV snRNA-Seq dataset demonstrates clustering of SV cell types with similar identification of cell type-specific clusters (RIGHT panel). **(B)** Feature plots for P30 SV scRNA-Seq data demonstrate expression of known markers for 4 main SV cell types: marginal cells (*Kcne1*, *Kcnq1*), intermediate cells (*Cd44*, *Met*), basal cells (*Cldn11*, *Tjp1*), and spindle/root cells (*Slc26a4*). 4 main cell types are highlighted on the inset tSNE plot of the scRNA-Seq dataset. Maximum expression (normalized counts) is noted in the black outlined gray box for each gene in the lower left corner of each feature plot. **(C)** Grid violin plot of scRNA-Seq dataset demonstrates expression of known marker genes amongst SV cell types. Normalized counts were scaled to a range of 0–1 using min-max scaling. **(D)** Feature plots for P30 SV snRNA-Seq data demonstrate expression of known markers for 4 main SV cell types: marginal cells (*Kcne1*, *Kcnq1*), intermediate cells (*Cd44*, *Met*), basal cells (*Cldn11*, *Tjp1*), and spindle/root cells (*Slc26a4*). 4 main cell types are highlighted on the inset tSNE plot of the snRNA-Seq dataset. Maximum expression (normalized counts) is noted in the black outlined gray box for each gene in the lower left corner of each feature plot. **(E),** Grid violin plot of snRNA-Seq dataset demonstrates expression of known marker genes amongst SV cell types. Normalized counts were scaled to a range of 0–1 using min-max scaling. **(F)** Validation of known gene expression was performed using single molecule fluorescent *in situ* hybridization (smFISH) and fluorescence immunohistochemistry. Known marginal cell-specific transcripts (*Kcne1*, *Kcnq1*) and intermediate cell-specific transcripts (*Cd44*, *Met*) are co-localized by smFISH. Yellow dashed lines outline the SV marginal cell layer showing Kcnq1 transcript expression in marginal cells with DAPI to label nuclei. Yellow dashed lines outline the SV intermediate cell layer in the image with DAPI only. CLDN11 and ZO-1 (protein product of *Tjp1*) are localized to the basal cell layer with anti-CD44 and anti-KCNJ10 immunostaining to label the adjacent intermediate cell layer for contrast, respectively. Finally, *Slc26a4* transcripts are localized to the spindle/root cells by smFISH. Yellow dashed lines in the image to the right with only the DAPI labeling demarcate the SV and spindle cells (SpC) and root cells (RC) in the spiral prominence (SP) are identified. DAPI (4′,6-diamidino-2-phenylindole). All scale bars 10 μm.

#### Novel Cell Type-Specific Genes Are Identified by scRNA-Seq and snRNA-Seq of the Adult Stria Vascularis (SV)

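Of 6657 genes with enough counts to test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 1021 genes higher in marginal cells at an adjusted p under 0.05, 1342 in intermediate cells, 1126 in basal cells and 971 in spindle/root cells, each against the mean of the other types. The numbers of lower genes were 849, 1374, 777 and 638. The clusters and this test rest on the same counts, which favours differences between the types. On simulated marginal sums with 5822 genes, the test recovered 69.3% of genes changed 2-fold and 95.3% of genes changed 4-fold, and 4.05% of its calls were false. The simulated types were alike except for 200 genes changed in marginal sums, with a dispersion of 0.01 and no capture effect. These rates need not hold for the real sums. The alternative that moved these numbers most kept cells with 200 to 2500 genes, under which 295 genes were higher in spindle/root cells, with sums in 2 captures only. Without capture 2, the number of genes higher in basal cells fell to 735. Without TMM scaling, which adds 0.32 to the log2 fold changes of intermediate cells, 740 genes were higher in intermediate cells and 2478 lower. In marginal, basal and spindle/root cells, 1313, 976 and 1352 were then higher and 616, 945 and 348 lower. The sums include mitochondrial UMIs. Their median share by cluster was 41.9% and 13.7% in intermediate, 10.2% to 31.3% in marginal, 25.3% in basal and 15.0% and 11.0% in spindle/root cells. Whether TMM scaling offsets these shares was not tested. For the genes named in the paper, 37 pairs of a gene and a type could be tested, and 34 were higher at an adjusted p under 0.05 over all genes tested. When adjusted over the list alone the number was also 34. The study chose these genes on the same samples, so the list is not independent evidence. Outside the markers, among the 5 genes per type with the largest log2 fold change among those highest in the type in every capture and at least 2 times as high as in each other type in the nuclei were Epha5, Gpr176, Tacr3, Kcnab1 and Slc6a17 in marginal cells, Pla2g2e, Bnc2, Snhg7os, Kcnj13 and Cd38 in intermediate cells, Ebf2, Plin4, Fbln1 and Igfbp2 in basal cells, and Tdrd12, Sfrp1, Nat8l, Cldn6 and Gpx2 in spindle/root cells. Gpr176, Kcnab1, Cd38, Ebf2, Plin4 and Gpx2 overlap another listed gene on the opposite strand and Snhg7os is itself an antisense gene, so their counts are uncertain. All genes named by this rule but Gpr176, Tacr3, Kcnj13 and Gpx2 had 0 UMIs in at least 1 type in cells. Their fitted fold changes, and so their place in the ranking, depend on the prior count. Of the marginal genes, Tacr3 stood at 127 ± 16.4 CPM in marginal cells and 37.4 ± 21.6 CPM in spindle/root cells. Bnc2 stood at 51.9 ± 5.25 CPM in intermediate cells and Fbln1 at 62.2 ± 2.15 CPM in basal cells, both with 0 UMIs in spindle/root cells. Tdrd12 stood at 228 ± 144 CPM in spindle/root cells, with 1 UMI in the other types together. Cldn6 was no longer past the threshold for spindle/root cells under 2 alternatives.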

Based on the transcriptional profiles, novel cell type-specific genes were identified and validated in adult SV. 

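The paper's 8 candidate genes were each highest on average in the type the paper assigns them to. Abcg1 (ENSMUSG00000024030) lies on chromosome 17 of mm10 from 31057675 to 31117988 and stood at 168 ± 32.4 CPM in marginal cells (n = 3 captures), with a log2 fold change of 3.95 (SE 0.21, adjusted p = 3.94e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). Heyl (ENSMUSG00000032744, chromosome 4 from 123233556 to 123249875) stood at 119.7 ± 21.8 CPM in marginal cells, with a log2 fold change of 3.22 and an SE of 0.23. In intermediate cells, Nrp2 (ENSMUSG00000025969, chromosome 1 from 62703285 to 62818695) stood at 729 ± 25.6 CPM and Kcnj13 (ENSMUSG00000079436, chromosome 1 from 87386363 to 87394729) at 349 ± 48.1 CPM. Their log2 fold changes were 2.22 (SE 0.12) and 3.81 (SE 0.17). In marginal cells they stood at 254 and 78.7 CPM. There, 81 genes specific to intermediate nuclei stood at a median of 33.1% of their level in intermediate cells. Nrp2 and Kcnj13 are themselves among the 81 genes. Both overlap another listed gene on the opposite strand, so their counts are uncertain. Sox8 (ENSMUSG00000024176, chromosome 17 from 25565892 to 25570686) stood at 37.3 ± 10.2 CPM and Nr2f2 (ENSMUSG00000030551, chromosome 7 from 70351944 to 70366735) at 247 ± 69.0 CPM in basal cells, with log2 fold changes of 4.76 (SE 0.49) and 3.65 (SE 0.18). In spindle/root cells, P2rx2 (ENSMUSG00000029503, chromosome 5 from 110339812 to 110343212) stood at 227 ± 104 CPM and Kcnj16 (ENSMUSG00000051497, chromosome 11 from 110968033 to 111027968) at 255 ± 33.3 CPM, with log2 fold changes of 7.09 (SE 0.37) and 7.05 (SE 0.38). The largest adjusted p among the 8 genes was 2.74e-12, for Sox8, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each was higher in 3 of 3 captures.

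**Figure D2:**
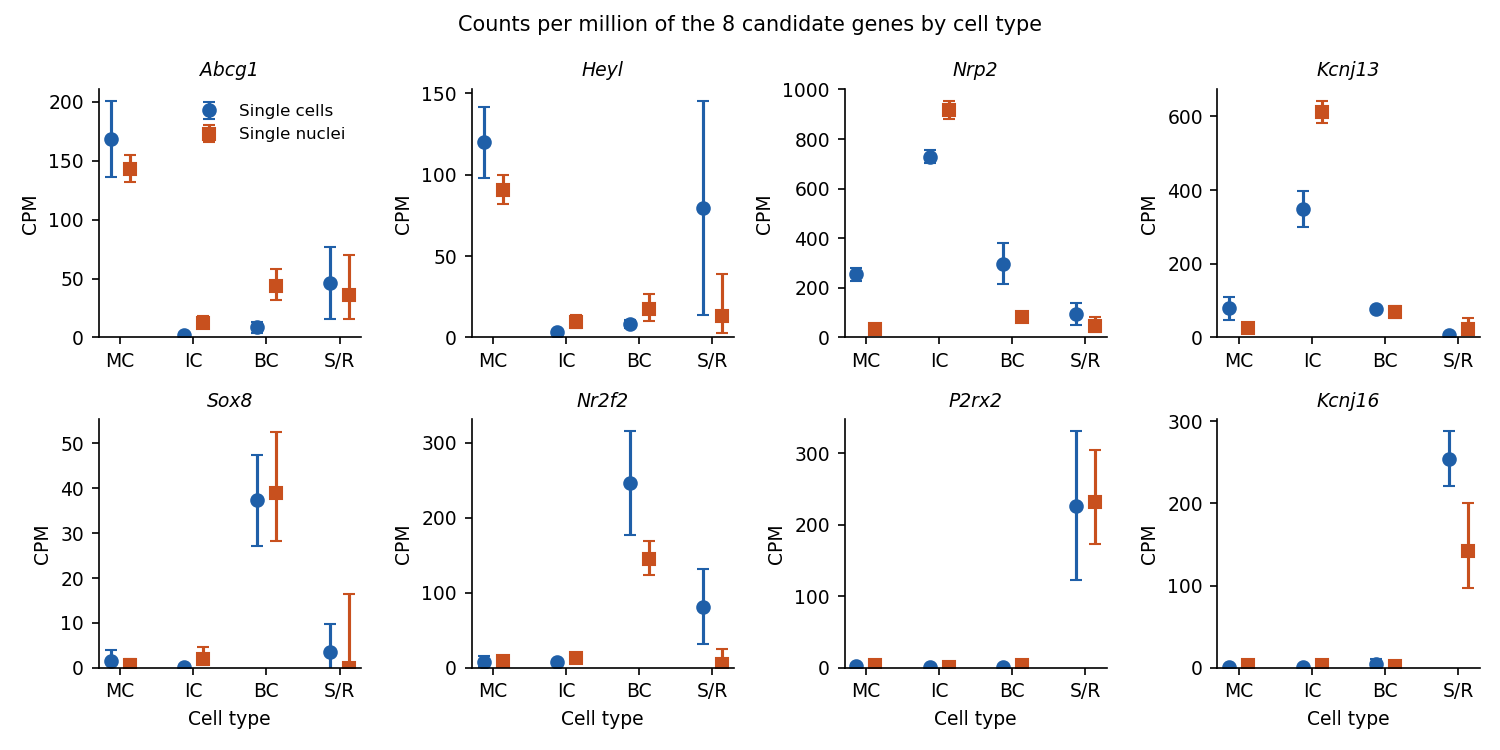
Level of the 8 candidate genes, in CPM, in the 4 main SV cell types. Cells are means with SD over the 3 captures, and nuclei are the 1 library with its exact 95% Poisson interval. Each gene is highest in the assigned type, with Abcg1 at 168 CPM in marginal cells and 143 CPM in marginal nuclei.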

Feature plots demonstrate expression of selected novel candidate genes in marginal cells (*Abcg1*, *Heyl*), intermediate cells (*Nrp2*, *Kcnj13*), basal cells (*Sox8*, *Nr2f2*), and spindle/root cells (*P2rx2*, *Kcnj16*) in both scRNA-Seq and snRNA-Seq datasets, respectively (Figures 3A,C). 

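In the nuclei, Abcg1 stood at 143 CPM (interval 132 to 154) and Heyl at 90.3 CPM (interval 81.7 to 99.6) in marginal nuclei, and Nrp2 at 917 CPM (interval 880.3 to 955) and Kcnj13 at 611 CPM (interval 581 to 642) in intermediate nuclei. Sox8 stood at 39.0 CPM (interval 28.2 to 52.6) and Nr2f2 at 145 CPM (interval 124 to 169.6) in basal nuclei, and P2rx2 at 232 CPM (interval 173 to 304) and Kcnj16 at 142 CPM (interval 97.5 to 201) in spindle/root nuclei. The log2 ratios to the mean of the other types were 2.22 for Abcg1, 2.76 for Heyl, 4.07 for Nrp2, 3.97 for Kcnj13, 5.47 for Sox8, 4.07 for Nr2f2, 6.29 for P2rx2 and 5.50 for Kcnj16. Across the alternatives the ratio ranged from 5.70 to 6.48 for P2rx2 and from 3.57 to 7.36 for Kcnj16, which was among the 10 top genes of a cluster of 62 nuclei without a name. Sox8 rested on 43 UMIs in basal nuclei and had 0 in the 138 spindle/root nuclei, where the interval reaches 16.4 CPM.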

Violin plots demonstrate the relative expression of these novel SV cell type-specific genes across the 4 main cell types (Figures 3B,D). The violin plots highlight aspects of shared gene expression between marginal cells and spindle cells amongst the selected candidate genes. This trend of shared gene expression was observed between marginal and spindle cells in terms of shared groups of genes (Supplementary Figure S4). 

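After marginal cells, Abcg1 was next highest in spindle/root cells, at 46.3 ± 30.2 CPM from 21 UMIs, and Heyl at 79.6 ± 65.7 CPM from 28 UMIs. Basal cells held 8.48 CPM of Abcg1 and 8.35 CPM of Heyl, and intermediate cells 2.48 and 3.15 CPM. Heyl was highest in marginal cells in 2 of the 3 captures. In spindle/root nuclei, Abcg1 had 8 UMIs, at 35.6 CPM (interval 15.4 to 70.2), and Heyl 3 UMIs, at 13.4 CPM (interval 2.75 to 39.0). Basal nuclei, at 43.6 and 17.2 CPM, lay within both of these intervals.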

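Across 15624 genes, log2(CPM + 1) of each type, centred on the mean of the 4 types, gave a Spearman rho of -0.251 between marginal and spindle/root cells, -0.558 between intermediate and spindle/root cells and -0.466 between basal and spindle/root cells. Across 21585 genes in the nuclei, the rho with spindle/root nuclei was -0.343 for marginal, -0.461 for intermediate and -0.461 for basal nuclei. Centring on 4 types pulls these values below 0, so only their order is of use, and genes are not independent replicates. Marginal was the type closest to spindle/root in both datasets. In cells, 24 of the 40 spindle/root cells were split from the cluster that held the marginal cells, with marginal as their second class. With a limit of 0.5 on the second class these 24 take no name, and rho was not computed without them. Marginal itself was closer to intermediate than to spindle/root in cells, with a rho of -0.116, and closer to intermediate (-0.114) and basal (-0.121) than to spindle/root in nuclei. Among all pairs of types in cells, intermediate and basal were closest, with a rho of 0.0131. With only genes of at least 20 CPM in a type, the alternative tried, the rho of marginal with spindle/root and with intermediate was -0.168 each in cells, so that their order there was not resolved. In nuclei the rho of marginal was -0.284 with spindle/root, -0.273 with intermediate and -0.130 with basal.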

Representative images depict co-expression of candidate gene RNA by smFISH in marginal cells (*Abcg1*, *Heyl*), intermediate cells (*Nrp2*, *Kcnj13*), basal cells (*Sox8*, *Nr2f2*) and spindle/root cells (*P2rx2*, *Kcnj16*) (Figures 3E,F). None of these gene transcripts have been previously identified in the mammalian SV. A discussion of the novel genes identified in this study is provided (Supplementary Data and Methods). Quantitation of novel cell type-specific transcript expression demonstrated transcript expression of these candidate genes in their respective cell type-specific nuclei (Supplementary Figure 5A).

**FIGURE 3:**
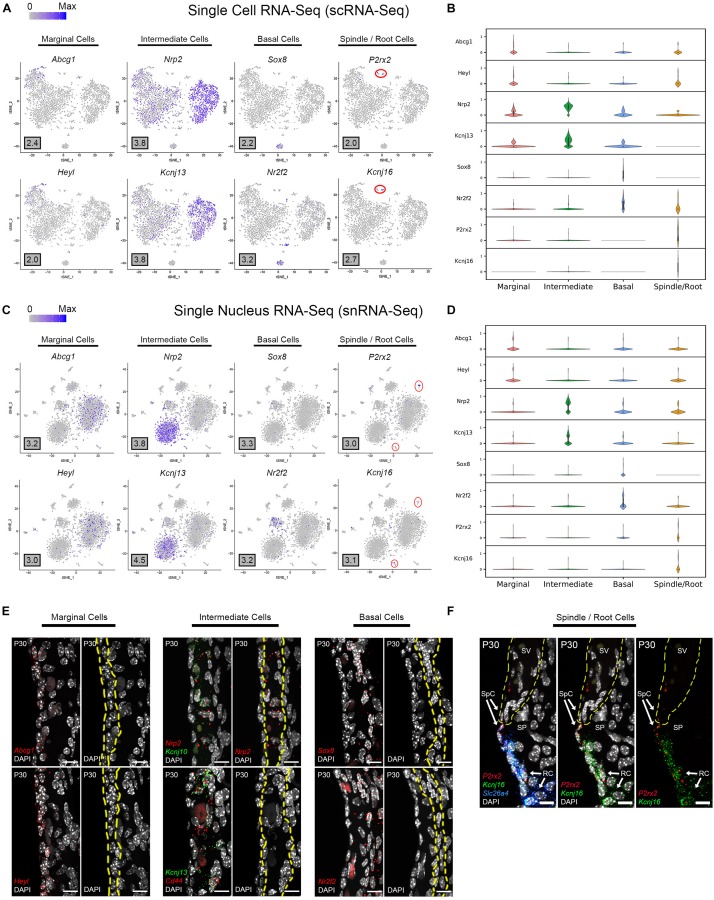
Single cell and single nucleus transcriptome profiles reveal common novel cell type-specific genes in the adult stria vascularis. **(A)** Feature plots for P30 SV scRNA-Seq data demonstrate expression of novel markers for 4 main SV cell types: marginal cells (*Abcg1, Heyl*), intermediate cells (*Nrp2, Kcnj13*), basal cells (*Sox8, Nr2f2*), and spindle/root cells (*P2rx2, Kcnj16*). Maximum expression (normalized counts) is noted in the black outlined gray box for each gene in the lower left corner of each feature plot. Spindle/root cell clusters are delineated by red circles. **(B)** Grid violin plot of scRNA-Seq dataset demonstrates expression of novel marker genes amongst SV cell types. Normalized counts were scaled to a range of 0–1 using min-max scaling. **(C)** Feature plots for P30 SV snRNA-Seq data demonstrate expression of novel markers for 4 main SV cell types: marginal cells (*Abcg1, Heyl*), intermediate cells (*Nrp2, Kcnj13*), basal cells (*Sox8, Nr2f2*), and spindle/root cells (*P2rx2, Kcnj16*). Maximum expression (normalized counts) is noted in the black outlined gray box for each gene in the lower left corner of each feature plot. Spindle/root cell clusters are delineated by red circles. **(D)** Grid violin plot of snRNA-Seq dataset demonstrates expression of novel marker genes amongst SV cell types. Normalized counts were scaled to a range of 0 to 1 using min-max scaling. **(E)** Validation of known gene expression was performed using single molecule fluorescent *in situ* hybridization (smFISH). Novel marginal cell-specific transcript (*Abcg1*, *Heyl*) expression in red is demonstrated in and around the marginal cell nuclei on the apical surface of the marginal cells. Novel intermediate cell-specific transcript (*Nrp2*, *Kcnj13*) expression in red is co-expressed with *Kcnj10* and *Cd44* transcripts in green, respectively. Novel basal cell-specific transcript (*Sox8*, *Nr2f2*) expression in red is localized to the basal cell layer. Yellow dashed lines in the images with only the DAPI labeling for nuclei demarcate the respective cell layers (marginal, intermediate and basal cell layers). **(F)** Novel spindle/root cell-specific transcripts, *P2rx2* (in red) and *Kcnj16* (in green) are co-expressed with *Slc26a4* transcripts to spindle and root cells (left panel). The same image without the Slc26a4 (blue) channel (center panel) and without DAPI (right panel) are shown. Note the slightly different distributions in *P2rx2* (red) versus Kcnj16 (green) transcripts amongst spindle and root cells, respectively. Yellow dashed lines demarcate the SV, spindle cells (SpC) and root cells (RC) in the spiral prominence (SP). DAPI (4′,6-diamidino-2-phenylindole). All scale bars 10 μm.

### Defining Potential Gene Regulatory Networks in SV Marginal, Intermediate and Basal Cells

Focusing on strial marginal, intermediate and basal cells, we sought to identify cell type-specific gene regulatory networks that might serve as a basis for investigating mechanisms related to strial function and eventually on strial dysfunction in human disorders. To identify these potential gene regulatory networks in the adult mouse, two methods (WGCNA, SCENIC) of unbiased gene regulatory network identification were utilized as described previously. WGCNA identifies modules of co-expressed genes without making a link between transcription factors and co-expressed genes. In doing so, WGCNA casts a wider net as it relates to co-expression analysis, potentially identifying indirectly linked genes in a regulatory network. Conversely, SCENIC identifies regulons composed of co-expressed transcription factors and their downstream targets as determined by motif enrichment. This approach identifies transcription factors with potentially directly linked genes in a regulatory network.

#### WGCNA Identifies Cell Type-Specific Gene Regulatory Networks in the Adult Stria Vascularis

Topological overlap (TOM) plots for scRNA-Seq and snRNA-Seq datasets from the adult SV demonstrate clustering of gene modules identified in WGCNA (Figure 4A). 

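Modules were rebuilt from a topological overlap of 2000 variable genes, with an unsigned adjacency of the Pearson correlation raised to the power 6, average linkage and at least 20 genes per module, since the paper's own module lists were not used here. Unlike in the clustering, the genes that the paper names were allowed among these variable genes. This gave 15 modules with 953 genes in cells and 5 modules with 562 genes in nuclei. On simulated cells with 4 planted modules of 200 genes in all, the procedure recovered all 200 genes. The simulated values were normally distributed, not sparse counts, with a strong shared signal in each module. Full recovery was therefore likely beforehand and says little about the modules found in the real counts. The number of modules in nuclei moved most with the power, to 11 at a power of 4, and the number in cells was 12 at that power.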

The more red a box is, the higher the Pearson correlation coefficient is between modules. The adjacency plots take this adjacency matrix and display highly correlated gene modules (Figure 4B and Supplementary Figures S6, S7). Cell type-specific modules for marginal, intermediate and basal cells were reprojected onto the feature plots for each dataset (Figure 4C). 

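One module in each dataset had its highest eigengene in marginal cells. It held 51 genes in cells, among them Atp13a5, Esrrb, Kcne1, Kcnq1 and Lrp2, and 214 genes in nuclei, among them Atp13a5, Esrrb, Eya4, Hgf, Kcnq1, Lrp2 and Ror1. The module highest in intermediate cells held 79 genes in cells, among them Cd44, Gjb2, Gjb6, Kcnj10, Kcnj13, Met, Mlana, Nrp2 and Sox10, and 76 genes in nuclei, among them Kcnj10, Met, Nrp2, Pax3 and Pde1c. A module of 61 genes that include Cldn11 and Nr2f2 was highest in basal cells, and no module was highest in basal nuclei. Spindle/root cells had 2 modules, of 27 and 21 genes. The other modules were highest in B cells (5 in cells), fibrocytes (4) and erythroid cells (1), and in B cell, erythroid and neutrophil nuclei (1 each).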

The top gene ontology (GO) biological process, cellular component and molecular function are summarized in Supplementary Figure S8. Supplementary Tables containing all GO terms (biological process, cellular component, and molecular function) with adjusted *p*-values and the associated combined score are provided for the WGCNA modules grouped by cell type-specificity to the three major SV cell types (marginal, intermediate, and basal cells) are provided in the Supplementary Tables S3–S5.

**FIGURE 4:**
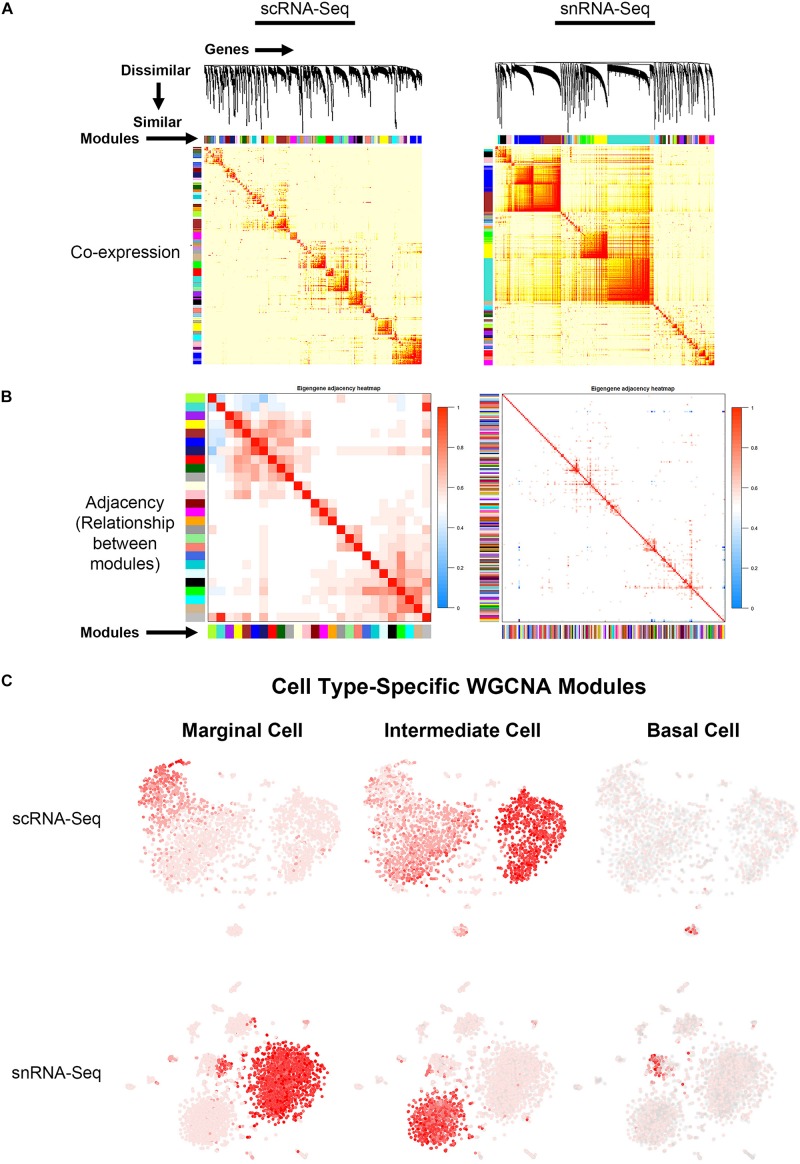
Gene regulatory network inference using weighted gene co-expression network analysis (WGCNA) reveals cell type-specific modules. **(A)** Topological overlay map (TOM) plots demonstrate clustering of potential gene regulatory networks consisting of co-expressed genes termed modules arrayed along the horizontal and vertical axis. The more red a box is, the higher the Pearson correlation coefficient is between the respective modules. TOM plots are shown for the scRNA-Seq (LEFT) and snRNA-Seq (RIGHT) datasets. **(B)** Adjacency plots display highly correlated modules in the scRNA-Seq dataset (LEFT panel). The more red a box is, the more similar the 2 intersecting modules are to each other. Note that in the snRNA-Seq dataset (RIGHT panel), the correlation between modules is minimal. Using known cell type-specific marker genes, we focused on the cell type-specific modules identified in the scRNA-Seq dataset. **(C)** Cell type-specific WGCNA modules were then projected onto the scRNA-Seq feature plot to demonstrate aggregate cell type-specificity of these WGCNA modules for the three major cell types (marginal, intermediate, and basal cells). The more red a dot is in the feature plot, the greater the aggregate expression of the cell type-specific modules in that given cell.

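None of the 10 pairs of modules in nuclei had eigengenes, the first principal component of a module's genes, that correlated above 0.5 across nuclei, and the highest correlation was 0.477 and the median -0.0956. In cells, 0 of 105 pairs were above 0.5, with a highest correlation of 0.405 and a median of 0.0421. Above 0.3 there were 5 pairs in cells, 4.76% of all, and 1 pair in nuclei.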

GO biological process analysis revealed a significant enrichment for genes involved in positive regulation of potassium ion transport (GO:1903288) in SV marginal cells and regulation of potassium ion transport by positive regulation of transcription from RNA polymerase II promoter (GO:0097301) for SV intermediate cells. Additionally, GO biological process analysis revealed a significant enrichment in genes involved in protein stabilization (GO:0050821), neutrophil degranulation (GO:0043312), and positive regulation of rhodopsin gene expression (GO:0045872) in SV marginal, intermediate, and basal cells, respectively. GO molecular function analysis revealed a significant enrichment for genes involved in calcium-transporting ATPase activity (GO:0005388) and translation factor activity, RNA binding (GO:0008135) in SV marginal and intermediate cells, respectively. GO molecular function analysis did not reveal a significantly enriched process in SV basal cells. GO cellular component analysis revealed a significant enrichment for genes involved in G-protein coupled receptor complex (GO:0097648), interleukin-28 receptor complex (GO:0032002), and platelet alpha granule lumen (GO:0031093) for SV marginal, intermediate, and basal cells, respectively. Overall, these analyses affirm the importance of ion homeostasis amongst marginal and intermediate cells and suggest functions related to the immune system (neutrophil degranulation, interleukin-28 receptor complex).

#### SCENIC Identifies Cell Type-Specific Gene Regulatory Networks in the Adult Stria Vascularis

TSNE plots demonstrate a comparison between principal component analysis (PCA)-based clustering within Seurat and regulon-based clustering within SCENIC for both scRNA-Seq in the upper panel (Figure 5A) and snRNA-Seq in the lower panel (Figure 5B). Regulon-based clustering within SCENIC identifies similar clusters to those seen within Seurat based on PCA. Display of regulon activity matrix for both scRNA-Seq and snRNA-Seq datasets demonstrates cell type-specific regulons prominently within marginal, intermediate and basal cells in pink, green and blue, respectively (Figure 5C). The top gene ontology (GO) biological process, cellular component and molecular function are summarized in Supplementary Figure S6. Supplementary Tables containing all GO terms (biological process, cellular component, and molecular function) with adjusted *p*-values and the associated combined score are provided for the SCENIC regulons grouped by cell type-specificity to the three major SV cell types (marginal, intermediate, and basal cells) are provided in the Supplementary Tables S6–S8.

**FIGURE 5:**
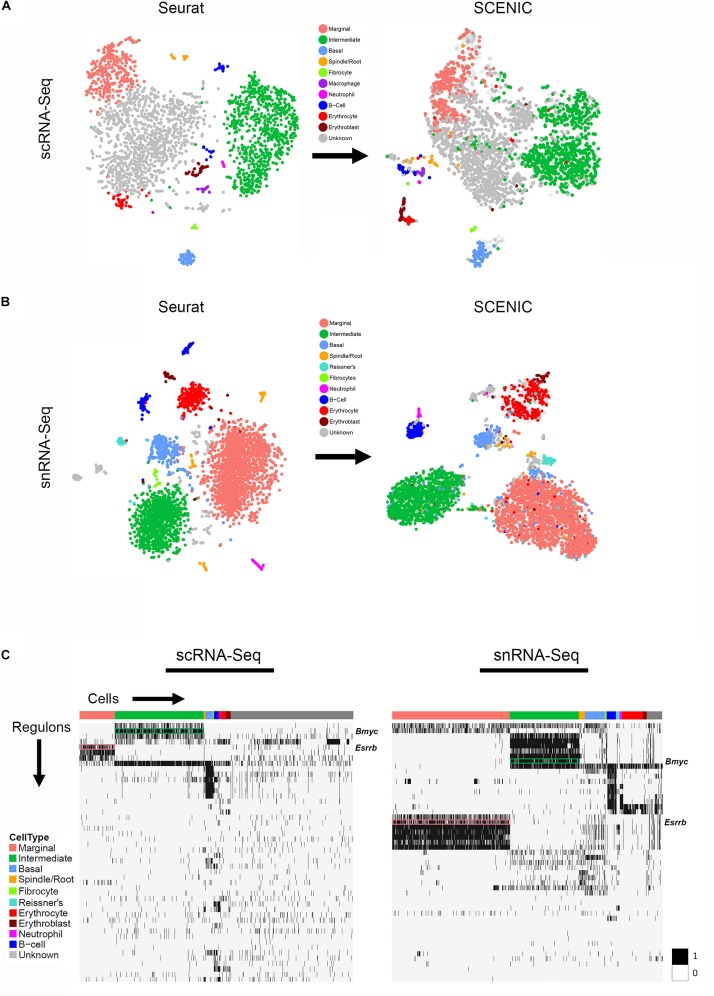
Gene regulatory network inference with SCENIC reveals cell type-specific SCENIC regulons in both scRNA-Seq and snRNA-Seq datasets. **(A)** Unbiased clustering in Seurat (left panel) is similar to regulon-based clustering in SCENIC (right panel) for the scRNA-Seq dataset, resulting in the identification of the same cell type-specific clusters. **(B)** Unbiased clustering in Seurat (left panel) is similar to regulon-based clustering in SCENIC (right panel) for the snRNA-Seq dataset, resulting in the identification of the same cell type-specific clusters. **(C)** Regulon heatmaps display cell type-specific regulons identified from both the scRNA-Seq (left panel) and snRNA-Seq (right panel) datasets. Cells grouped by cell type are displayed along the horizontal axis and regulons organized by hierarchical clustering are displayed along the vertical axis. *Esrrb* (pink box) and *Bmyc* (green box) regulons are demarcated in both datasets (regulon labels to right of heatmap. Legend demonstrating the binarized regulon activity score (scaled as 0 or 1) is shown to right of both heatmaps.

GO biological process analysis for all SV cells reveals a significant enrichment for genes involved in the regulation of transcription from RNA polymerase II promoter (GO:0006357). GO molecular function analysis revealed a significant enrichment for genes involved in protein kinase activity (GO:0019901) and calcium channel regulator activity (GO:0005246) in SV marginal cells, for genes involved in RNA polymerase II regulatory region sequence-specific DNA binding (GO:0000977) and proton-transporting ATPase activity, rotational mechanism (GO:0046961) in SV intermediate cells, and for genes involved in RNA binding (GO:0003723) and phosphatidylinositol phosphate kinase activity (GO:0016307) in SV basal cells. GO cellular component analysis reveals a significant enrichment for genes related to mitochondrion (GO:0005739) and ruffle membrane (GO:0032587) in marginal cells, lysosome (GO:0005764) and late endosome (GO:0005770) in intermediate cells, and focal adhesion (GO:0005925) and actin cytoskeleton (GO:0015629) in SV basal cells. In addition to regulation of ion homeostasis and pH, these analyses provide some insight into additional functions and processes in which SV cell types play a role.

#### Gene Regulatory Network Extent Appears Related to the Number of Genes Detected per Cell or Nucleus

scRNA-Seq and snRNA-Seq datasets are subject to a phenomenon called “dropout” or detection bias, where expression of a gene may be observed in one cell but is not detected in another cell of the same type (Kharchenko et al., 2014). This phenomenon results from a combination of the low amounts of mRNA in individual cells, inefficient mRNA capture, and the stochastic nature of mRNA expression. Because of this, scRNA-Seq and snRNA-Seq datasets exhibit a high degree of sparsity resulting in the detection of a small fraction of the transcriptome in a given cell. In comparing the effect of detection bias in our scRNA-Seq and snRNA-Seq datasets, we made several observations with respect to the ability to identify potential gene regulatory networks (GRNs) and identify clusters of cells.

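The 3152 kept cells had a median of 1169.5 genes (quartiles 666.75 and 2048.5) and 4377.5 UMIs, and the 9736 kept nuclei a median of 714.5 genes (quartiles 546 and 890) and 1496 UMIs. The median of each cell capture, 1474, 1337 and 1004 genes, was above that of the nuclei. With a single nucleus library, no test was made. When every barcode was thinned to 1000 UMIs, the medians were 403 genes per cell and 518 per nucleus, with 250 shallower nuclei left out. The alternative that moved the values most, thinning to 500 UMIs, gave 226 genes per cell and 285 per nucleus. At 500 UMIs of genes that are not mitochondrial, an alternative chosen after seeing the data, the medians were 356 and 362, with 137 cells and 719 nuclei left out.

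**Figure D3:**
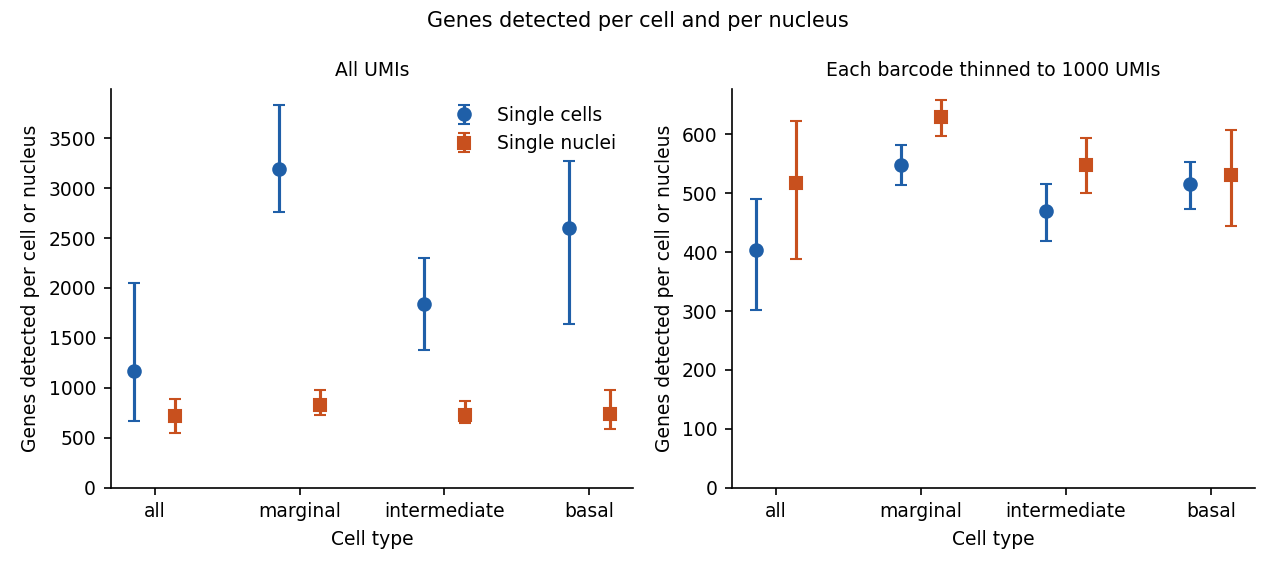
Genes with at least 1 UMI per cell or nucleus, as medians with quartiles, over all UMIs and after thinning each barcode to 1000 UMIs, for all barcodes and for marginal, intermediate and basal types. Over all UMIs the medians are 1169.5 in cells and 714.5 in nuclei, and at 1000 UMIs they are 403 and 518.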

In general, the number of genes detected per cell was greater than the genes detected per nucleus (Figure 6A). When examining genes detected amongst cell type-specific cells or nuclei (marginal, intermediate, or basal cells), this observation remained consistent (Figure 6A). In contrast, there was a greater number of genes that demonstrated significant differential expression among the three major cell types in the snRNA-Seq dataset (Figure 6B). 

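Marginal cells had a median of 3187.5 genes, intermediate cells 1840.5 and basal cells 2600, against 827 in marginal, 732 in intermediate and 737 in basal nuclei. Medians of single captures ranged from 3033.5 to 3738 in marginal, 1780 to 2217 in intermediate and 1746 to 3525 in basal cells, all above the nuclei. Thinned to 1000 UMIs, marginal cells had 548.5 genes and marginal nuclei 629, intermediate cells 469.5 and nuclei 547, and basal cells 516 and nuclei 530. For basal, the nuclei lay within the range of 490 to 536 of the 3 captures. At 500 UMIs of genes that are not mitochondrial, an alternative chosen after seeing the data, cells had more genes in all of these types. The medians were 388 in marginal, 353 in intermediate and 371 in basal cells, and 353, 309 and 350 in the nuclei.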

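Genes specific to a subpopulation were counted here as those detected in at least 50% of its own cells with a natural log fold of at least 0.25 against all other cells. These are the paper's limits, but the paper describes the first as a fraction of cells in all clusters. No p-value was attached, since cells are not replicates. These filters passed 827 genes in marginal, 326 in intermediate and 549 in basal cells, and 139, 93 and 39 genes in marginal, intermediate and basal nuclei. With each cell capture left out in turn, the numbers lay between 776 and 935 in marginal, 319 and 360 in intermediate and 519 and 630 in basal cells. Thinning every barcode to 1000 UMIs moved the numbers in cells most, to 51, 39 and 91 genes, and gave 81, 46 and 21 in nuclei. The filters at 80% and 0.01 gave 32, 20 and 7 genes in nuclei, and resolution 0.4 gave 166 in basal nuclei.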

Examining the gene expression amongst cell type-specific WGCNA modules (gene regulatory networks of co-expressed genes not linked by transcription factors) revealed a trend toward a greater number of genes detected in the scRNA-Seq dataset (Figure 6C). An exception is that the number of marginal cell-specific WGCNA module genes per cell are lower than those detected in the nucleus data set. A technical explanation for this may be that in WGCNA analysis, genes can only be assigned to one module of co-expressed genes, which may ignore the reality that certain genes may be shared in both marginal and intermediate cells. A more detailed discussion of the potential reasons behind this observation is provided in the Supplementary Data and Methods. This observation of the greater number of detected genes in the single cell dataset became more definitive when examining gene expression amongst cell type-specific SCENIC regulons (gene regulatory networks of co-expressed genes linked by a common transcription factor) (Figure 6D). As a whole, these data suggest that gene regulatory network inference may be dependent on the number of genes detected per cell or nucleus and that nuclei-based approaches may allow for the detection of more differentially expressed genes in certain contexts.

**FIGURE 6:**
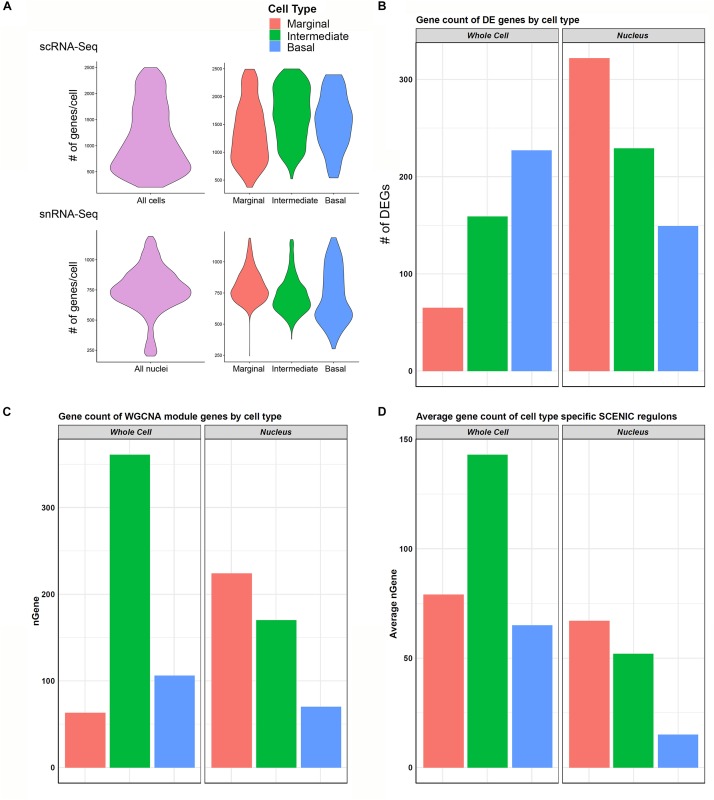
Cell type-specific gene expression comparison between scRNA-Seq and snRNA-Seq. **(A)** Violin plots to left in upper (scRNA-Seq) and lower (snRNA-Seq) panels show the distribution of the number of genes per cell (upper panel) or nuclei (lower panel) along the vertical axis. In general, transcriptome profiles from cells exhibited a greater number of genes per cell than transcriptome profiles from nuclei. This trend continued as expected when looking at cell type-specific gene expression in marginal, intermediate, and basal cells in the panels to the right in both scRNA-Seq (upper panel) and snRNA-Seq (lower panel). **(B)** Cell type-specific expression of differentially expressed genes (DEGs) was lower in the scRNA-Seq data compared to the snRNA-Seq data in marginal, intermediate, and basal cells. nGene refers to number of differentially expression genes. **(C)** Gene counts for WGCNA cell type-specific modules did not demonstrate a consistent relationship between scRNA-Seq and snRNA-Seq datasets. **(D)** Gene counts for SCENIC cell type-specific regulons in general demonstrated a higher gene count per cell type in scRNA-Seq compared to snRNA-Seq. nGene (# of genes).

#### Validation of Selected Marginal Cell- and Intermediate Cell-Specific SCENIC Regulons

In order to begin to identify critical gene regulatory networks, we identified cell type-specific SCENIC regulons identified in common between both the scRNA-Seq and snRNA-Seq datasets. We then examined these common regulons and utilized the regulon components identified in the single cell RNA-Seq dataset. Based on these parameters, two cell type-specific regulons were selected for further validation of the gene regulatory network inference approach. The estrogen-related receptor beta (*Esrrb*) regulon, a marginal cell-specific regulon, and the brain expressed myelocytomatosis oncogene (*Bmyc*), an intermediate cell-specific regulon, were selected for further analysis. Mutations in *Esrrb* result in autosomal recessive sensorineural hearing loss (DFNB35) (Collin et al., 2008) and missense mutations have recently been implicated in Meniere’s disease (Gallego-Martinez et al., 2019). *Bmyc* has not previously been characterized as having a role in inner ear pathology or hearing loss. Selected regulons were screened for transcription factor targets with available smFISH probes, resulting in a small subset of genes from these regulons being selected.

Direct gene targets for *Esrrb* selected for validation with smFISH were *Abcg1*, *Heyl*, and *Atp13a5*. 

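Across all cells of a capture, the counts of Esrrb and its target Abcg1 had a Pearson r of 0.422, 0.450 and 0.416 in captures 1, 2 and 3 and 0.177 across nuclei. For Heyl the r was 0.436, 0.348 and 0.312 in cells and 0.140 in nuclei, and for Atp13a5 0.392, 0.474 and 0.390 in cells and 0.453 in nuclei. Together with the 3 targets of Bmyc, 24 such correlations were computed over the 4 libraries. All lay above the 95th percentile of the r of the factor with all genes detected in at least 1% of barcodes. The lowest percentile was 95.0. The study took these targets from regulons built on co-expression with the factor in the same data. A high percentile was therefore likely beforehand and is no independent evidence. Within the one cell type alone, the alternative that moved this most, 4 of 24 lay above the 95th percentile, with a median percentile of 69.5. Most of the correlation therefore lay between types. The 4 were Esrrb with Atp13a5 in captures 1 and 2 and in nuclei, and with Heyl in capture 3. SCENIC and its motif scores were not used here, and correlations across the cells of 1 library describe that library.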

The gene activity plot shows the composite expression of the *Esrrb* regulon in SV marginal cells (Figure 7A). Binding motifs for *Esrrb* in each of the respective downstream targets (*Abcg1*, *Heyl*, *Atp13a5*) are shown (Figure 7B). 

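Esrrb stood at 491 ± 35.5 CPM in marginal, 161 ± 47.7 CPM in spindle/root, 41.9 ± 13.6 CPM in basal and 15.4 ± 5.65 CPM in intermediate cells. In marginal cells the log2 fold change of Esrrb was 3.35 (SE 0.14, adjusted p = 3.85e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). Across the alternatives it ranged from 3.24 to 6.58, the highest where a limit of 0.5 on the second class left 16 spindle/root cells. Atp13a5 stood at 171 ± 23.5 CPM in marginal and 51.9 ± 10.7 CPM in spindle/root cells, with a log2 fold change of 4.27 (SE 0.22, adjusted p = 3.75e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). In marginal nuclei, Esrrb stood at 1264 CPM (interval 1231 to 1297) and Atp13a5 at 822 CPM (interval 795 to 849), and the log2 ratios to the mean of the other types were 2.84 and 2.77.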

Feature plots demonstrating RNA expression for *Abcg1* and *Heyl* have been previously shown in Figures 3A,C. Feature plots demonstrate RNA expression for *Esrrb* and *Atp13a5* in marginal cells (Figure 7C). smFISH demonstrates co-expression of *Esrrb* with each downstream target protein in SV marginal cells (Figure 7D). Using a custom MATLAB script to perform semiautomated quantitation of smFISH transcripts (see Supplementary Data and Methods), *Abcg1*, *Atp13a5*, and *Heyl* transcripts were noted to be co-expressed in over 90% of *Esrrb*-expressing nuclei (Supplementary Figure S5B).

**FIGURE 7:**
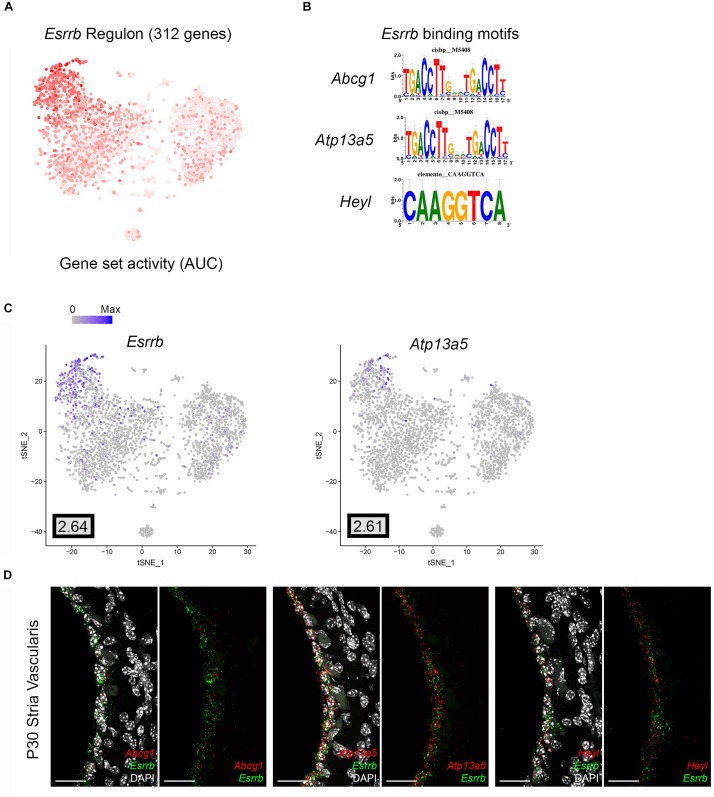
Validation of *Esrrb* regulon. **(A)** Gene set activity plot displays *Esrrb* regulon expression in scRNA-Seq dataset. The more red a dot is, the greater the regulon activity in that given cell. **(B)** *Esrrb* binding motifs for *Esrrb* downstream targets (*Abcg1*, *Atp13a5*, *Heyl*). **(C)** Feature plots demonstrating expression of Esrrb and Atp13a5 in the marginal cell cluster in the scRNA-Seq dataset. Maximum expression (normalized counts) is noted in the black outlined gray box for each gene in the lower left corner of each feature plot. Histogram is depicted from 0 to maximum (Max) in terms of normalized counts. Feature plots for *Abcg1* and *Heyl* have been shown previously in Figure 3. **(D)** smFISH demonstrates co-expression of *Abcg1*, *Atp13a5*, and *Heyl* transcripts in red with *Esrrb* transcripts in green in marginal cells on representative cross-sections of the P30 mouse SV. Panels to left depict *Esrrb* transcripts (green) and downstream target transcripts (red) with DAPI. Panels to the right depict *Esrrb* transcripts (green) and downstream target transcripts (red) without DAPI. DAPI (4′,6-diamidino-2-phenylindole). All scale bars 20 μm.

Direct gene targets for *Bmyc* selected for validation with smFISH were *Cd44*, *Met*, *Pax3*. The gene activity plot shows the composite expression of the *Bmyc* regulon in SV intermediate cells (Figure 8A). 

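Bmyc and its target Cd44 had a Pearson r of 0.182, 0.260 and 0.227 across the cells of captures 1, 2 and 3 and 0.0994 across nuclei. The r with Met was 0.296, 0.309 and 0.267 in cells and 0.163 in nuclei, and the r with Pax3 was 0.194, 0.249 and 0.275 in cells and 0.125 in nuclei. Within intermediate cells or nuclei alone, no r of Bmyc with these targets lay above the 95th percentile. There the r with Cd44 was -0.0041, -0.043 and -0.107 in captures 1, 2 and 3 and 0.058 in nuclei. With Met it was 0.121, -0.083 and -0.123 in cells and 0.0018 in nuclei. With Pax3 it was 0.0091, 0.046 and 0.086 in cells and 0.046 in nuclei. Bmyc overlaps an antisense gene, A230005M16Rik, so its count is uncertain.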

Binding motifs for *Bmyc* in each of the respective downstream targets (*Cd44*, *Met*, *Pax3*) are shown (Figure 8B). Feature plots demonstrating RNA expression for *Cd44* and *Met* in both scRNA-Seq and snRNA-Seq datasets have been previously shown in Figures 2B,D. Feature plots demonstrate RNA expression for *Bmyc* and *Pax3* in intermediate cells (Figure 8C). smFISH demonstrates *Bmyc* co-expression with each downstream target protein in SV intermediate cells (Figures 8D,E). 

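Bmyc stood at 318 ± 58.4 CPM in intermediate cells, 64.5 ± 9.30 CPM in marginal, 92.3 ± 30.9 CPM in basal and 59.3 ± 30.4 CPM in spindle/root cells. Its log2 fold change in intermediate cells was 2.44 (SE 0.13, adjusted p = 2.81e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). Pax3 stood at 128 ± 17.1 CPM in intermediate and 33.2 ± 13.9 CPM in marginal cells, with a log2 fold change of 2.50 (SE 0.18). In marginal cells, 81 genes specific to intermediate nuclei, Pax3 among them, stood at a median of 33.1% of their level in intermediate cells. Intermediate nuclei held Bmyc at 158 CPM (interval 143 to 174) and Pax3 at 609 CPM (interval 579 to 640), with log2 ratios of 2.82 and 6.92 to the mean of the other types.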

Overall, the co-expression of transcription factors with their downstream targets demonstrates the strength of the SCENIC-based approach for gene regulatory network inference as well as clustering. The identification of regulons provides a starting point for targeted modulation of gene activity within a regulon to elucidate the role of the regulon in SV function. *Cd44*, *Met*, and *Pax3* transcripts were co-expressed in over 85% of *Bmyc*-expressing nuclei (Supplementary Figure S5C).

**FIGURE 8:**
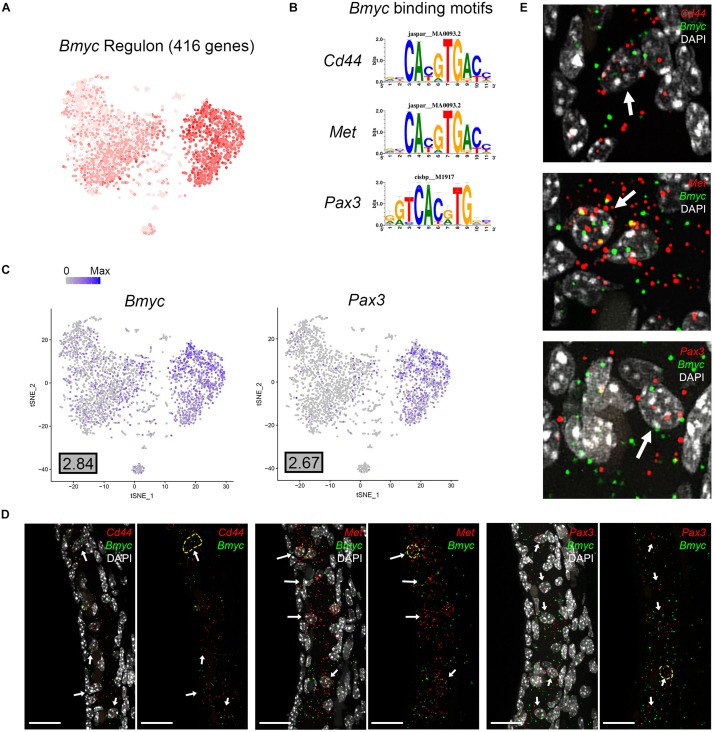
Validation of *Bmyc* regulon. **(A)**, Gene set activity plot displays *Bmyc* regulon expression in scRNA-Seq dataset. The more red a dot is, the greater the regulon activity in that given cell. **(B)** *Bmyc* binding motifs for *Bmyc* downstream targets (*Cd44*, *Met*, *Pax3*). **(C)** Feature plots demonstrating expression of *Bmyc* and *Pax3* in the intermediate cell cluster of the scRNA-Seq dataset. Maximum expression (normalized counts) is noted in the black outlined gray box for each gene in the lower left corner of each feature plot. Histogram is depicted from 0 to maximum (Max) in terms of normalized counts. Feature plots for *Cd44* and *Met* have been shown previously in Figure 2. **(D)** smFISH demonstrates co-expression of *Cd44*, *Met*, and *Pax3* transcripts in red with *Bmyc* transcripts in green in intermediate cells on representative cross-sections of the P30 mouse SV. Panels to left depict *Bmyc* transcripts (green) and downstream target transcripts (red) with DAPI. Panels to the right depict *Bmyc* transcripts (green) and downstream target transcripts (red) without DAPI. DAPI (4’,6-diamidino-2-phenylindole). White arrows point to examples of intermediate cells that exhibit both Bmyc and downstream target transcript expression. In the panels without DAPI, examples of cells that exhibit co-expression of *Bmyc* (green) and downstream target transcripts (red) are encircled with dashed yellow lines. All scale bars 20 μm. **(E)** Enlarged images of example cells from **(D)** are shown. White arrows in **(E)** point to encircled cells from **(D)**.

#### Pharos Analysis Identifies Druggable Gene Targets in Cell Type-Specific Regulons

With regards to modulation of gene activity within a regulon, Pharos, a database of druggable gene targets, provides an opportunity to identify FDA-approved drugs and small molecules that could potentially be utilized to modulate gene expression^7^. Analysis with Pharos identified FDA-approved drugs with known activities against cell type-specific regulon targets. The analysis was focused on Tclin targets, which are genes whose expression can be altered by a known mechanism of action of an FDA-approved drug. As an example of this approach, the previously described *Esrrb* and *Bmyc* regulons were utilized to construct a network diagram of their direct druggable targets. Direct druggable target genes of the *Esrrb* and *Bmyc* regulons are shown (Figures 9A,B, respectively). For the purposes of simplifying the display, activators included receptor agonists, enzyme activators, and ion channel openers. Inhibitors included receptor antagonists, receptor inverse agonists, enzyme inhibitors, and ion channel blockers. These drugs represent potential mechanisms by which strial function might be modulated. 

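Maoa had too few counts for the filter on low counts. With no filter, its log2 fold change in intermediate cells was 0.81 (SE 0.37, adjusted p = 0.103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 3 captures), and it did not pass the threshold of 0.05. Maoa stood at 15.3 ± 4.65 CPM in intermediate, 14.5 ± 10.1 CPM in marginal and 20.4 ± 5.30 CPM in basal cells, and its log2 ratio in intermediate nuclei was 0.53.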

Drugs for *Adrb2* and *Maoa* genes are provided in Supplementary Figure S9.

**FIGURE 9:**
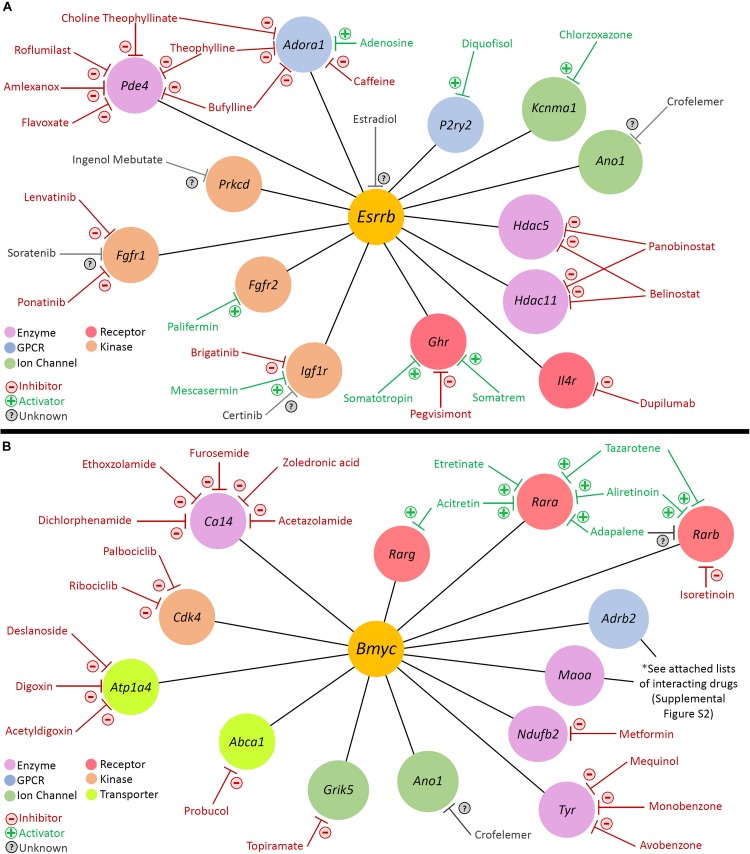
Analysis with Pharos reveals druggable gene targets in the *Esrrb* and *Bmyc* regulons. Pharmacologic drug classes are shown in lower left corner including enzyme, G-protein coupled receptor (GPCR), ion channel, receptor, and kinase. FDA-approved drugs are classified as inhibitors (red), activators (green), or unknown (gray). **(A)** Druggable gene targets in the *Esrrb* regulon. Analysis identified 13 druggable genes with 25 FDA-approved drugs. **(B)** Druggable gene targets in the *Bmyc* regulon. Analysis identified 13 druggable genes with 68 FDA-approved drugs. Drugs for *Adrb2* and *Maoa* genes are provided in Supplementary Figure S9.

For example, in the *Esrrb* regulon, studies suggest that estrogen (estradiol) may have a role in hearing protection (Wijayaratne and McDonnell, 2001; Milon et al., 2018; Williamson et al., 2019). Milon et al. (2018) have suggested the possibility of utilizing estrogen signaling pathway effectors for hearing protection. In the *Bmyc* regulon, both metformin and acetazolamide have been associated with attenuation of hearing loss in certain settings (Sepahdari et al., 2016; Wester et al., 2018; Chen et al., 2019; Muri et al., 2019). Metformin, which inhibits *Ndufb2*, may reduce the incidence of sudden sensorineural hearing loss amongst diabetic patients (Chen et al., 2019; Muri et al., 2019). 

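Ndufb2 stood at 354 ± 20.7 CPM in marginal, 274 ± 28.5 CPM in intermediate, 180.1 ± 22.1 CPM in basal and 231 ± 36.9 CPM in spindle/root cells, so that marginal cells held the highest level. In intermediate cells its log2 fold change against the mean of the other types was 0.46 (SE 0.11, adjusted p = 4.97e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). With cells of 200 to 2500 genes alone, it was 0.00 and no longer past the threshold. TMM scaling adds 0.32 to contrasts of intermediate cells, and without it the log2 fold change was 0.14 and not past the threshold. In intermediate nuclei, Ndufb2 stood at 104 CPM (interval 91.5 to 117), a log2 ratio of -0.18 to the mean of the other types. Ndufb2 overlaps Gm42420 on the same strand and Braf and an antisense gene on the opposite strand, so its counts are uncertain.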

While the effects of acetazolamide in treating hearing loss associated with Meniere’s disease appear to be temporary (Hoa et al., 2015; Crowson et al., 2016), recent reports suggest some utility in sudden sensorineural hearing loss associated with PDE5 inhibitors (Wester et al., 2018).

### Deafness Gene Mapping Suggests a Role for SV Cell Types in Human Deafness

Finally, we screened the cellular transcriptomes from our scRNA-Seq and snRNA-Seq datasets for genes associated with human hearing loss. The database of deafness genes was constructed from resources including the Hereditary Hearing Loss Homepage as previously described (Shearer et al., 1993; Azaiez et al., 2018). Heatmaps showing gene expression for known deafness genes in the P30 SV are shown in Figure 10. Expression data corresponding to P30 SV scRNA-Seq is shown in the left heatmap (Figure 10A) and expression data corresponding to P30 SV snRNA-Seq is show in the right heatmap (Figure 10B). Known deafness genes are displayed along the vertical axis and SV cell types are displayed horizontally with marginal cells in pink, intermediate cells in green, basal cells in blue, and spindle cells in yellow.

**FIGURE 10:**
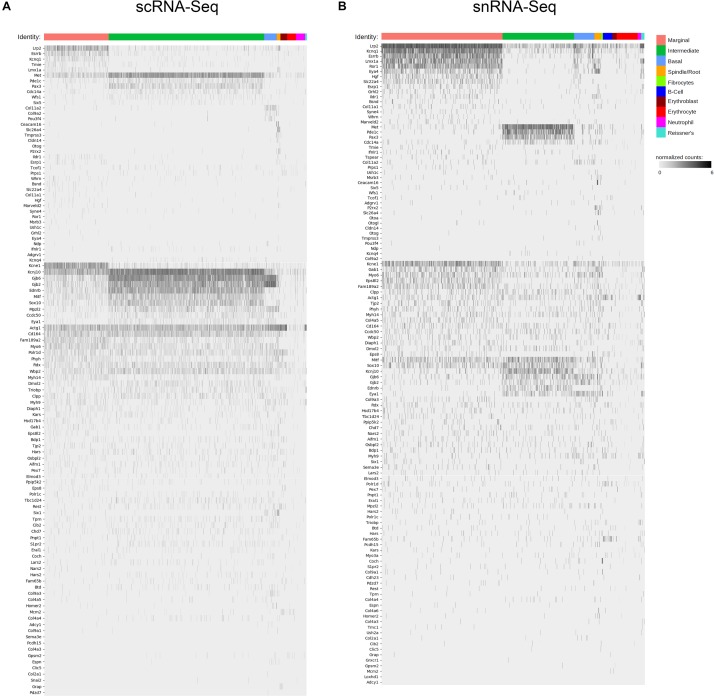
Deafness gene mapping of adult stria vascularis single cell and single nucleus transcriptomes associates SV cell types with deafness genes. Cell types are arrayed along the horizontal axis and grouped according to cell types. Deafness genes are arrayed along the vertical axis. Deafness genes were grouped according to how specific their expression seemed to be in a given cell type. Genes with less cell type-specific expression were placed lower in the list of genes. **(A)** Expression level in normalized counts for each deafness gene (each row) across all cells in the adult SV scRNA-Seq dataset. **(B)** Expression level in normalized counts for each deafness gene (each row) across all cells in the adult SV snRNA-Seq dataset.

We identify a subset of deafness genes that are expressed in adult SV cell types. 

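Over all genes that the paper names and those named by the rule of fold change, 56 pairs of a gene and a type were tested in cells. Of the 37 pairs from the paper, 34 were higher in the type at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the smallest log2 fold change, 0.46 in 3 of 3 captures, for Ndufb2. The other 19 pairs were taken by a rule that asks for such an adjusted p, so they pass by construction. In 20 of the 59 pairs, at least 1 of the 4 types held no UMI of the gene, so that the fitted fold change depends on the prior count. Of the 56 pairs, 52 kept their call under up to 17 alternatives.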

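Lrp2 stood at 2635 ± 52.3 CPM in marginal and 1086 ± 69.8 CPM in spindle/root cells, with a log2 fold change of 3.83 in marginal cells (SE 0.27, adjusted p = 2.45e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). Across the alternatives this fold change ranged from 3.19 to 6.05, the highest where a limit of 0.5 on the second class left 16 spindle/root cells. Hgf stood at 51.6 ± 17.5 CPM in marginal cells, with a log2 fold change of 3.97 (SE 0.39), and at 19.8 ± 7.84 CPM in spindle/root cells. Ror1 and Eya4 had too few counts in cells to pass the filter. Ror1 had 33 UMIs in marginal cells, at 27.5 ± 7.94 CPM, 5 in spindle/root cells and 0 in basal cells, and Eya4 had 3 UMIs in marginal cells and 7 in spindle/root cells. With no filter, the log2 fold change of Ror1 in marginal cells was 4.40 (SE 0.63, adjusted p = 1.44e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). For Eya4 with no filter, the log2 fold change in marginal cells was 1.15 (SE 1.13, adjusted p = 0.724 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 1 of 3 captures), so that no difference was detectable at this depth. In marginal nuclei, Lrp2 stood at 5222 CPM (interval 5155 to 5289), Hgf at 289 CPM (interval 274 to 305), Ror1 at 860.4 CPM (interval 833 to 888) and Eya4 at 328 CPM (interval 311 to 345). Spindle/root nuclei held 797 CPM (interval 685 to 923) of Ror1 and 1251 CPM (interval 1109 to 1407) of Eya4, so that Eya4 was highest there. The nucleus capture lists further genes that overlap Hgf, Ror1 and Eya4, so their counts there are uncertain.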

Deafness genes expressed in marginal cells include *Lrp2*, *Esrrb*, *Hgf*, *Kcnq1*, *Kcne1*, *Ror1*, and *Eya4* (Wayne, 2001; Wangemann, 2002; Zhang et al., 2004; Collin et al., 2008; König et al., 2008; Schultz et al., 2009; Khalifa et al., 2015; Faridi et al., 2019). 

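Pde1c stood at 88.5 ± 8.25 CPM in intermediate cells, 35.8 ± 3.71 CPM in marginal, 30.9 ± 15.1 CPM in basal and 36.2 ± 33.8 CPM in spindle/root cells. Its log2 fold change in intermediate cells was 1.80 (SE 0.18, adjusted p = 7.14e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). In the nuclei, Pde1c stood at 1299 CPM (interval 1255 to 1344) in intermediate and 15.3 CPM (interval 11.9 to 19.4) in marginal nuclei, a log2 ratio of 4.88 to the mean of the other types. The smaller differences of Pde1c, Met and Pax3 between types in cells come with a limit. In marginal cells, 81 genes specific to intermediate nuclei stood at a median of 33.1% of their level in intermediate cells. Pde1c, Met and Pax3 are themselves among the 81 genes.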

Deafness genes expressed in intermediate cells include *Met*, *Pde1c*, and *Pax3* (Tassabehji et al., 1993; Bondurand, 2000; Mujtaba et al., 2015; Wang et al., 2018). *Col11a2* appears to be specifically expressed in SV basal cells (McGuirt et al., 1999). In addition to *Slc26a4*, deafness genes expressed in spindle cells include *Ceacam16*, *Cldn14*, and *P2rx2* (Wilcox et al., 2001; Ben-Yosef et al., 2003; Zheng et al., 2011; Faletra et al., 2014; Naz et al., 2017; Zhu et al., 2017; Booth et al., 2018). 

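Col11a2 stood at 197 ± 35.8 CPM in basal cells, 60.0 ± 27.0 CPM in spindle/root, 7.66 ± 4.74 CPM in marginal and 3.57 ± 0.857 CPM in intermediate cells. Against the mean of the other types, basal cells had a log2 fold change of 4.08 (SE 0.18, adjusted p = 7.57e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). Basal nuclei held 289.6 CPM (interval 259 to 323) and spindle/root nuclei 84.6 CPM (interval 50.9 to 132).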

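Ceacam16 stood at 249 ± 61.9 CPM in the spindle/root cells of the 3 captures, from 93 UMIs, and had 2, 3 and 2 UMIs in marginal, intermediate and basal cells. Its log2 fold change was 7.46 (SE 0.39, adjusted p = 4.08e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). It overlaps Gm19345 on the opposite strand, so its count is uncertain. Cldn14 had 33 UMIs in spindle/root cells, at 84.0 ± 67.5 CPM, and 0, 1 and 3 UMIs in marginal, intermediate and basal cells. In spindle/root nuclei, Ceacam16 stood at 93.5 CPM (interval 57.9 to 143) and Cldn14 at 116 CPM (interval 75.6 to 169.7). The log2 ratio of Ceacam16 to the other types in nuclei was 2.94 and ranged from 2.63 to 7.44 across the alternatives, and Ceacam16 was among the 10 top genes of the cluster of 62 nuclei without a name. These values rest on 40 cells and 138 nuclei, which here join spindle and root cells.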

More importantly, these data demonstrate the possibility that some of these deafness genes affect multiple SV cell types, as in the case of *Mitf* and *Sox10*, which are expressed in both intermediate and marginal cells (Bondurand, 2000). Both genes are known to be expressed by neural crest cells (Potterf et al., 2001; Sommer, 2011; Locher et al., 2015). 

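Mitf stood at 308 ± 23.8 CPM in intermediate, 149 ± 44.9 CPM in marginal, 166 ± 28.9 CPM in basal and 65.9 ± 46.3 CPM in spindle/root cells, and Sox10 at 295 ± 66.7 CPM, 198 ± 27.7 CPM, 107 ± 37.4 CPM and 187 ± 27.3 CPM. In intermediate cells the log2 fold changes were 1.64 for Mitf and 1.16 for Sox10, each higher in 3 of 3 captures. For marginal cells against the mean of the other types, the log2 fold change of Mitf was -0.12 (SE 0.19, adjusted p = 0.704 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 1 of 3 captures), and that of Sox10 was 0.09 (SE 0.15, adjusted p = 0.733 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 3 captures). Only with cells of 200 to 2500 genes, at 2.68, and at a resolution of 0.4, at 1.42, was Mitf past the threshold in marginal cells. In marginal nuclei, Mitf stood at 294 CPM (interval 279 to 311) and Sox10 at 218 CPM (interval 204 to 232), against 653 and 444 CPM in intermediate nuclei and 195 and 73.5 CPM in basal nuclei. In cells, 81 genes specific to intermediate nuclei stood in marginal cells at a median of 33.1% of their level in intermediate cells.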

Circumstantial evidence for the origin of strial marginal cells from otic epithelium (Kikuchi and Hilding, 1966; Sher, 1971; Kuijpers et al., 1991; Sagara et al., 1995; Birkenhäger et al., 2001) and strial intermediate cells from neural crest cells (Steel and Barkway, 1989; Cable and Steel, 1991; Cable et al., 1992; Tachibana, 1999, 2001) has been previously supported by histochemical and immunohistochemical analyses. The role of genes expressed by neural crest cells in cells not thought to be of neural crest cell origin remains to be determined. Whether other cell types in the SV derive from neural crest cells remains to be determined by further lineage tracing experiments and have not been shown in more recent lineage tracing experiments (Shibata et al., 2016). The contribution of neurocristopathies to hearing loss is a developing area of research (Hao et al., 2014; Locher et al., 2015; Shibata et al., 2016; Ritter and Martin, 2019). Another example of hearing loss where multiple cell types may be affected includes Connexin 26 and 30 encoded by *Gjb2* and *Gjb6*, respectively, which appear to be expressed in intermediate and basal cells and, to a lesser extent, marginal cells (Figure 10) (Lang et al., 2007; Nickel and Forge, 2008; Liu et al., 2009; Mei et al., 2017). These data reveal expression of a subset of human deafness genes in SV cell types and define potential opportunities for further investigation into the function of these genes in the SV.

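Gjb2 stood at 2685 ± 662 CPM in basal, 732 ± 78.0 CPM in intermediate, 548 ± 69.7 CPM in spindle/root and 330 ± 51.0 CPM in marginal cells, and Gjb6 at 1606 ± 285 CPM, 1059 ± 149 CPM, 548 ± 219 CPM and 372 ± 7.27 CPM. In basal cells their log2 fold changes were 2.44 and 1.49, each higher in 3 of 3 captures. In intermediate cells the log2 fold change of Gjb6 was 0.94 (SE 0.11, adjusted p = 2.22e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures), and that of Gjb2 was 0.22 (SE 0.11, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a CPM above the mean of the other types in 0 of 3 captures) and not past the threshold. Under 4 alternatives Gjb2 passed the threshold in intermediate cells, and without TMM scaling its log2 fold change was -0.10. The fold change is set against the mean of log levels, where the high level in basal cells weighs less than in the mean CPM. Basal nuclei held 447 CPM (interval 408 to 488) of Gjb2 and 477 CPM (interval 437 to 519) of Gjb6, intermediate nuclei 272 CPM (interval 252 to 293) and 438 CPM (interval 412 to 464), and marginal nuclei 50.4 CPM (interval 44.0 to 57.5) and 60.8 CPM (interval 53.8 to 68.5). The levels in marginal cells are limited by the presence of RNA from 81 genes specific to intermediate nuclei there, at a median of 33.1% of the level in intermediate cells.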

## Discussion

Dual methodologies were used to develop an atlas of adult SV cell type transcriptional profiles, the most comprehensive to date. Specifically, the use of dual RNA-Seq methodologies (scRNA-Seq and snRNA-Seq) revealed similar adult SV cell type-specific transcriptional profiles. Furthermore, we demonstrate the utility of applying dual gene regulatory network inference methodologies to both corroborate cell type heterogeneity as well as define potentially critical gene regulatory networks. We provide examples of how this resource can be harnessed to identify and confirm cell type-specific gene regulatory networks, identify druggable gene targets, and implicate SV cell types in syndromic and non-syndromic hereditary deafness. We now define the implications of these data for: (1) using and developing mouse models to define the contribution of each SV cell type to SV function and hearing at the level of gene expression, (2) understanding ion homeostatic mechanisms broadly in the inner ear, (3) contributing to efforts to develop targeted SV gene therapy through the use of cell type-specific promoters, (4) identifying druggable gene targets and the potential for repurposing existing pharmacotherapies to treat inner ear disease, and (5) use of these data to identify cell type-specific contributions to disease.

### Implications for Mouse Model Development to Enhance Our Understanding of Cell Type-Specific Mechanisms Related to the Loss of EP and Hearing Loss

In characterizing adult SV cellular heterogeneity using transcriptional profiling, these data provide opportunities to study adult SV cell type-specific mechanisms that contribute to EP generation and whose dysfunction results in hearing loss. Novel cell type-specific gene expression allows for the identification of existing inducible cell type-specific Cre-recombinase mouse models as well as the development of novel inducible mouse models. These mouse models will be critical to studying the effects of gene deletion in adult SV cell types, enabling a separation from the effects of gene deletion in the SV during inner ear development. Genetic mutations that affect the SV result in hearing loss that is characterized by an initial loss of EP followed by a delayed loss of hair cells (Liu et al., 2016; Huebner et al., 2019). Interpretation of the results observed in these existing mouse models is complicated by the developmental effects of genes critical to EP generation (Liu et al., 2016; Huebner et al., 2019). Conversely, mouse models of SV age-related hearing loss are complicated by incompletely defined mechanisms and time windows which make for challenging experimental conditions (Ohlemiller, 2009). Thus, the exact timing and mechanisms associated with a permanent loss of hair cells that follow the loss of EP remain incompletely defined. Use of inducible mouse models may enable insight into the timing of these mechanisms as well as insight into possible mechanisms. Understanding the critical time window for intervention as well as potential targeted interventions that might slow, halt or reverse the effects of EP loss will contribute to development of therapeutic approaches to hearing loss due to SV dysfunction.

### Implications for Understanding Ionic Homeostasis in the Inner Ear

SV cell type-specific gene regulatory networks include genes critical to EP generation and ion homeostasis and as a result provide a window into inner ear ion homeostatic mechanisms. Insight into these ion homeostatic mechanisms may be important to understanding their functional contribution to hearing and hearing loss (Nickel and Forge, 2008; Zdebik et al., 2009). These gene regulatory networks within the unperturbed wild type adult mouse SV establish a basis for identifying and interpreting changes in these networks in disease settings including, but not limited to, Meniere’s disease (Ishiyama et al., 2007; Collin et al., 2008; Kariya et al., 2009), autoimmune inner ear disease (Calzada et al., 2012), cisplatin-induced hearing loss (Breglio et al., 2017; Rybak et al., 2019), and enlarged vestibular aqueduct syndrome (Miyagawa et al., 2014; Ito et al., 2015).

While the consequences of dysfunctional ion homeostasis to human hearing loss are incompletely understood, ion homeostasis appears to be critical, as evident by the number of deafness genes encoding ion channels and transporters, many of which are expressed in the SV (Mittal et al., 2017). While this study demonstrates expression of these ion channels in SV cells in the cochlea, there are quite a few examples of marginal cell-specific genes that are also expressed in the vestibular portion of the inner ear (Wangemann, 1995; Chen and Nathans, 2007; Bartolami et al., 2011). The consequences of dysfunctional ion homeostasis on vestibular function remain incompletely characterized (Jones and Jones, 2014). Thus, insights gained in understanding the mechanisms regulating ion homeostasis in the SV will apply to other regions of the inner ear. The co-occurrence of hearing loss and renal disease resulting from mutations in channel and transporter genes suggests that understanding ion homeostasis in the inner ear may have broader implications to dysfunctional ion homeostasis and human disease (Lang et al., 2007).

### Implications for Targeting Gene Therapy to SV Cell Types

Cell type-specific genes could be utilized to create viral vectors with cell type-specific promoters for improved therapeutic targeting to the SV. This idea is not without precedent as cell type-specific promoters have been utilized in the brain, retina and inner ear to target specific groups of cells (Praetorius et al., 2010; Kim et al., 2013; Ingusci et al., 2019; McDougald et al., 2019). Furthermore, some recent adoptive immunotherapy trials using a cell type-specific promoter for melanoma already suggest the possibility for this in relation to the SV (Johnson et al., 2009; Seaman et al., 2012; Duinkerken et al., 2019). Specifically, these studies utilized adoptive immunotherapy using T cell receptors (TCRs) targeting MART-1, a known melanoma-associated antigen, which resulted in sensorineural hearing loss that in some cases was ameliorated by local steroid administration (Johnson et al., 2009). SV melanocytes arise from neural crest cells that migrate into the SV during development (Hilding and Ginzberg, 1977; Steel and Barkway, 1989; Cable and Steel, 1991; Cable et al., 1992; Tachibana, 1999, 2001; Matsushima et al., 2002; Shibata et al., 2016). SV melanocytes represent the future intermediate cells (Steel and Barkway, 1989; Cable and Steel, 1991; Cable et al., 1992; Shibata et al., 2016). These studies suggest the possibility that vectors utilizing the gene that encodes MART-1, Melan-A (*Mlana*), may be an effective promoter for targeting gene therapy to SV intermediate cells.

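Mlana stood at 481 ± 21.8 CPM in intermediate, 124 ± 29.9 CPM in basal, 103 ± 20.5 CPM in marginal and 49.1 ± 18.3 CPM in spindle/root cells. Intermediate cells had a log2 fold change of 2.79 for Mlana (SE 0.13, adjusted p = 7.66e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). In the nuclei it stood at 342 CPM (interval 319.5 to 365) in intermediate, 201 CPM (interval 175 to 229) in basal, 98.0 CPM (interval 61.4 to 148) in spindle/root and 76.3 CPM (interval 68.4 to 84.9) in marginal nuclei, a log2 ratio of 1.45 for intermediate nuclei.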

Alternatively, gene therapy for non-syndromic sensorineural hearing loss may entail targeting multiple cell types. For example, we demonstrate the expression of *Gjb2* and *Gjb6*, which encode connexin 26 and connexin 30 proteins, respectively, in SV intermediate, basal and to a lesser extent, marginal cells (Figure 10) (Lang et al., 2007; Nickel and Forge, 2008; Liu et al., 2009). Mutations in *Gjb2* and *Gjb6* followed by digenic mutations in these genes are among the most common causes of non-syndromic autosomal recessive sensorineural hearing loss (SNHL) in many populations around the world (Lerer et al., 2001; Del Castillo et al., 2002; Pallares-Ruiz et al., 2002; Stevenson et al., 2003; Wu et al., 2003; Bolz et al., 2004; Frei et al., 2004; Gualandi et al., 2004; Nickel and Forge, 2008; Batissoco et al., 2009; Chan et al., 2010; Asma et al., 2011; Da Silva-Costa et al., 2011; Mei et al., 2017). Mei et al. (2017) demonstrate that the loss of *Gjb2* and *Gjb6* in the SV and lateral wall result in a loss of EP and hearing loss while the loss of *Gjb2* and *Gjb6* in cochlear supporting cells does not. These data identify the loss of these genes in the SV as principal drivers of hearing loss in digenic *Gjb2* and *Gjb6* mutations. Use of SV promoters that may be capable of targeting multiple SV cell types including *Mitf* or *Sox10* could be utilized in future therapeutic attempts (Figure 10) (Hao et al., 2014; Walters and Zuo, 2015).

### Implications for Pharmacologic Targeting of SV Cell Types

Our analyses utilizing parallel gene regulatory network inference methods (WGCNA and SCENIC) combined with a search for druggable gene targets utilizing Pharos^8^ suggest a possible translational approach to utilizing scRNA-Seq and snRNA-Seq datasets (Langfelder and Horvath, 2008; Aibar et al., 2017; Nguyen et al., 2017). Through this approach, we identify genes for which FDA-approved drugs have a known effect. This agnostic *in silico* approach can potentially be utilized to identify FDA-approved medications that could be repurposed or repositioned to treat diseases in the inner ear as has been done in other areas of human disease including neurodegenerative diseases, cancer, and autoimmune disease (Ferrero and Agarwal, 2018; Paranjpe et al., 2019). This may be particularly useful in hearing and balance disorders that are characterized by onset of symptoms in adulthood (i.e., autoimmune inner ear disease, Meniere’s disease). We acknowledge that there are many methods to identify drugs for repurposing or repositioning, including *in silico* methods, which have been reviewed elsewhere (Li et al., 2016; Vanhaelen et al., 2017; Ferrero and Agarwal, 2018). However, our analyses highlight the potential use of the data for drug repurposing approaches.

### Implications for Identifying Cell Type-Specific Contributions to Disease

Finally, as we have alluded to previously, scRNA-Seq and snRNA-Seq approaches could potentially be utilized to associate changes in gene expression in human disease with cell types in a given tissue (Skene and Grant, 2016). Skene and Grant (2016) associated cell types with human disease by comparing human disease expression datasets for Alzheimer’s disease, autism, schizophrenia, and multiple sclerosis to single cell transcriptional profiles from the mouse cortex and hippocampus. In a similar fashion, single cell and single nucleus transcriptome profiles, like the resource we have developed for the adult SV, might be utilized to associate cell types to inner ear diseases. For example, in Meniere’s disease, while no single gene has been conclusively implicated in the disease, the association of gene mutations with cell type-specific expression might provide some clues to the involved cell type or types (Chiarella et al., 2015; Lopez-Escamez et al., 2018). Mutations in both *Kcne1* and *Esrrb* have been identified in patients with Meniere’s disease (Lopes et al., 2016; Dai et al., 2019; Gallego-Martinez et al., 2019). Our data demonstrate expression of these genes in SV marginal cells (Figure 10). It is possible that marginal cells might play a role in the pathophysiology of this disease.

While this is the most comprehensive cell atlas of the adult SV to date, some limitations or caveats are worth mentioning. We did not definitively identify clusters of pericytes or endothelial cells in our dataset and chose to focus our analysis on the four main groups of cells (marginal, intermediate, basal, and spindle cells). 

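Markers of pericytes (Rgs5, Kcnj8, Abcc9, Pdgfrb, Cspg4 and Notch3) and of endothelial cells (Pecam1, Cdh5, Flt1, Cldn5, Kdr and Emcn) named no cluster in either dataset, in the analysis reported or under any of the alternatives for clustering and naming. Among cells, the unnamed cluster of 31 cells was nearest to a vascular class, with an endothelial score of 2.49 after a fibrocyte score of 2.61.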

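The 40 spindle/root cells formed 2 groups. One of 24 cells had raised Slc26a4, Anxa1 and Dpp10, and one of 16 cells had raised Slc26a4, Lgr5 and Epyc. The 138 spindle/root nuclei formed groups of 62, 42 and 34 nuclei. Slc26a4, Anxa1 and Dpp10 were raised in the groups of 62 and 42, and Slc26a4, Lgr5 and Epyc in the group of 34. A further cluster of 62 nuclei had raised Lgr5 and Epyc alone and took no name. These genes named the groups, and with 5, 19 and 16 spindle/root cells in captures 1, 2 and 3 no test between the groups was made.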

Given the lower number of spindle and root cells, we did not definitively distinguish spindle and root cells from each other.

We believe that the utility of these datasets as resources is expansive. These datasets establish a baseline for comparison to effects on the SV related to treatment and provide a resource for identifying cell types associated with human inner ear disease. We show examples of applications of these data, including characterization of homeostatic gene regulatory networks, druggable gene target analysis with Pharos to identify potential repurposing of FDA-approved medications, and provide the most focused screen of deafness gene expression in the SV. These data will serve as a baseline for identifying key regulatory mechanisms related to genetic and acquired hearing loss, as well as, for responses to a variety of pharmacologic treatments.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) database (GEO Accession ID: GSE136196) at the following link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136196.

## Ethics Statement

All animal experiments and procedures were performed according to protocols approved by the Animal Care and Use Committee of the National Institute of Neurological Diseases and Stroke and the National Institute on Deafness and Other Communication Disorders, National Institutes of Health.

## Author Contributions

SK, RO, and MH contributed to isolation of single cells and single nuclei for single cell RNA-Seq (scRNA-Seq) and single nucleus RNA-Seq (snRNA-Seq). DM and RM were responsible for sequencing and alignment of scRNA-Seq and snRNA-Seq datasets. SK, IT, MP, SG, and MH contributed to scRNA-Seq and snRNA-Seq bioinformatic data analysis. SK, RO, and IT were responsible for smFISH and immunohistochemistry. RS, CG, IT, and RO were responsible for quantitative analysis of smFISH labeling. SK, RO, IT, and MH contributed to writing and revising the manuscript. All authors read and approved final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Single Cell and Single Nucleus RNA-Seq Reveal Cellular Heterogeneity and Homeostatic Regulatory Networks in Adult Mouse Stria Vascularis
**Source:** Front Mol Neurosci. 2019 Dec 20;12:316. doi: 10.3389/fnmol.2019.00316
**Supplement:** TABLE S1 — Key resources.

**Supplemental Table S1: Key Resources**

| Reagent type  (Species) or Resource | Designation | Source or Reference | Identifiers | Additional Information |
| --- | --- | --- | --- | --- |
| antibody | anti-CD44 (rat monoclonal) | BD Biosciences | BD 550538; AB_393732 | (1:100) |
| antibody | anti-CLDN11 (rabbit polyclonal) | AbCam | ab53041; AB_2276205 | (1:100) |
| antibody | anti-KCNJ10 (rabbit polyclonal) | Alomone labs | APC-035; AB_2040120 | (1:100) |
| antibody | anti-KCNJ16 (rabbit polyclonal) | Sigma Aldrich | SAB4501636; AB_10747844 | (1:100) |
| antibody | anti-KCNQ1 (goat polyclonal) | Sigma Aldrich | SAB2501224; AB_10626617 | (1:100) |
| antibody | anti-SLC12A2 (goat polyclonal) | Santa Cruz | SC-21547; AB_2285988 | (1:100) |
| antibody | anti-ZO-1 (mouse monoclonal) | Fisher Scientific | 339100; AB_2533147 | (1:100) |
| RNAScope probe | *Abcg1* | Advanced Cell Diagnostics | 422221-C2 | targeted region: 3680 – 4595  Accession No: NM_009593.2 |
| RNAScope probe | *Atp13a5* | Advanced Cell Diagnostics | 417211-C1 | targeted region: 2060 – 4007  Accession No: NM_175650.4 |
| RNAScope probe | *Atp1b2* | Advanced Cell Diagnostics | 417131-C1 | targeted region: 968 – 2027  Accession No: NM_013415.5 |
| RNAScope probe | *Bmyc* | Advanced Cell Diagnostics | 593551-C3 | targeted region: 2 – 807  Accession No: NM_023326.2 |
| RNAScope probe | *Cd44* | Advanced Cell Diagnostics | 479191-C1 | targeted region: 2 – 947  Accession No: NM_009851.2 |
| RNAScope probe | *Esrrb* | Advanced Cell Diagnostics | 565951-C3 | targeted region: 437 – 1577  Accession No: NM_001159500.1 |
| RNAScope probe | *Heyl* | Advanced Cell Diagnostics | 446881-C1 | targeted region: 425 – 1345  Accession No: NM_013905.3 |
| RNAScope probe | *Kcne1* | Advanced Cell Diagnostics | 541301-C1 | targeted region: 6 – 929  Accession No: NM_008424.3 |
| RNAScope probe | *Kcnj10* | Advanced Cell Diagnostics | 458831-C3 | targeted region: 498-1441  Accession No: NM_001039484.1 |
| RNAScope probe | *Kcnj13* | Advanced Cell Diagnostics | 412551-C3 | targeted region: 2 – 1098  Accession No: NM_001159500.1 |
| RNAScope probe | *Kcnj16* | Advanced Cell Diagnostics | 492481-C3 | targeted region: 2 – 961  Accession No: NM_001252207.1 |
| RNAScope probe | *Kcnq1* | Advanced Cell Diagnostics | 420481-C2 | targeted region: 6 – 874  Accession No: NM_008434.2 |
| RNAScope probe | *Lrp2* | Advanced Cell Diagnostics | 487751-C1 | targeted region: 1230 – 2350  Accession No: NM_001247984.1 |
| RNAScope probe | *Met* | Advanced Cell Diagnostics | 405301-C2 | targeted region: 3341 – 4309  Accession No: NM_008591.2 |
| RNAScope probe | *Nr2f2* | Advanced Cell Diagnostics | 480301-C1 | targeted region: 1532 – 3193  Accession No: NM_009697.3 |
| RNAScope probe | *Nrp2* | Advanced Cell Diagnostics | 500661-C1 | targeted region: 2001 – 2870  Accession No: NM_001077406.1 |
| RNAScope probe | *P2rx2* | Advanced Cell Diagnostics | 443681-C2 | targeted region: 228 – 1394  Accession No: NM_153400.4 |
| RNAScope probe | *Pax3* | Advanced Cell Diagnostics | 455801-C1 | targeted region: 697 – 1675  Accession No: NM_008781.4 |
| RNAScope probe | *Sox8* | Advanced Cell Diagnostics | 454781-C1 | targeted region: 931 – 1876  Accession No: NM_011447.3 |
| RNAScope probe | *Slc26a4* | Advanced Cell Diagnostics | 452491-C1 | targeted region: 795 – 1776  Accession No: NM_011867.3 |
| embedding medium |  | Section-Lab | SCEM | <http://section-lab.jp/index.html> |
| Cryofilm |  | Section-Lab | type 2C (Adhesive film) | <http://section-lab.jp/index.html> |
| mRNA-Seq assay kit | Chromium Single Cell 3' GEM, Library Gel Bead Kit v3, 16 rxns | 10x Genomics | 1000075 |  |
| mRNA-Seq assay kit | Chromium Chip B Single Cell Kit, 48 rxns | 10x Genomics | 1000073 |  |
| Cell viability assay | LIVE/DEAD Viability/Cytotoxicity Kit | Invitrogen | L3224 |  |
| Cell strainer | 10 μm | pluriSelect Life Science | 45-50010-03 |  |
| Cell strainer | 20 μm | pluriSelect Life Science | 45-50010-03 |  |
| Deposited Data | P30 mouse scRNA-Seq dataset | this paper | GEO Accession ID: GSE136196 |  |
| Deposited Data | P30 mouse snRNA-Seq dataset | this paper | GEO Accession ID: GSE136196 |  |
| strain, strain background (mouse) | CBA/J | The Jackson Laboratory | strain 000656 |  |
| software, algorithm | Seurat v3 |  | RRID:SCR_016341 | https://satijalab.org/seurat/ |
| software, algorithm | WGCNA |  | RRID:SCR_003302 | [https://horvath.genetics.ucla.edu/html/ CoexpressionNetwork/Rpackages/WGCNA/](https://horvath.genetics.ucla.edu/html/%20CoexpressionNetwork/Rpackages/WGCNA/) |
| software, algorithm | SCENIC |  | RRID:SCR_017247 | https://github.com/aertslab/SCENIC |
| software, algorithm | Python |  | 3.6.8; RRID:SCR_008394 | https://www.python.org/ |
| software, algorithm | Pandas |  | 0.24.2; RRID:SCR_000633 | https://pandas.pydata.org/ |
| software, algorithm | Numpy |  | 1.16.4; RRID:SCR_008633 | https://www.numpy.org/ |
| software, algorithm | Matplotlib |  | 3.1.0; RRID:SCR_008624 | https://matplotlib.org/ |
| software, algorithm | Seaborn |  | 0.9.0; | https://seaborn.pydata.org/ |
| software, algorithm | smFISH Quant | this paper |  |  |

# Supplementary material for: Single Cell and Single Nucleus RNA-Seq Reveal Cellular Heterogeneity and Homeostatic Regulatory Networks in Adult Mouse Stria Vascularis
**Source:** Front Mol Neurosci. 2019 Dec 20;12:316. doi: 10.3389/fnmol.2019.00316
**Supplement:** TABLE S2 — Comparison of single-cell RNA-Seq (scRNA-Seq) and single-nucleus RNA-Seq in the adult stria vascularis.

**Supplemental Table S2. Comparison of single-cell RNA-Seq (scRNA-Seq) and single-nucleus RNA-Seq in the adult stria vascularis.**

|  | SV scRNA-Seq | SV snRNA-Seq |
| --- | --- | --- |
| Ease of obtaining high numbers of cells or nuclei | Heterogeneity in cell shape and size may affect cells captured | Nuclear heterogeneity less of an issue but small nuclei may represent a separate challenge |
| Affect on cell viability | Single cell preparation harsh on adult fragile tissue | Single nucleus preparation easy on tissue |
| Ease of cell dissociation | Single cell suspension may contain pieces of different cell types stuck together in the case of cell types with interdigitations | Nucleus preparation overcomes issues related to cellular interdigitation or cell types with long processes |
| Optimal uses | May be more optimal for gene regulatory network inference | May achieve better cluster separation of cell types |

# Supplementary material for: Single Cell and Single Nucleus RNA-Seq Reveal Cellular Heterogeneity and Homeostatic Regulatory Networks in Adult Mouse Stria Vascularis
**Source:** Front Mol Neurosci. 2019 Dec 20;12:316. doi: 10.3389/fnmol.2019.00316
**Supplement:** Supplementary file 18

**SCENIC to Seurat projection code**

To project SCENIC regulons onto Seurat objects, we loaded the SCENIC expression files and Seurat object and simply substituted the TSNE coordinates of the SCENIC clustering with the TSNE coordinates of the Seurat object. Also included is a function that allows the user to project “extended” regulons in addition to standard regulons.

**# Adjusted function to include extended genes**

**onlyNonDuplicatedExtended <- function (regulonNames){**

**regulonNames <- unname(regulonNames)**

**tfs <- getTF(regulonNames)**

**tfs <- gsub("", "", tfs)**

**splitRegulons <- split(regulonNames, tfs)[unique(tfs)]**

**ret <- sapply(splitRegulons, function(x) {**

**split(x, grepl("", x))[[1]]**

**})**

**return(ret)**

**}**

**# Set working directory to SCENIC results folder**

**setwd("~/SCENIC")**

**# Mount SCENIC package**

**library(SCENIC)**

**# Load SCENIC options and expression matrix**

**load("~/scenicOptions.Rds")**

**load("~/exprMatrix.Rds")**

**# Load the Seurat object to project the SCENIC regulon onto**

**load(“~/SeuratObject”)**

**# Load regulon AUC scores**

**aucell_regulonAUC <- loadInt(scenicOptions, "aucell_regulonAUC")**

**# Substitute Seurat object TSNE coordinates for SCENIC TSNE coordinates**

**AUCell::AUCell_plotTSNE(SeuratObject@dr$tsne@cell.embeddings, exprMatrix,aucell_regulonAUC[onlyNonDuplicatedExtended(rownames(aucell_regulonAUC))["Bmyc_extended"],], plots = "AUC", cex = 0.8, offColor = "grey")**

**WGCNA to Seurat projection code**

To project WGCNA modules onto Seurat objects, we imported the gene list of the WGCNA module of interest, converted them to a character vector, and added them to the “2.6_regulons_asGeneSet” file in the /int folder of the SCENIC file under a new name. This is the file that SCENIC recognizes as the master list of regulon names and gene lists. The “runSCENIC3” function, part of which is the regulon scoring for cells, is re-run so that the new pseudo-regulon of WGCNA module genes will be scored in addition to the SCENIC regulons. We then loaded the SCENIC expression files and Seurat object and substituted the TSNE coordinates of the SCENIC clustering with the TSNE coordinates of the Seurat object, and used the name of the new “WGCNA regulon” as the argument for projection.

**# Import WGCNA module genes**

**TurquoiseGenes <- read.delim("~/TurquoiseGenes.txt", header = FALSE)**

**# Convert gene names into a character vector**

**TurquoiseGenes <- as.character(TurquoiseGenes $V1)**

**# Import 2.6_regulons_asGeneSet file from SCENIC input folder**

**Regulons <- readRDS(file = "~/SCENIC/int/2.6_regulons_asGeneSet.Rds")**

**# Assign WGCNA module gene list to SCENIC regulon list with name of choice**

**Regulons[["ExampleName"]] <- TurquoiseGenes**

**# Mount SCENIC package**

**library(SCENIC)**

**# Save new 2.6_regulons_asGeneSet with added “WGCNA regulon”**

**# It is recommended that this is saved in a new folder so the original SCENIC file is not overwritten**

**saveRDS(Regulons, file = "~/SCENIC/WGCNA/int/2.6_regulons_asGeneSet.Rds")**

**# Set working directory to *new* SCENIC results folder**

**setwd("~/SCENIC/WGCNA")**

**# Load SCENIC options and expression matrix, in this case they are in the new folder to avoid overwriting the original SCENIC data**

**load("~/SCENIC/WGCNA/scenicOptions.Rds")**

**load("~/SCENIC/WGCNA/exprMatrix.Rds")**

**# Load the Seurat object to project the “WGCNA regulon” onto**

**load(“~/SeuratObject”)**

**# Run the SCENIC3 in order to score cells for “WGCNA module”**

**runSCENIC_3_scoreCells(scenicOptions, exprMatrix)**

**# Load regulon AUC scores**

**aucell_regulonAUC <- loadInt(scenicOptions, "aucell_regulonAUC")**

**# Substitute Seurat object TSNE coordinates for SCENIC TSNE coordinates and the regulon name with the “WGCNA regulon” name**

**AUCell::AUCell_plotTSNE(SeuratObject@dr$tsne@cell.embeddings, exprMatrix,aucell_regulonAUC[onlyNonDuplicatedExtended(rownames(aucell_regulonAUC))["ExampleName"],], plots = "AUC", cex = 0.8, offColor = "grey")**

# Supplementary material for: Single Cell and Single Nucleus RNA-Seq Reveal Cellular Heterogeneity and Homeostatic Regulatory Networks in Adult Mouse Stria Vascularis
**Source:** Front Mol Neurosci. 2019 Dec 20;12:316. doi: 10.3389/fnmol.2019.00316
**Supplement:** Supplementary file 19

**smFISH Quant: Customized MATLAB code for Quantification of smFISH Transcript Expression**

**cellSpecific function**

function matrix = cellSpecificAuto(im,im2)

% this function allows for quantification of multiple cells designated by

% nuclei. Input is im (image with all channels) and im2 (image without

% DAPI). Output is a matrix with the counts for each cell circled

close all

%import and read image (without dots)

im = imread(im);

figure,imshow(im)

im2 = imread(im2);

original = im;

original2 = im2;

%set variables

choice = 1;

k = 1;

%loop to circle multiple cells

while choice == 1 || choice == 3

close all

figure,imshow(im)

reg = imfreehand(); %select region

M = ~reg.createMask(); % makes everything outside of the selected region take on M

[x,y] = size(M); %takes the matrix of outside the region of interest

L=zeros(x,y,3);

% sets everything outside of the region of interest to 0

for i = 1:x

for j = 1:y

L(i,j,1) = M(i,j);

L(i,j,2) = M(i,j);

L(i,j,3) = M(i,j);

end

end

final = logical(L);

im2(final) = 0;

figure('Name','Cropped')

imshow(im2)

title('Cropped Image')

hold off

mask = reg.createMask();

im(mask) = 0;

%count the number of dots in the region

redimage = im2;

% hold on

% figure('Name','red channel 1')

% title('red channel')

redimage(:,:,2)=0;

redimage(:,:,3)=0;

% imshow(redimage)

% hold off

newR1 = rgb2gray(redimage);

intensityRed = mean(newR1(:));

%count number of red dots

redChannel = redimage(:, :, 1);

redDots = redChannel > 100;

[~, numberOfRedDots] = bwlabel(redDots);

%green channel isolation - planes one and three need to be 0

greenimage = im2;

% hold on

% figure('Name','green channel 1')

% title('green channel')

greenimage(:,:,1)=0;

greenimage(:,:,3)=0;

% imshow(greenimage)

% hold off

newG1 = rgb2gray(greenimage);

intensityGreen = mean(newG1(:));

%count number of green dots

greenChannel = greenimage(:, :, 2);

greenDots = greenChannel > 100; % or whatever

[~, numberOfGreenDots] = bwlabel(greenDots);

%blue channel isolation - planes one and two need to be 0

blueimage = im2;

% hold on

% figure('Name','blue channel')

% title('blue channel 1')

blueimage(:,:,1)=0;

blueimage(:,:,2)=0;

% imshow(blueimage)

% hold off

newB1 = rgb2gray(blueimage);

intensityBlue = mean(newB1(:));

%count number of blue dots

blueChannel = blueimage(:, :, 3);

blueDots = blueChannel > 100; % or whatever

[~, numberOfBlueDots] = bwlabel(blueDots);

% prompt for circling another cell

choice = menu('Would you like to select another cell to examine?', 'Yes','No','Redo Last Cell');

if choice == 1 || choice == 2

% if not redoing the cell then set values to matrix

matrix(k,1) = k;

matrix(k,2) = numberOfRedDots;

matrix(k,3) = numberOfGreenDots;

matrix(k,4) = numberOfBlueDots;

k = k +1;

end

%resets images so another cell can be looked at

im = original;

im2 = original2;

end

end

**Circle Code**

function [Section1, Section2,Section3,Intensity1,Intensity2,Intensity3] = countDotCircle(im,im2,radius)

%This function allows the user to select three circles of equal area with

% input radius. im is the image with all channels and im2 is the image

% without DAPI. The output of the function is the red, green, and blue

% counts in each section and the intensities of each section as well. The

% outputs are all matrices of 3 columns to account for all three colors.

%% choose three sections of equal area circles directed by user input

hold on

title('Click three times on the image to create the circles.')

fig=imshow(im);

[x1,y1]=ginput(1);

x1 = x1 - radius/2;

y1 = y1 - radius/2;

region1 = imellipse(gca,[x1 y1 radius radius]);

[x2,y2]=ginput(1);

x2 = x2 - radius/2;

y2 = y2 - radius/2;

region2 = imellipse(gca,[x2 y2 radius radius]);

[x3,y3]=ginput(1);

x3 = x3 - radius/2;

y3 = y3 - radius/2;

region3 = imellipse(gca,[x3 y3 radius radius]);

hold off

%% crop the image into sections

%split into first section image - sets everything outside of the region of

%interest to 0 creating a mask

% hold on

dummy1 = double(region1.createMask());

M1 = ~dummy1;

image1 = imread(im2);

I1 = image1;

[row1,col1] = size(M1);

L1 = zeros(row1,col1,3);

for i = 1:row1

for j = 1:col1

L1(i,j,1) = M1(i,j);

L1(i,j,2) = M1(i,j);

L1(i,j,3) = M1(i,j);

end

end

final1 = logical(L1);

I1(final1) = 0;

% figure ('Name', 'Cropped Region 1')

% imshow(I1)

% title('Cropped Region 1')

% hold off

%split into second section image - sets everything outside of the region of

%interest to 0 creating a mask

% hold on

dummy2 = double(region2.createMask());

M2 = ~dummy2;

image2 = imread(im2);

I2 = image2;

[row2,col2] = size(M2);

L = zeros(row2,col2,3);

for i = 1:row2

for j = 1:col2

L2(i,j,1) = M2(i,j);

L2(i,j,2) = M2(i,j);

L2(i,j,3) = M2(i,j);

end

end

final2 = logical(L2);

I2(final2) = 0;

% figure ('Name', 'Cropped Region 2')

% imshow(I2)

% title('Cropped Region 2')

% hold off

%split into third section image - sets everything outside of the region of

%interest to 0 creating a mask

% hold on

dummy3 = double(region3.createMask());

M3 = ~dummy3;

image3 = imread(im2);

I3 = image3;

[row3,col3] = size(M3);

L3 = zeros(row3,col3,3);

for i = 1:row3

for j = 1:col3

L3(i,j,1) = M3(i,j);

L3(i,j,2) = M3(i,j);

L3(i,j,3) = M3(i,j);

end

end

final3 = logical(L3);

I3(final3) = 0;

% figure ('Name', 'Cropped Region 3')

% imshow(I3)

% title('Cropped Region 3')

% hold off

%% for cropped region R - addressing the first circle

%red channel isolation - planes two and three need to be 0

redimage = I1;

% hold on

% figure('Name','red channel 1')

% title('red channel')

redimage(:,:,2)=0;

redimage(:,:,3)=0;

% imshow(redimage)

% hold off

newR1 = rgb2gray(redimage);

intensityRed(1) = mean(newR1(:)); % takes intensities

%count number of red dots

redChannel = redimage(:, :, 1);

redDots = redChannel > 100;

[~, numberOfRedDots(1)] = bwlabel(redDots);

% fprintf('Number of Red Dots in Section 1: %d\n', numberOfRedDots(1))

%green channel isolation - planes one and three need to be 0

greenimage = I1;

% hold on

% figure('Name','green channel 1')

% title('green channel')

greenimage(:,:,1)=0;

greenimage(:,:,3)=0;

% imshow(greenimage)

% hold off

newG1 = rgb2gray(greenimage);

intensityGreen(1) = mean(newG1(:)); % takes intensity

%count number of green dots

greenChannel = greenimage(:, :, 2);

greenDots = greenChannel > 100; % or whatever

[~, numberOfGreenDots(1)] = bwlabel(greenDots);

% fprintf('Number of Green Dots in Section 1: %d\n', numberOfGreenDots(1))

%blue channel isolation - planes one and two need to be 0

blueimage = I1;

% hold on

% figure('Name','blue channel')

% title('blue channel 1')

blueimage(:,:,1)=0;

blueimage(:,:,2)=0;

% imshow(blueimage)

% hold

newB1 = rgb2gray(blueimage);

intensityBlue(1) = mean(newB1(:)); % takes intensity

%count number of blue dots

blueChannel = blueimage(:, :, 3);

blueDots = blueChannel > 100; % or whatever

[~, numberOfBlueDots(1)] = bwlabel(blueDots);

% fprintf('Number of Blue Dots in Section 1: %d\n', numberOfBlueDots(1))

%% for cropped region S - addresses the second circle

%red channel isolation - planes two and three need to be 0

redimage = I2;

% hold on

% figure('Name','red channel')

% title('red channel 2')

redimage(:,:,2)=0;

redimage(:,:,3)=0;

% imshow(redimage)

% hold off

newR2 = rgb2gray(redimage);

intensityRed(2) = mean(newR2(:));

%count number of red dots

redChannel = redimage(:, :, 1);

redDots = redChannel > 100;

[~, numberOfRedDots(2)] = bwlabel(redDots);

% fprintf('Number of Red Dots in Section 2: %d\n', numberOfRedDots(2))

%green channel isolation - planes one and three need to be 0

greenimage = I2;

% hold on

% figure('Name','green channel')

% title('green channel 2')

greenimage(:,:,1)=0;

greenimage(:,:,3)=0;

% imshow(greenimage)

% hold off

newG2 = rgb2gray(greenimage);

intensityGreen(2) = mean(newG2(:));

%count number of green dots

greenChannel = greenimage(:, :, 2);

greenDots = greenChannel > 100; % or whatever

[~, numberOfGreenDots(2)] = bwlabel(greenDots);

% fprintf('Number of Green Dots in Section 2: %d\n', numberOfGreenDots(2))

%blue channel isolation - planes one and two need to be 0

blueimage = I2;

% hold on

% figure('Name','blue channel')

% title('blue channel 2')

blueimage(:,:,1)=0;

blueimage(:,:,2)=0;

% imshow(blueimage)

% hold off

newB2 = rgb2gray(blueimage);

intensityBlue(2) = mean(newB2(:));

%count number of blue dots

blueChannel = blueimage(:, :, 3);

blueDots = blueChannel > 100; % or whatever

[~, numberOfBlueDots(2)] = bwlabel(blueDots);

% fprintf('Number of Blue Dots in Section 2: %d\n', numberOfBlueDots(2))

%% for cropped region T - addresses the third circle

%red channel isolation - planes two and three need to be 0

redimage = I3;

% hold on

% figure('Name','red channel')

% title('red channel 3')

redimage(:,:,2)=0;

redimage(:,:,3)=0;

% imshow(redimage)

% hold off

newR3 = rgb2gray(redimage);

intensityRed(3) = mean(newR3(:));

%count number of red dots

redChannel = redimage(:, :, 1);

redDots = redChannel > 100;

[~, numberOfRedDots(3)] = bwlabel(redDots);

% fprintf('Number of Red Dots in Section 3: %d\n', numberOfRedDots(3))

%green channel isolation - planes one and three need to be 0

greenimage = I3;

% hold on

% figure('Name','green channel')

% title('green channel 3')

greenimage(:,:,1)=0;

greenimage(:,:,3)=0;

% imshow(greenimage)

% hold off

newG3 = rgb2gray(greenimage);

intensityGreen(3) = mean(newG3(:));

%count number of green dots

greenChannel = greenimage(:, :, 2);

greenDots = greenChannel > 100; % or whatever

[~, numberOfGreenDots(3)] = bwlabel(greenDots);

% fprintf('Number of Green Dots in Section 3: %d\n', numberOfGreenDots(3))

%blue channel isolation - planes one and two need to be 0

blueimage = I3;

% hold on

% figure('Name','blue channel')

% title('blue channel 3')

blueimage(:,:,1)=0;

blueimage(:,:,2)=0;

% imshow(blueimage)

% hold off

newB3 = rgb2gray(blueimage);

intensityBlue(3) = mean(newB3(:));

%count number of blue dots

blueChannel = blueimage(:, :, 3);

blueDots = blueChannel > 100; % or whatever

[~, numberOfBlueDots(3)] = bwlabel(blueDots);

% fprintf('Number of Blue Dots in Section 3: %d\n', numberOfBlueDots(3))

%% printing and setting values for matrices

%create matrices for dot counts

Section1=[];

Section2=[];

Section3=[];

%set values for dot counts

Section1(1,1) = numberOfRedDots(1);

Section1(1,2) = numberOfGreenDots(1);

Section1(1,3) = numberOfBlueDots(1);

Section2(1,1) = numberOfRedDots(2);

Section2(1,2) = numberOfGreenDots(2);

Section2(1,3) = numberOfBlueDots(2);

Section3(1,1) = numberOfRedDots(3);

Section3(1,2) = numberOfGreenDots(3);

Section3(1,3) = numberOfBlueDots(3);

%create intensity matrices

Intensity1 = [];

Intensity2 = [];

Intensity3 = [];

%set the intensity for approximation of individual dots by dividing total

%intensity of the circle by the number of dots in the circle

Intensity1(1,1) = (intensityRed(1)/numberOfRedDots(1));

Intensity1(1,2) = (intensityGreen(1)/numberOfGreenDots(1));

Intensity2(1,1) = (intensityRed(2)/ numberOfRedDots(2));

Intensity2(1,2) = (intensityGreen(2)/numberOfGreenDots(2));

Intensity3(1,1) = (intensityRed(3)/numberOfRedDots(3));

Intensity3(1,2) = (intensityGreen(3)/numberOfGreenDots(3));

%need to account for number of blue dots being zero, then the intensity of

%the blue ones would just be 0

if numberOfBlueDots(1) == 0

Intensity1(1,3) = 0;

else

Intensity1(1,3) = (intensityBlue(1)/numberOfBlueDots(1));

end

if numberOfBlueDots(2) == 0

Intensity2(1,3) = 0;

else

Intensity2(1,3) = (intensityBlue(2)/numberOfBlueDots(2));

end

if numberOfBlueDots(3) == 0

Intensity3(1,3) = 0;

else

Intensity3(1,3) = (intensityBlue(3)/numberOfBlueDots(3));

end

end

**Freehand Code**

function [numberOfRedDots, numberOfGreenDots, numberOfBlueDots, intensityRed, intensityGreen, intensityBlue] = countDotFree(im,im2)

% This function allows the user to circle any region on the image. Input is

% im (image with all channels) and im2 (image without DAPI). Output is the

% number of dots in the region for each color and the intensities

%reads images into workspace and displays images with all channels

im = imread(im);

figure,imshow(im)

im2 = imread(im2);

close all

figure,imshow(im)

reg = imfreehand(); %select region

M = ~reg.createMask(); % makes everything outside of the selected region take on M

[x,y] = size(M); %takes the matrix of outside the region of interest

L=zeros( x,y,3);

% sets everything outside the region of interest to 0 (black)

for i = 1:x

for j = 1:y

L(i,j,1) = M(i,j);

L(i,j,2) = M(i,j);

L(i,j,3) = M(i,j);

end

end

final = logical(L);

im2(final) = 0;

figure('Name','Cropped')

imshow(im2)

title('Cropped Image')

hold off

mask = reg.createMask();

im(mask) = 0;

%% counts and intensities

%red channel isolation - planes two and three need to be 0

redimage = im2;

% hold on

% figure('Name','red channel 1')

% title('red channel')

redimage(:,:,2)=0;

redimage(:,:,3)=0;

% imshow(redimage)

% hold off

newR1 = rgb2gray(redimage);

intensityRed = mean(newR1(:));

%count number of red dots

redChannel = redimage(:, :, 1);

redDots = redChannel > 100;

[~, numberOfRedDots] = bwlabel(redDots);

% fprintf('Number of Red Dots in Section 1: %d\n', numberOfRedDots(1))

%green channel isolation - planes one and three need to be 0

greenimage = im2;

% hold on

% figure('Name','green channel 1')

% title('green channel')

greenimage(:,:,1)=0;

greenimage(:,:,3)=0;

% imshow(greenimage)

% hold off

newG1 = rgb2gray(greenimage);

intensityGreen = mean(newG1(:));

%count number of green dots

greenChannel = greenimage(:, :, 2);

greenDots = greenChannel > 100; % or whatever

[~, numberOfGreenDots] = bwlabel(greenDots);

% fprintf('Number of Green Dots in Section 1: %d\n', numberOfGreenDots(1))

%blue channel isolation - planes one and two need to be 0

blueimage = im2;

% hold on

% figure('Name','blue channel')

% title('blue channel 1')

blueimage(:,:,1)=0;

blueimage(:,:,2)=0;

% imshow(blueimage)

% hold

newB1 = rgb2gray(blueimage);

intensityBlue = mean(newB1(:));

%count number of blue dots

blueChannel = blueimage(:, :, 3);

blueDots = blueChannel > 100; % or whatever

[~, numberOfBlueDots] = bwlabel(blueDots);

% fprintf('Number of Blue Dots in Section 1: %d\n', numberOfBlueDots(1))

%% printing and setting values for matrices

if numberOfRedDots == 0

intensityRed = 0;

else

intensityRed = (intensityRed/numberOfRedDots);

end

if numberOfGreenDots == 0

intensityGreen = 0;

else

intensityGreen = (intensityGreen/numberOfGreenDots);

end

if numberOfBlueDots == 0

intensityBlue = 0;

else

intensityBlue = (intensityBlue/ numberOfBlueDots);

end

end

**GUI CODE**

function CellSpecificQuantButtonPushed(app, event)

% set variable for sheet to export data to

sheet = 1;

% prompt for what spreadsheet data should be exported to

prompt = 'What is the name of the spreadsheet you would like to export the data to?';

dlgtitle = 'Input';

reply2 = inputdlg(prompt,dlgtitle)

reply2 = char(reply2)

% loop to examine multiple images

while sheet == 1 || strcmp(reply,'Yes') %need to have some sort of condition to end circling of the regions

im = uigetfile('*.tif' ); %image with all channels

im2 = uigetfile('*.tif'); %image without DAPI

% call function to count

matrix = cellSpecificAuto(im,im2);

% put data into spreadsheet

title = ["Cell Number", "Red", "Green", "Blue"];

final = [title; matrix];

xlswrite(reply2,final,sheet)

% prompt for examining another image, sheet number changed for next data entry

reply = questdlg('Would you like to examine another image?');

sheet = sheet + 1;

close all

end

end

% Button pushed function: NonCellSpecificQuantCirclesButton

function NonCellSpecificQuantCirclesButtonPushed(app, event)

% these variables are used for counting the number of cycle (images) that are done and creating the matrices that will be exported

k = 1; dum = 1;M =[];N=[];

% data export location

prompt = 'What is the name of the spreadsheet you would like to export the data to? (including extension name)';

dlgtitle='Input';

reply = inputdlg(prompt,dlgtitle)

reply = char(reply)

% gives options for the radius of the circle

choice = menu('What would you like the radius of your circle to be in pixels?', '100','150','200','250','125');

if choice == 1

radius = 100;

elseif choice == 2

radius = 150;

elseif choice == 3

radius = 200;

elseif choice == 4

radius = 250;

elseif choice == 5

radius = 125;

end

% loop in order to examine multiple images at once

while k == 1 || strcmp(answer,'Yes')

clc % clears area

%user imports the images that will be examined

im = uigetfile('*.tif'); % image with all channels

im2 = uigetfile('*.tif'); % image without DAPI

% calls function to collect data

[Section1, Section2, Section3,Intensity1,Intensity2,Intensity3] = countDotCircle(im,im2,radius);

% set the values of the matrix for output to the values that were collected by the function

% M represents dot counts

M(dum,1:3) = Section1(1:3);

M(dum+1,1:3)= Section2(1:3);

M(dum+2,1:3)= Section3(1:3);

%N represents intensity counts

N(dum,1:3) = Intensity1(1:3);

N(dum+1,1:3)= Intensity2(1:3);

N(dum+2,1:3)= Intensity3(1:3);

% next matrices will print 4 lines later

dum = dum +4;

% prompt for examining another image

k= k+1;

answer = questdlg('Would you like to examine another image?');

if strcmp(answer,'Yes')

close all

end

end

%condenses all matrices and exports to spreadsheet

disp(M)

disp(N)

color = ["Red Count","Green Count","Blue Count","Red Intensity","Green Intensity","Blue Intensity"];

A = [color;M N]

xlswrite(reply,A)

close all

end

% Button pushed function: NonCellSpecificQuantFreehandButton

function NonCellSpecificQuantFreehandButtonPushed(app, event)

% set variables for matrices and counts for the number of images

k = 1; dum = 1; M = []; N = [];

% name of spreadsheet to export to

prompt = 'What is the name of the spreadsheet you would like to export the data to? (including extension name)';

dlgtitle = 'Input';

reply = inputdlg(prompt,dlgtitle)

reply = char(reply)

% loop to examine multiple images

while k ==1 || strcmp(answer,'Yes')

close all, clc %clear workspace

im = uigetfile('*.tif'); %import images with all channels

im2 = uigetfile('*.tif'); % import image without DAPI

% call function to count and find intensities

[numberOfRedDots, numberOfGreenDots, numberOfBlueDots, intensityRed, intensityGreen, intensityBlue] = countDotFree(im,im2)

% set values of final matrix to be exported to spreadsheet

M(dum,1) = numberOfRedDots;

M(dum,2) = numberOfGreenDots;

M(dum,3) = numberOfBlueDots;

N(dum,1) = intensityRed;

N(dum,2) = intensityGreen;

N(dum,3) = intensityBlue;

% prompts and count for examining another image

dum = dum+1;

k = k+1;

answer = questdlg('Would you like to examine another image?');

if strcmp(answer,'Yes')

close all

end

end

% sets value for final matrix for export to spreadsheet

color = ["Red Count", "Green Count", "Blue Count", "Red Intensity", "Green Intensity", "Blue Intensity"];

A = [color; M N]

xlswrite(reply,A)

close all

end

# Supplementary material for: Single Cell and Single Nucleus RNA-Seq Reveal Cellular Heterogeneity and Homeostatic Regulatory Networks in Adult Mouse Stria Vascularis
**Source:** Front Mol Neurosci. 2019 Dec 20;12:316. doi: 10.3389/fnmol.2019.00316
**Supplement:** DATA AND METHODS — Comparative advantages between scRNA-seq and snRNA-seq in the adult stria vascularis.

**Supplemental Data and Methods**

**Comparative advantages between scRNA-seq and snRNA-seq in the adult stria vascularis.**

Single-cell and single-nucleus RNA-Seq are potentially complementary approaches to understanding the cellular transcriptomes of the stria vascularis. Table 2 highlights the differences in the two techniques as they relate to the SV (Supplemental Table S2).

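The nucleus capture held 11057 barcodes, against 392, 1358 and 1580 in the 3 cell captures, and the number of nuclei kept was 9736 against 377 to 1461 cells. Marginal nuclei made up 27.2% of the kept nuclei (exact binomial interval 26.3% to 28.1%), against 3.74% of the kept cells over the 3 captures (3.11% to 4.47%), and intermediate nuclei 15.4% (14.7% to 16.1%) against 30.0% of cells (28.4% to 31.6%). The share of marginal cells depended on processing. At resolution 0.4, 292 of 3152 cells were named marginal, and with 200 to 2500 genes per cell 488 of 2670, against 118 of 3152 here. The 1 nucleus capture gives no spread between captures of nuclei.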

Isolation of nuclei in the case of the SV which exhibits a fair amount of cellular size heterogeneity, enabled capture of larger numbers of nuclei (versus cells) on most captures. While this may relate to increased familiarity with the technique over time, the use of nuclei isolation for single-nucleus RNA-sequencing has been used for this exact purpose by others (Lacar et al., 2016; Lake et al., 2016; Sathyamurthy et al., 2018; Wu, Kirita, Donnelly, & Humphreys, 2019a; Zeng et al., 2016). As has been previously noted, dissociation of cells may effect viability as well as gene expression (Van Den Brink et al., 2017). For these reasons, both scRNA-Seq and snRNA-Seq protocols have attempted to minimize the time from tissue dissociation to cell capture. For comparison, we used 3 frequently utilized nuclear housekeeping genes (*Lmnb1*, *Pcna*, *Tbp*) (Akiyama et al., 2013; Iwai et al., 2019; Prior et al., 2014; Zhao et al., 2019), as both datasets had material from the nucleus on the basis of isolation methods, to create a composite normalization factor. This normalization factor was utilized to create a mean estimate of total cellular content that would be less sensitive to the technical or biological fluctuations of a single loading control (Janes, 2015). The expression of dissociation-induced genes in each cell underwent normalization and then average expression of dissociation-induced genes was calculated in both the scRNA-Seq and snRNA-Seq datasets. 

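The 24 immediate-early and heat-shock genes took 0.191%, 0.183% and 0.148% of the UMIs in captures 1, 2 and 3 and 0.105% of those in the nucleus capture. Relative to the mean of the control genes Lmnb1, Pcna and Tbp, their mean level was 5.21, 5.95 and 2.93 in the 3 cell captures and 2.39 in the nuclei. The control genes had 125, 300 and 489 UMIs in the cell captures and 1013 in the nuclei. The value of the 1 nucleus library lay below all 3 cell captures, and without a second nucleus library no test was made.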

Based on this analysis, the average dissociation-induced gene expression between the scRNA-Seq and snRNA datasets exhibited a difference in the dissociation-induced gene expression average that was not statistically significant (p = 0.68) (Supplemental Figure S2A). More importantly, re-running the clustering of our datasets after removing known dissociation artifact genes (Baryawno et al., 2019; Van Den Brink et al., 2017) did not reveal substantial changes in clustering (Supplemental Figure S2B). Specifically, the numbers of clusters remained the same and greater than 95% of the cells had the same cluster assignment. 

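Without the 24 genes, the cells formed 13 clusters in place of 14, and the nuclei formed 21 clusters in both analyses. The adjusted Rand index between the assignments with and without the genes, which is 1 for identical groups, was 0.934 in cells and 0.95 in nuclei. When each cluster found with the genes was matched to the cluster without them that held most of its members, 97.4% of cells and 97.7% of nuclei were in the matched cluster. At resolution 1.2 the cells formed 16 clusters with and without the genes, and at resolution 0.4 they formed 12 and 11. The nuclei formed 24 clusters with and 25 without the genes at resolution 1.2, where 89.4% of nuclei were in the matched cluster, and 17 and 18 clusters at resolution 0.4.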

Regarding the ease of cell dissociation, we noted the presence of seemingly more widespread expression of *Kcnj10* RNA expression in SV cells in the scRNA-Seq dataset (Supplemental Figure S3A) compared to the expected expression pattern isolated to SV intermediate cells in the snRNA-Seq dataset (Supplemental Figure S3B) that was consistent with published literature (Wangemann et al., 2004). 

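Kcnj10 (ENSMUSG00000044708) lies on chromosome 1 of mm10 from 172341210 to 172374085 and encodes the potassium channel Kir4.1. It stood at 2241 ± 340.4 CPM in intermediate, 1234 ± 326 CPM in basal, 1006 ± 184 CPM in marginal and 496 ± 160.5 CPM in spindle/root cells. For Kcnj10 in intermediate cells, the log2 fold change was 1.71 (SE 0.11, adjusted p = 2.05e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 captures). Its CPM in marginal relative to intermediate cells was 0.455, 0.487 and 0.405 in captures 1, 2 and 3 and 0.454 over all (interval 0.429 to 0.481), against 0.125 in nuclei (interval 0.112 to 0.138). The ratio in nuclei lay below all 3 captures by more than their spread. The alternative that moved the ratio in cells most, barcodes with at most 20% mitochondrial UMIs, gave 0.194 (interval 0.154 to 0.242), against 0.137 in nuclei (interval 0.119 to 0.157), so that the intervals overlapped.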

Colocalization of *Kcnj10* RNA transcript expression with CD44 protein is consistent with published literature (Ando & Takeuchi, 1999) and snRNA-Seq dataset which confirm *Kcnj10* RNA expression isolated to intermediate cells in the SV (Supplemental Figure S3C). 

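In the nuclei, Kcnj10 stood at 1.37 UMIs per intermediate nucleus (exact Poisson interval 1.32 to 1.44), 0.562 per basal (0.505 to 0.624), 0.297 per spindle/root (0.213 to 0.403) and 0.169 per marginal nucleus (0.154 to 0.186). Barcodes of the nucleus capture without a named type held 1.45 each (1.41 to 1.49), 5405 UMIs in all against 2058 in intermediate nuclei. Of these 3735 barcodes, 3627 lay in clusters low in Malat1, an RNA that stays in the nucleus. Their median share of mitochondrial UMIs was 51.1%, so many of them may not be nuclei. Nuclei of blood cells held 0.30 UMIs per erythroid nucleus (0.256 to 0.349), 0.195 per B cell nucleus (0.139 to 0.267) and 0.233 per neutrophil nucleus (0.136 to 0.373). Without the 86 erythroid nuclei that were named macrophage at resolution 1.2, the number per erythroid nucleus was 0.295 (0.248 to 0.349). After thinning to 1000 UMIs, 47.7% of intermediate, 22.1% of basal, 9.77% of spindle/root and 7.44% of marginal nuclei held a Kcnj10 UMI. The share was 53.4% of barcodes without a named type, 5.03% of erythroid and 9.69% of B cell nuclei. The median depth was 1424 UMIs in intermediate, 1390 in marginal and 5151 in erythroid nuclei. The share in marginal nuclei lay between those in the erythroid and B cell nuclei.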

While, the expression of *Kcnj10* is not completely isolated to the intermediate cell cluster (as identified in green in Figure 2) in the snRNA-Seq dataset, it is largely confined to the intermediate cell cluster and expression in other clusters may be related to technical noise or true stochastic expression. Intermediate cells, similar to other cells of melanocytic origin, have been shown to be capable of donating melanosomes to adjacent cells (Cable & Steel, 1991). This suggests that donation of *Kcnj10* RNA-containing vesicles by intermediate cells to marginal cells might be possible. However, Cable and Steel go on to show that while melanosome donation does occur, that the accepting cells are not capable of melanin biosynthesis, suggesting that even if donation occurs, that RNA and protein production themselves are less likely (Cable & Steel, 1991). Furthermore, the failure to localize *Kcnj10* RNA to marginal cells argues against this possibility (Supplemental Figure S3C).

Another possibility for the detection of *Kcnj10* in marginal cells is that detection of ambient RNA is responsible for the detection of *Kcnj10* in the scRNA-Seq dataset in cells outside the intermediate cell cluster and that the snRNA-Seq dataset is less susceptible to the effects of ambient RNA detection. 

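In the cells, Kcnj10 stood at 14.3 UMIs per intermediate, 11.0 per marginal and 11.5 per basal cell, 4.98 per spindle/root cell, 0.385 per erythroid cell and 0.394 per B cell, and at 4.44 per cell without a named type. In capture 3, which held most of the blood cells, the numbers were 9.16 per marginal cell (exact Poisson interval 8.22 to 10.2), 0.422 per erythroid cell (0.294 to 0.586) and 0.286 per B cell (0.123 to 0.563). Thinned to 1000 UMIs, 81.6% of intermediate, 49.2% of marginal, 45.0% of basal and 20.0% of spindle/root cells held a Kcnj10 UMI, against 2.08% of erythroid and 12.1% of B cells. Marginal and erythroid cells had similar median depths before thinning, 11850 and 10230 UMIs.

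**Figure D4:**
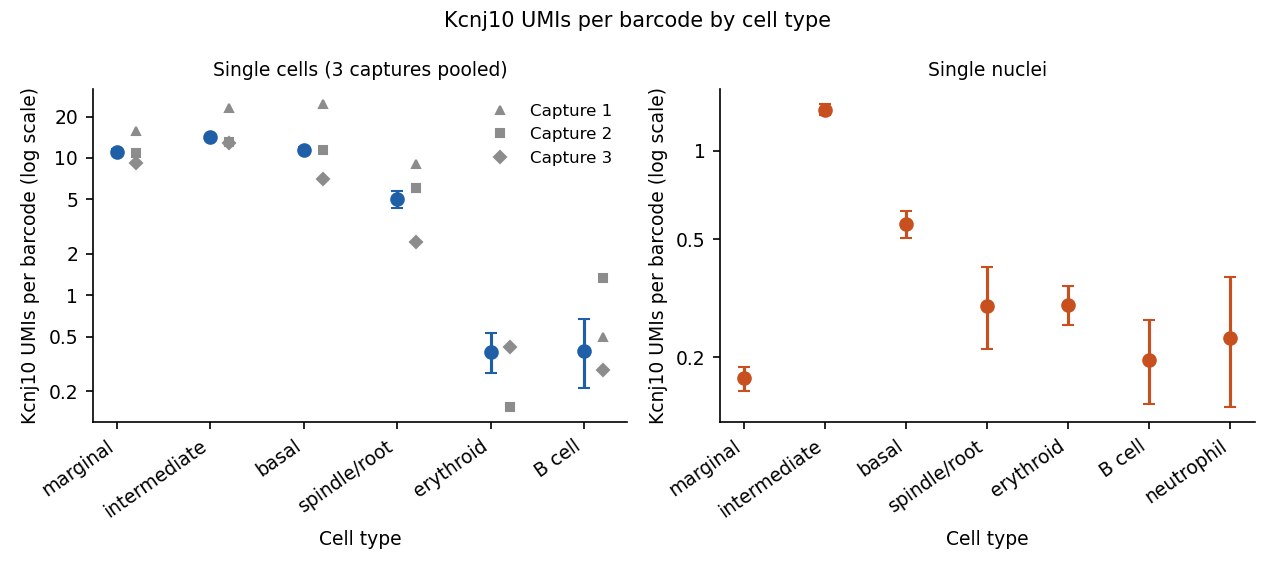
Kcnj10 UMIs per cell or nucleus, on a log axis, in the 4 main types and in blood cells, with exact 95% Poisson intervals. Grey markers are the 3 cell captures, and captures with 0 UMIs are not drawn. Cells range from 0.385 UMIs per erythroid cell to 14.3 per intermediate cell, and nuclei from 0.169 per marginal nucleus to 1.37 per intermediate nucleus.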

Yang and colleagues have suggested the possibility of cross-contamination by ambient RNA, defined as the mRNA pool released in the cell suspension, likely from stressed or apoptotic cells (Yang et al., 2019). Specifically, recall that intermediate and marginal cells have interdigitating processes and the isolation of nuclei may be less susceptible to the detection of RNA from these interdigitating processes that adhere to other cell types (i.e. intermediate cell process on marginal cell). Alternatively, despite attempting to computationally remove transcriptome profiles derived from doublets or two cells captured in one droplet, it is possible that some of this expression in other clusters is due to transcriptome profiles derived from doublets. Nonetheless, this data suggests that snRNA-Seq may have an advantage over scRNA-Seq when it comes to cell cluster separation.

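For 81 genes specific to intermediate nuclei, the median level in marginal relative to intermediate cells was 33.1% (quartiles 26.8% and 40.7%), and 34.1%, 31.7% and 32.2% in captures 1, 2 and 3. Kcnj10 stood above this median, and 9 of the 81 genes were at or above its ratio. From the wider spread of Kcnj10 over cell types in the scRNA-Seq dataset than in the snRNA-Seq dataset, the paper proposes that snRNA-Seq may have an advantage in separating cell clusters.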

In contrast, gene regulatory network inference may be more robust in situations where there is a greater number of genes detected in a given cell or nuclei. While some have noted that genes detected per nuclei tend to be lower than genes detected per cell (Bakken et al., 2018), some recent work has suggested the possibility of detecting relatively equivalent numbers of genes per nuclei compared to cells (Wu, Kirita, Donnelly, & Humphreys, 2019b). Our adult SV single-cell and single-nucleus RNA-Seq datasets were generally consistent with published comparisons between scRNA-Seq and snRNA-Seq datasets (Bakken et al., 2018; Habib et al., 2016; Hu et al., 2018; Lacar et al., 2016). The discrepancies in the number of genes detected amongst cell type-specific WGCNA modules between single cell and single nucleus datasets may represent a combination of ambient RNA detection (Yang et al., 2019) amongst intermediate cells mentioned previously and a technical aspect of WGCNA analysis where genes can only be assigned to one module when in reality a given gene may play different roles in different gene regulatory networks (Langfelder & Horvath, 2008). Nonetheless, our analyses in SCENIC as well as WGCNA suggest that the larger number of genes detected per cells versus nuclei may be related to the ability to infer gene regulatory networks. Consequently, the identification of druggable gene targets utilizing Pharos resulted in more Tclin druggable gene targets, which can be targeted by FDA-approved drugs, from the scRNA-Seq versus snRNA-Seq datasets (83 versus 22 genes). With respect to the identification of druggable genes, Pharos identified 88 Tclin druggable gene targets from cell type-specific SCENIC regulons versus 35 Tclin druggable gene targets from cell type-specific WGCNA modules. The difference between the two analyses may be related to the difference in algorithm optimization for analysis of single-cell RNA-sequencing datasets as SCENIC was designed for these datasets while WGCNA was not. However, a full comparison of these two techniques is beyond the scope of this study and has been reviewed elsewhere (Aibar et al., 2017; Chen, Ning, & Shi, 2019; Fiers et al., 2018; Lamere & Li, 2019). One caveat to WGCNA analysis is that once a gene is grouped into a gene regulatory network, which in the case of WGCNA is a group of co-expressed genes termed a module, it cannot be grouped with another module. This may not be entirely reflective of the potentially multi-functional nature of a given gene. In contrast, SCENIC allows genes to be grouped into more than one gene regulatory network, which in the case of SCENIC is a transcription factor and its downstream genes with confirmed binding site motifs termed a regulon. Despite this caveat, WGCNA, which groups genes by co-expression, may offer an advantage over SCENIC since it does not attempt to link a transcription factor directly with downstream genes, and may identify more indirect relationships between genes in a given module and may include both genes upstream and downstream from given genes.

**Quantitation of novel cell type-specific gene transcripts supports cell type-specificity of transcripts within the SV.** Customized MATLAB code was utilized to determine the expression of novel gene transcripts in SV cell type nuclei. The percentage of cell type-specific nuclei labeled with candidate cell type-specific smFISH probes was quantified (Supplemental Figure S5A). Fifty-two of 56 (93%) and 66 of 66 (100%) of marginal cell nuclei expressed *Abcg1* and *Heyl* transcripts, respectively. One hundred thirty seven of 161 (85%) and 170 of 176 (97%) of *Kcnj10*- and *Cd44*-expressing intermediate cell nuclei expressed *Nrp2* and *Kcnj13* transcripts, respectively. 107 of 145 (73%) and 118 of 185 (64%) of basal cell nuclei express *Sox8* (n=145 cells) and *Nr2f2* (n=185 cells) transcripts, respectively.

**smFISH demonstrates regulon transcription factor co-expression with downstream gene targets.** Of the Esrrb transcript-positive nuclei, 93% were *Abcg1*-positive (52 of 56 nuclei), 100% (59 of 59 nuclei) were *Atp13a5*-positive, and 100% (66 of 66 nuclei) were *Heyl*-positive (Supplemental Figure S5B). Of the Bmyc transcript-positive nuclei, 93% (40 of 43 nuclei) were *Cd44*-positive, 97% (36 of 37 nuclei) were *Met*-positive, and 87% (33 of 38 nuclei) were *Pax3*-positive (Supplemental Figure S5C). The high percentage of co-expression of the respective transcription factors and their downstream target genes suggests that these regulons exist in the P30 stria vascularis and provide support for the validity of the entire regulon.

**Review of novel SV genes**

*Abcg1* is a lipid transporter that appears to be involved in regulation of cholesterol homeostasis at the blood-brain barrier and mutations in Abcg1 have been implicated in impaired monocyte cholesterol clearance in age-related macular degeneration resulting in vision loss (Ban et al., 2018; Kober et al., 2017; Tarling, 2013). Prior to this study, *Abcg1* expression had not been demonstrated in the cochlea. Malgrange and colleagues have suggested the possibility that cholesterol homeostasis plays a role in the development of SNHL and that genes involved may offer the possibility of therapeutic approaches to treat or prevent SNHL (Malgrange, Varela-Nieto, de Medina, & Paillasse, 2015). *Heyl* is a downstream effector of the Notch signaling pathway and has been shown to be expressed in the developing organ of Corti, appearing to be responsible for maintaining the fate of cochlear supporting cells (Doetzlhofer et al., 2009; McGovern, Zhou, Randle, & Cox, 2018). However, prior to this study, *Heyl* expression had not been demonstrated in the adult cochlea, although presumably it plays a role maintaining cell fate. In addition to its role in axon guidance, *Nrp2* has been recently demonstrated to be expressed in the cuboidal cells of the avian tegmentum vasculosum, the avian equivalent to the mammalian SV (Coate, Spita, Zhang, Isgrig, & Kelley, 2015; Scott, Yue, Biesemeier, Lee, & Fekete, 2019). A conditional knockout mouse of an *Nrp2* paralog, *Nrp1*, has been associated with enlarged microvessels of the SV and *Nrp1* is expressed in the developing SV at postnatal day 5 (Salehi et al., 2017). *Kcnj13*, encodes a potassium inwardly-rectifying channel known as Kir7.1, has been identified as being expressed by adult cochlear hair cell and supporting cell transcriptome profiles but has not been demonstrated to be expressed in the adult SV (Liu et al., 2018, 2014). *Sox8* is a transcription factor involved in initial signaling and maintenance of *Sox10* expression in the otic placode during inner ear development (Betancur, Sauka-Spengler, & Bronner, 2011). While *Sox8* has been shown to be expressed in the developing chicken otocyst in the region of the tegmentum vasculosum (Sinkkonen et al., 2011), the equivalent to the mammalian SV, it has not been previously demonstrated in the mammalian stria vascularis, much less the adult SV. *Nr2f2* is an orphan steroid/thyroid hormone nuclear receptor with an essential role in angiogenesis during development and known expression in embryonic and adult mouse cochlear and vestibular sensory epithelia (Tornari, Towers, Gale, & Dawson, 2014). Expression of *Nr2f2* has not been previously demonstrated in the SV. *Kcnj16*, encodes a potassium inwardly-rectifyng channel known as Kir5.1, has been identified as being expressed by adult cochlear hair cell and supporting cell transcriptome profiles but has not been demonstrated to be expressed in the adult SV (Liu et al., 2018, 2014). *P2rx2*, encodes the P2X2 ATP-sensitive non-specific cation channel which is known to be expressed in outer sulcus cells but previously described as being absent in the SV (Järlebark, Housley, Raybould, Vlajkovic, & Thorne, 2002; Järlebark, Housley, & Thorne, 2000). We demonstrate *P2rx2* transcript expression in SV spindle cells (Figure 3E, 3F). Finally, *Atp13a5* is a P5 ATPase that has been demonstrated to be highly expressed in the adult mouse brain (Schultheis et al., 2004; Weingarten, Dave, Li, & Crawford, 2012). *Atp13a5* has been shown to be expressed in transcriptome profiles from whole mouse cochlea from early postnatal mice but has not been previously localized within the SV (Son et al., 2012).

**Supplemental Methods**

**Aggregation of multiple cell captures for single cell RNA-Seq of the adult mouse stria vascularis.** Three captures of single cells from P30 mouse stria vascularis were performed using 5 mice for the first cell capture and 10 mice per capture for the last 2 cell captures. Datasets from all 3 captures were aggregated in CellRanger. Distribution of cells across all clusters was analyzed and found to be equally distributed across all clusters based on cell capture date (Supplemental Figure S1). 

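A table of the 3152 kept cells by capture and by the 14 clusters gave a chi-square of 266 with 26 degrees of freedom and a Cramér's V of 0.205, on a scale where 0 is the same distribution over clusters in every capture. With each capture left out in turn, Cramér's V lay between 0.144, without capture 3, and 0.271, without capture 2. Over the 11 clusters and 2982 cells that remained without the clusters of blood cells, it was 0.165. The alternative that moved it most kept only barcodes with at most 20% mitochondrial UMIs, with a Cramér's V of 0.326. These values describe the 3 libraries, since cells of one suspension are not independent samples of mice.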

For these reasons, the dataset was treated as a single dataset. No other batch correction methods were used prior to analyzing these datasets. One capture of single nuclei from P30 mouse stria vascularis was performed using 10 mice.

**Quantification of dissociation-induced gene expression in scRNA-Seq and snRNA-Seq datasets from the adult mouse stria vascularis.** In order to compare the dissociation genes' expression between scRNASeq and snRNASeq data, we normalized the average expression level of the dissociation genes to three nuclear loading controls: *Lmnb1*, *Pcna*, *Tbp* (Akiyama et al., 2013; Iwai et al., 2019; Prior et al., 2014; Zhao et al., 2019). A composite normalization factor was created from these 3 nuclear gene controls, as both datasets had material from the nucleus. This normalization factor was utilized to create a mean estimate of total cellular content that would be less sensitive to the technical or biological fluctuations of a single loading control (Janes, 2015). Briefly, the following procedure was followed: (1) The average expression of *Lmnb1*, *Pcna*, and *Tbp* in each dataset was calculated as the normalization factor, respectively; (2) The expression of dissociation-induced genes in each cell was normalized to the normalization factor calculated from (1); (3) The average expression of all the dissociation genes in each cell was calculated; and (4) Results were plotted as a boxplot using Seaborn (v0.9). A paired 2-tailed Student’s t-test was used for the pairwise comparison of dissociation-induced gene expression between scRNA-Seq and snRNA-Seq datasets.

**Procedure for filtering dissociation gene artifacts.** After importation of raw RNA-Seq data into R, rows (genes) of the expression matrix were removed using a master list of known dissociation genes (Van Den Brink et al., 2017). Subsequently, doublets were filtered from the data based on the results from the DoubletDecon package described previously (DePasquale et al., 2018) and the standard Seurat pipeline was followed. The resultant clustering was then compared with that of the pre-dissociative gene filtered clustering.

**Projection of WGCNA modules and SCENIC regulons onto Seurat objects.** To project WGCNA modules onto Seurat objects, we imported the gene list of the WGCNA module of interest, converted them to a character vector, and added them to the “2.6_regulons_asGeneSet” file in the /int folder of the SCENIC file under a new name. This is the file that SCENIC recognizes as the master list of regulon names and gene lists. The “runSCENIC3” function, part of which is the regulon scoring for cells, is re-run so that the new pseudo-regulon of WGCNA module genes will be scored in addition to the SCENIC regulons. We then loaded the SCENIC expression files and Seurat object and substituted the TSNE coordinates of the SCENIC clustering with the TSNE coordinates of the Seurat object, and used the name of the new “WGCNA regulon” as the argument for projection.

To project SCENIC regulons onto Seurat objects, we loaded the SCENIC expression files and Seurat object and simply substituted the TSNE coordinates of the SCENIC clustering with the TSNE coordinates of the Seurat object. Supplemental code is provided (Supplemental File: Data Sheet 1.docx).

**Semi-supervised quantification of smFISH transcript expression for novel marker genes and regulon validation.** To quantify novel marker gene expression and regulon expression within a given cell type, we developed a semi-supervised image processing tool to quantify the number of smFISH signal dots, which represent RNA transcript expression, and quantified the average intensity of these signal dots in a given region of interest. The graphical user interface allows for the following regions of interest to be selected: cells or nuclei, 3 circles of a selected size, or a freehand outlined region. Maximum intensity projection images with and without DAPI signal are imported. Once all regions of interest (cells or nuclei, 3 circles, or a freehand outlined region) are selected, then the tool outputs a table with the following columns for counts (red, green, blue) and intensities (red, green, blue). In this study, nuclei were circled for the respective smFISH probe and were counted as positive if they had any quantified signal for a given smFISH probe. Customized MATLAB code is provided (Supplemental File: Data Sheet 2.docx).

The percentage of each cell type-specific nuclei (marginal, intermediate, and basal cells) that demonstrated transcript expression by smFISH of each novel cell type-specific gene were calculated. Where possible, co-expression with smFISH probes of known cell type-specific genes was performed in conjunction with candidate probes.

To validate the *Esrrb* and *Bmyc* regulons, we chose downstream targets with commercially-available RNAScope probes and proceeded to demonstrate their co-expression with the regulon transcription factor in marginal (*Esrrb*) and intermediate (*Bmyc*) nuclei, respectively. For each regulon, the number of nuclei with *Esrrb* or *Bmyc* transcripts was utilized as the reference number of cells for each regulon and the number of Esrrb-positive or Bmyc-positive nuclei with transcripts for each of the respective downstream target smFISH probes was determined. For each regulon transcription factor-downstream gene target pair, separate sections were utilized.

**Supplemental References**

Aibar, S., González-Blas, C. B., Moerman, T., Huynh-Thu, V. A., Imrichova, H., Hulselmans, G., … Aerts, S. (2017). SCENIC: Single-cell regulatory network inference and clustering. *Nature Methods*. https://doi.org/10.1038/nmeth.4463

Akiyama, M., Liew, C. W., Lu, S., Hu, J., Martinez, R., Hambro, B., … Kulkarni, R. N. (2013). X-Box binding protein 1 is essential for insulin regulation of pancreatic α-cell function. *Diabetes*. https://doi.org/10.2337/db12-1747

Ando, M., & Takeuchi, S. (1999). Immunological identification of an inward rectifier K+ channel (Kir4.1) in the intermediate cell (melanocyte) of the cochlear stria vascularis of gerbils and rats. *Cell and Tissue Research*. https://doi.org/10.1007/s004419900066

Bakken, T. E., Hodge, R. D., Miller, J. A., Yao, Z., Nguyen, T. N., Aevermann, B., … Tasic, B. (2018). Single-nucleus and single-cell transcriptomes compared in matched cortical cell types. *PLoS ONE*. https://doi.org/10.1371/journal.pone.0209648

Ban, N., Lee, T. J., Sene, A., Choudhary, M., Lekwuwa, M., Dong, Z., … Apte, R. S. (2018). Impaired monocyte cholesterol clearance initiates age-related retinal degeneration and vision loss. *JCI Insight*. https://doi.org/10.1172/jci.insight.120824

Baryawno, N., Przybylski, D., Kowalczyk, M. S., Kfoury, Y., Severe, N., Gustafsson, K., … Scadden, D. T. (2019). A Cellular Taxonomy of the Bone Marrow Stroma in Homeostasis and Leukemia. *Cell*. https://doi.org/10.1016/j.cell.2019.04.040

Betancur, P., Sauka-Spengler, T., & Bronner, M. (2011). A sox10 enhancer element common to the otic placode and neural crest is activated by tissue-specific paralogs. *Development*. https://doi.org/10.1242/dev.057836

Cable, J., & Steel, K. P. (1991). Identification of Two Types of Melanocyte Within the Stria Vascularis of the Mouse Inner Ear. *Pigment Cell Research*. https://doi.org/10.1111/j.1600-0749.1991.tb00320.x

Chen, G., Ning, B., & Shi, T. (2019). Single-cell RNA-seq technologies and related computational data analysis. *Frontiers in Genetics*. https://doi.org/10.3389/fgene.2019.00317

Coate, T. M., Spita, N. A., Zhang, K. D., Isgrig, K. T., & Kelley, M. W. (2015). Neuropilin-2/semaphorin-3F-mediated repulsion promotes inner hair cell innervation by spiral ganglion neurons. *ELife*. https://doi.org/10.7554/eLife.07830

DePasquale, E. A. K., Schnell, D. J., Valiente, I., Blaxall, B. C., Grimes, H. L., Singh, H., & Salomonis, N. (2018). DoubletDecon: Cell-State Aware Removal of Single-Cell RNA-Seq Doublets. *BioRxiv*, 364810. https://doi.org/10.1101/364810

Doetzlhofer, A., Basch, M. L., Ohyama, T., Gessler, M., Groves, A. K., & Segil, N. (2009). Hey2 Regulation by FGF Provides a Notch-Independent Mechanism for Maintaining Pillar Cell Fate in the Organ of Corti. *Developmental Cell*. https://doi.org/10.1016/j.devcel.2008.11.008

Fiers, M. W. E. J., Minnoye, L., Aibar, S., González-Blas, C. B., Atak, Z. K., & Aerts, S. (2018). Mapping gene regulatory networks from single-cell omics data. *Briefings in Functional Genomics*. https://doi.org/10.1093/bfgp/elx046

Habib, N., Li, Y., Heidenreich, M., Swiech, L., Avraham-Davidi, I., Trombetta, J. J., … Regev, A. (2016). Div-Seq: Single-nucleus RNA-Seq reveals dynamics of rare adult newborn neurons. *Science*. https://doi.org/10.1126/science.aad7038

Hu, P., Liu, J., Zhao, J., Wilkins, B. J., Lupino, K., Wu, H., & Pei, L. (2018). Single-nucleus transcriptomic survey of cell diversity and functional maturation in postnatal mammalian hearts. *Genes and Development*. https://doi.org/10.1101/gad.316802.118

Iwai, K., Nambu, T., Dairiki, R., Ohori, M., Yu, J., Burke, K., … Ohashi, A. (2019). Molecular mechanism and potential target indication of TAK-931, a novel CDC7-selective inhibitor. *Science Advances*. https://doi.org/10.1126/sciadv.aav3660

Janes, K. A. (2015). An analysis of critical factors for quantitative immunoblotting. *Science Signaling*. https://doi.org/10.1126/scisignal.2005966

Järlebark, L. E., Housley, G. D., Raybould, N. P., Vlajkovic, S., & Thorne, P. R. (2002). ATP-gated ion channels assembled from P2X2receptor subunits in the mouse cochlea. *NeuroReport*.

Järlebark, L. E., Housley, G. D., & Thorne, P. R. (2000). Immunohistochemical localization of adenosine 5’-triphosphate-gated ion I channel P2X2receptor subunits in adult and developing rat cochlea. *Journal of Comparative Neurology*. https://doi.org/10.1002/(SICI)1096-9861(20000605)421:3<289::AID-CNE1>3.0.CO;2-0

Kober, A. C., Manavalan, A. P. C., Tam-Amersdorfer, C., Holmér, A., Saeed, A., Fanaee-Danesh, E., … Panzenboeck, U. (2017). Implications of cerebrovascular ATP-binding cassette transporter G1 (ABCG1) and apolipoprotein M in cholesterol transport at the blood-brain barrier. *Biochimica et Biophysica Acta - Molecular and Cell Biology of Lipids*. https://doi.org/10.1016/j.bbalip.2017.03.003

Lacar, B., Linker, S. B., Jaeger, B. N., Krishnaswami, S., Barron, J., Kelder, M., … Gage, F. H. (2016). Nuclear RNA-seq of single neurons reveals molecular signatures of activation. *Nature Communications*. https://doi.org/10.1038/ncomms11022

Lake, B. B., Ai, R., Kaeser, G. E., Salathia, N. S., Yung, Y. C., Liu, R., … Zhang, K. (2016). Neuronal subtypes and diversity revealed by single-nucleus RNA sequencing of the human brain. *Science*. https://doi.org/10.1126/science.aaf1204

Lamere, A. T., & Li, J. (2019). Inference of gene co-expression networks from single-cell RNA-sequencing data. In *Methods in Molecular Biology*. https://doi.org/10.1007/978-1-4939-9057-3_10

Langfelder, P., & Horvath, S. (2008). WGCNA: An R package for weighted correlation network analysis. *BMC Bioinformatics*. https://doi.org/10.1186/1471-2105-9-559

Liu, H., Chen, L., Giffen, K. P., Stringham, S. T., Li, Y., Judge, P. D., … He, D. Z. Z. (2018). Cell-Specific Transcriptome Analysis Shows That Adult Pillar and Deiters’ Cells Express Genes Encoding Machinery for Specializations of Cochlear Hair Cells. *Frontiers in Molecular Neuroscience*. https://doi.org/10.3389/fnmol.2018.00356

Liu, H., Pecka, J. L., Zhang, Q., Soukup, G. A., Beisel, K. W., & He, D. Z. Z. (2014). Characterization of transcriptomes of cochlear inner and outer hair cells. *Journal of Neuroscience*. https://doi.org/10.1523/JNEUROSCI.1690-14.2014

Malgrange, B., Varela-Nieto, I., de Medina, P., & Paillasse, M. R. (2015). Targeting cholesterol homeostasis to fight hearing loss: A new perspective. *Frontiers in Aging Neuroscience*. https://doi.org/10.3389/fnagi.2015.00003

McGovern, M. M., Zhou, L., Randle, M. R., & Cox, B. C. (2018). Spontaneous Hair Cell Regeneration Is Prevented by Increased Notch Signaling in Supporting Cells. *Frontiers in Cellular Neuroscience*. https://doi.org/10.3389/fncel.2018.00120

Prior, S., Kim, A., Yoshihara, T., Tobita, S., Takeuchi, T., & Higuchi, M. (2014). Mitochondrial respiratory function induces endogenous hypoxia. *PLoS ONE*. https://doi.org/10.1371/journal.pone.0088911

Salehi, P., Ge, M. X., Gundimeda, U., Michelle Baum, L., Lael Cantu, H., Lavinsky, J., … Friedman, R. A. (2017). Role of Neuropilin-1/Semaphorin-3A signaling in the functional and morphological integrity of the cochlea. *PLoS Genetics*. https://doi.org/10.1371/journal.pgen.1007048

Sathyamurthy, A., Johnson, K. R., Matson, K. J. E., Dobrott, C. I., Li, L., Ryba, A. R., … Levine, A. J. (2018). Massively Parallel Single Nucleus Transcriptional Profiling Defines Spinal Cord Neurons and Their Activity during Behavior. *Cell Reports*. https://doi.org/10.1016/j.celrep.2018.02.003

Schultheis, P. J., Hagen, T. T., O’Toole, K. K., Tachibana, A., Burke, C. R., McGill, D. L., … Shull, G. E. (2004). Characterization of the P 5 subfamily of P-type transport ATPases in mice. *Biochemical and Biophysical Research Communications*. https://doi.org/10.1016/j.bbrc.2004.08.156

Scott, M. K., Yue, J., Biesemeier, D. J., Lee, J. W., & Fekete, D. M. (2019). Expression of class III Semaphorins and their receptors in the developing chicken (Gallus gallus) inner ear. *Journal of Comparative Neurology*. https://doi.org/10.1002/cne.24595

Sinkkonen, S. T., Starlinger, V., Galaiya, D. J., Laske, R. D., Myllykangas, S., Oshima, K., & Heller, S. (2011). Serial analysis of gene expression in the chicken otocyst. *JARO - Journal of the Association for Research in Otolaryngology*. https://doi.org/10.1007/s10162-011-0286-z

Son, E. J., Wu, L., Yoon, H., Kim, S., Choi, J. Y., & Bok, J. (2012). Developmental gene expression profiling along the tonotopic axis of the mouse cochlea. *PLoS ONE*. https://doi.org/10.1371/journal.pone.0040735

Tarling, E. (2013). Expanding roles of ABCG1 and sterol transport. *Current Opinion in Lipidology*. https://doi.org/10.1097/MOL.0b013e32835da122

Tornari, C., Towers, E. R., Gale, J. E., & Dawson, S. J. (2014). Regulation of the orphan nuclear receptor Nr2f2 by the DFNA15 deafness gene Pou4f3. *PLoS ONE*. https://doi.org/10.1371/journal.pone.0112247

Van Den Brink, S. C., Sage, F., Vértesy, Á., Spanjaard, B., Peterson-Maduro, J., Baron, C. S., … Van Oudenaarden, A. (2017). Single-cell sequencing reveals dissociation-induced gene expression in tissue subpopulations. *Nature Methods*. https://doi.org/10.1038/nmeth.4437

Wangemann, P., Itza, E. M., Albrecht, B., Wu, T., Jabba, S. V., Maganti, R. J., … Marcus, D. C. (2004). Loss of KCNJ10 protein expression abolishes endocochlear potential and causes deafness in Pendred syndrome mouse model. *BMC Medicine*. https://doi.org/10.1186/1741-7015-2-30

Weingarten, L. S., Dave, H., Li, H., & Crawford, D. A. (2012). Developmental expression of P5 ATPase mRNA in the mouse. *Cellular and Molecular Biology Letters*. https://doi.org/10.2478/s11658-011-0039-3

Wu, H., Kirita, Y., Donnelly, E. L., & Humphreys, B. D. (2019a). Advantages of single-nucleus over single-cell RNA sequencing of adult kidney: Rare cell types and novel cell states revealed in fibrosis. *Journal of the American Society of Nephrology*. https://doi.org/10.1681/ASN.2018090912

Wu, H., Kirita, Y., Donnelly, E. L., & Humphreys, B. D. (2019b). Advantages of Single-Nucleus over Single-Cell RNA Sequencing of Adult Kidney: Rare Cell Types and Novel Cell States Revealed in Fibrosis. *Journal of the American Society of Nephrology*. https://doi.org/10.1681/asn.2018090912

Yang, S., Corbett, S. E., Koga, Y., Wang, Z., Johnson, W. E., Yajima, M., & Campbell, J. D. (2019). Decontamination of ambient RNA in single-cell RNA-seq with DecontX. *BioRxiv*. https://doi.org/10.1101/704015

Zeng, W., Jiang, S., Kong, X., El-Ali, N., Ball, A. R., Ma, C. I. H., … Mortazavi, A. (2016). Single-nucleus RNA-seq of differentiating human myoblasts reveals the extent of fate heterogeneity. *Nucleic Acids Research*. https://doi.org/10.1093/nar/gkw739

Zhao, K., Jia, Y., Peng, J., Pang, C., Zhang, T., Han, W., … Qian, Y. (2019). Anacardic acid inhibits RANKL-induced osteoclastogenesis in vitro and prevents ovariectomy-induced bone loss in vivo . *The FASEB Journal*. https://doi.org/10.1096/fj.201802575rr

How the deposited data were processed for this re-analysis (not part of the article)

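Single-cell and single-nucleus RNA-Seq of the stria vascularis (SV) of CBA/J mice at postnatal day 30 were used, as 3 captures of cells and 1 capture of nuclei. The authors prepared the libraries with the 10x Genomics Chromium system, aligned reads to mm10 and counted UMIs per gene and barcode with CellRanger under default parameters. The deposited values are raw counts, integers without normalization, for each capture before the captures were aggregated. The authors' aggregation equalised mapped reads between captures, and it was not repeated here. The captures held 392, 1358 and 1580 barcodes of cells and 11057 barcodes of nuclei, with a median depth of 5054, 4938, 3878 and 1561 UMIs.

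Barcodes with fewer than 200 genes were left out. Doublet scores came from Scrublet in scanpy 1.11.5 within each capture, and 0.8% of barcodes were removed for every 1000 barcodes in the capture. Clustering used Seurat 5.3.0 in R 4.3.3 with 2000 variable genes and counts scaled to 10000 per barcode, and of 50 principal components those with a JackStraw p under 0.0001 in 100 replicates were kept, 42 for cells and 35 for nuclei. The smart local moving algorithm was run at a resolution of 0.8. The 36 genes that the paper names were excluded from the variable genes for clustering, whereas other markers were not, so that the alternative with named genes and markers allowed adds only these 36 genes. Clusters were named from 84 markers of 15 classes, 7 of which are also among the named genes. The markers and the genes to be named were fixed before the data were examined. The naming rule itself was revised after clusters, and the levels of named genes in them, had been seen and before any test between types was run. The limit on the second class was changed more than once from 0.5 to its final value of 0.67, the reference became all other barcodes, and clustering within mixed clusters was added.

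The genes reported by name were taken from those the paper names as expressed in an SV cell type, as regulon targets, as promoters or as drug targets. For each of the 4 main types, 5 further genes were taken by rule. These had the largest log2 fold change among genes with an adjusted p under 0.05 that were not markers, were highest in the type in each of the 3 captures, and had at least 2 times the CPM of each other type in the nuclei.

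UMIs were summed per capture and type where a type had at least 5 cells in the capture, which gave 12 sums. They were fitted in edgeR 4.0.16 with TMM normalization, the filterByExpr filter and a robust quasi-likelihood fit. Each type was compared with the mean of the other 3 types, with the capture as a replicate block, and p-values were adjusted by the Benjamini-Hochberg method. This mean was taken over log levels, while log2 ratios in nuclei used the mean CPM of the other types. The sums of a capture come from one suspension, which pairs them. Over 2309 genes, the correlation of 18 pairs of types from the same capture, after the mean of each type was removed, lay between 0.0475 and 0.380. No paired analysis was possible between cells and nuclei because each capture was a separate suspension. On simulated sums of known differences, edgeR recovered 81 of 85 genes changed 4-fold and 61 of 88 genes changed 2-fold, with 6 false calls. DESeq2 1.42.0 recovered 80 of the 85 and 45 of the 88, with 1 false call. The simulated sums had no capture effect and differed between types in 200 genes only, so these rates need not hold for the real sums. No p-value was computed from single cells or nuclei, which are not replicates. For the nuclei, exact Poisson intervals are given for CPM and exact binomial intervals for shares, computed in scipy 1.17.1.

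Genes per barcode were also counted after each barcode was thinned to 1000 or 500 UMIs. Genes past the size filters had to be detected in at least 50% of a type's own barcodes with a natural log fold of at least 0.25. The limits are the paper's, but the paper describes the first for all clusters. No p-value was attached. Co-expression modules were built in Python 3.11.15 with numpy 2.4.6 as a topological overlap network at a power of 6 over 2000 variable genes, with the named genes allowed, with eigengenes compared at an r of 0.5. The gene lists of the study's modules and regulons, its ontology terms and its list of dissociation-induced genes were not used here, and 24 immediate-early and heat-shock genes took the place of the last. Gene positions and overlaps come from GENCODE vM21 on mm10. Motif matches were not run, since no genome sequence was at hand.

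The alternatives set beforehand were no removal of doublets, other limits on genes and on mitochondrial UMIs, resolutions of 0.4 and 1.2, 20 principal components, named genes allowed among the variable genes, DESeq2, no filter on low counts, no replicate block, each capture left out in turn, at least 10 cells per sum, thinning, other size filters, other powers and thresholds for modules, Spearman correlation and correlation within a type. Alternatives added after the data were seen were a limit of 0.5 on the second class, no clustering within mixed clusters, basal nuclei without 1 cluster, no TMM scaling, thinning on genes that are not mitochondrial, and further values without each capture.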

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

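The tests on nuclear RNAs and on genes of precursor blood cells were chosen before their results were seen, and the other tests in this part were chosen only after the result was seen.

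Genes chosen for a higher level in intermediate than in marginal nuclei had a signal in cells of other types that the paper does not report for this set. Summed over 81 genes, with most UMIs from Dct, marginal cells held 28.6% and basal cells 35.8% of the level in intermediate cells. Basal nuclei took no part in the choice of these genes, so the level in basal cells may be their own expression. Free RNA shared by all droplets would reach blood cells alike, but in capture 3 erythroid cells held 0.422 Kcnj10 UMIs each against 9.16 in marginal cells, which argues against it as the whole source in cells. A candidate explanation is intermediate cells or their fragments in the droplets of marginal cells, since the median of the 81 genes in marginal cells, 33.1% of intermediate cells, lay near the 45.4% of Kcnj10. The limit for how near was set after the values were seen, and under a first limit based on the quartiles this test left the explanation undecided. In the nuclei, free RNA may account for Kcnj10 in marginal nuclei, as erythroid nuclei held 0.30 UMIs and marginal nuclei 0.169. Without 86 erythroid nuclei that resolution 1.2 names macrophage, the former was 0.295. Low expression by marginal cells themselves stays open and was not tested.

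Many kept barcodes were low in Malat1, an RNA that stays in the nucleus, and took no cell type. They were 48.1% of cells, 1516 barcodes, and 37.3% of nuclei, 3627 barcodes. Mitochondrial UMIs made up 58.8% in such cells against 29.3% in the 4 main types as medians, and 51.1% against 1.94% in the nuclei. The median level of 3 other nuclear RNAs with enough counts was taken relative to the 4 main types. It was 7.11% in these cells and 8.11% in the nuclei, so the low level was not limited to Malat1. As the barcodes were selected for low Malat1, those that kept a nucleus were largely left out beforehand. The values can therefore not decide between damaged cells that kept the nucleus and fragments of cytoplasm without one. Such fragments remain a candidate source. No biological explanation was tested.

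Xist and genes of the Y chromosome differed between the nuclei and the cells in data the paper does not discuss. Xist stood at 0.806 CPM in the nuclei, from 18 UMIs, and at 161, 317 and 343 CPM in cell captures 1, 2 and 3. The UMIs of 4 Y-linked genes relative to their X-linked homologs were 1.039 in the nuclei and 0.260, 0.173 and 0.140 in the cell captures. Loss of Xist in the counting of the nucleus reads would leave the Y-linked genes at the level of the cells, and 1.039 argues against it as the whole cause. A nucleus capture from male mice only or nearly so may explain both values. This was decided on the sum of the 4 pairs after the values were seen, and for 1 pair, Kdm5d and Kdm5c, the nuclei at 0.251 lay within the range of the captures. The paper states that males and females were purchased for breeding, but not the sex of the mice in each capture.

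Blood cells of capture 3 held genes of dividing and precursor blood cells, which the paper does not discuss. A list of 11 such genes stood at 1230 CPM over 140 blood cells of capture 3 and at 5.16 CPM in the SV types of that capture, which held 7 of the 11 genes, with 18 UMIs in all. In the cell captures, blood cells were the named erythroid and B cells and the unnamed cluster with neutrophil first and macrophage second. That cluster gave 29 of the 140 cells of capture 3. The blood cells of captures 1 and 2, 7 and 23 cells, held 1543 and 402 CPM. In the nuclei, blood cells held 904 CPM and SV types 48.5 CPM, with 10 of the 11 genes detected and 267 of 403 UMIs from Car1. Bone marrow in the dissected tissue is a candidate source. Circulating precursors were not tested.

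In 2 cases a gene moved one way in all cell captures and the other way in the nuclei. Gjb2 in intermediate cells had a CPM above the mean of the other types in 0 of 3 captures. Its log2 ratio to that mean in intermediate nuclei was 0.30. This ratio reversed with 200 to 1200 genes per nucleus, to -0.19, and with 20 PCs, to -0.21. The edgeR contrast is set against the mean of log levels, not against the mean CPM. In it, the log2 fold change of Gjb2 in intermediate cells was 0.22 with TMM scaling and -0.10 without. In some alternatives, among them 200 to 2500 genes per cell at 0.53, it passed the threshold. Ndufb2 was higher in intermediate cells in 3 of 3 captures, with a log2 ratio of -0.18 in intermediate nuclei, and without TMM scaling its log2 fold change in cells was 0.14. The difference was not tested, since there is 1 nucleus library. Cells and nuclei differ in compartment, protocol and mice at once, so a biological difference cannot be separated from these, and the counts of Ndufb2 are uncertain where it overlaps other genes.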

How the results depend on the processing

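The alternatives for naming, for TMM scaling, for genes that are not mitochondrial and for captures left out of values without a test were chosen only after the results were seen.

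Of 56 tested pairs of a named gene and a type, 52 kept their side of the threshold in all alternatives that could be fitted. Among them is Sox10 in marginal cells, which did not pass it and ranged from -0.55 to 0.51. Mitf in marginal cells passed the threshold with 200 to 2500 genes per cell, at a log2 fold change of 2.68, and at resolution 0.4, at 1.42, while its adjusted p ranged from 0.000106 to 0.981 over the alternatives. Gjb2 in intermediate cells passed it in 4 alternatives, Ndufb2 in intermediate cells fell short in 2, at 0.00 with 200 to 2500 genes per cell and 0.14 without TMM scaling, and Cldn6 in spindle/root cells fell short in 2. In the nuclei, 4 log2 ratios reversed. These were Gjb2 in intermediate nuclei with 200 to 1200 genes per nucleus (-0.19) and with 20 PCs (-0.21), and Gjb2 (-0.50) and Gjb6 (-0.19) in basal nuclei at resolution 0.4. The cause was not tested.

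Of the values that answer a comparison, 158 stayed and 60 moved. Genes higher in a type fell with barcodes of at most 20% mitochondrial UMIs, to 578 in marginal, 700 in intermediate, 731 in basal and 499 in spindle/root cells. With 200 to 2500 genes per cell, they were 485 in basal and 295 in spindle/root cells. In spindle/root cells they were 444 at resolution 0.4, 509 with 20 PCs, 462 with a limit of 0.5 on the second class and 443 without sub-clustering. In each of these settings spindle/root cells had sums in 2 captures only, as they did with named genes allowed, at 886, and with at least 10 cells per sum, at 884. With no filter on low counts 15624 genes were tested, and 2015 were higher in intermediate cells. Without TMM scaling 740 were higher in intermediate cells and 2478 lower. The number rests on that scaling, which adds 0.32 to the log2 fold change of intermediate cells. In marginal, basal and spindle/root cells, 1313, 976 and 1352 were then higher and 616, 945 and 348 lower. Leaving out one capture each gave from 721 to 982 genes in marginal, 1008 to 1276 in intermediate, 735 to 1087 in basal and 684 to 894 in spindle/root cells, with the 735 for basal cells without capture 2. With no replicate block, so that sums were not paired, the numbers were 980 in marginal, 1249 in intermediate, 1053 in basal and 941 in spindle/root cells, and no call on a named gene changed.

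Median genes per cell moved to 403 when thinned to 1000 UMIs, 226 at 500 UMIs and 356 at 500 UMIs of genes that are not mitochondrial, and ranged from 1076 to 1358 without one capture each. Median genes per nucleus were 738 with no doublets removed, 690 with 200 to 1200 genes, 781 with at most 20% mitochondrial UMIs, 687 over genes listed for both, 518 and 285 thinned to 1000 and 500 UMIs, and 362 at 500 UMIs that are not mitochondrial. Over all barcodes, cells had more genes than nuclei only without thinning, as fewer UMIs by construction show fewer genes.

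The Kcnj10 ratio of marginal to intermediate was 0.375 in cells with 200 to 2500 genes, 0.194 with at most 20% mitochondrial UMIs (0.137 in nuclei), 0.674 at resolution 0.4 and 0.428 without sub-clustering, and from 0.429 to 0.472 without one capture each. In nuclei it was 0.192 with no doublets removed. Cramér's V was 0.326 with at most 20% mitochondrial UMIs and 0.224 at resolution 1.2, and from 0.144 to 0.271 without one capture each. The cause was not tested.

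Genes past the size filters in cells were 221 in marginal and 359 in basal cells with 200 to 2500 genes, 493 in marginal cells at resolution 0.4, and 203 in intermediate cells against the other 3 types. Thinned to 1000 UMIs they were 51, 39 and 91 in marginal, intermediate and basal cells and 81, 46 and 21 in nuclei, and at 80% and 0.01 they were 454, 132 and 263 in cells and 32, 20 and 7 in nuclei. Basal nuclei had 123 with at most 20% mitochondrial UMIs and 166 at resolution 0.4. Leaving out one capture each gave from 776 to 935, 319 to 360 and 519 to 630 in cells. The cause was not tested.

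Without dissociation genes, the share with the same type was 98.9% of cells and 90.1% of nuclei at resolution 0.4 and 98.8% and 99.6% at resolution 1.2. Over genes with at least 20 CPM, the rho of marginal with spindle/root was -0.168 in cells and -0.284 in nuclei, against -0.168 and -0.273 with intermediate. Module pairs over an r of 0.3 were 4.76% in cells, and nuclei had 11 modules at power 4. Of 24 regulon correlations, 4 were above the 95th percentile within the cell type only, all of them of Esrrb. The cause was not tested. Of the other values, 289 moved and 1323 stayed. Matches to motifs were not run.

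The 40 spindle/root cells, and the few counts of genes such as Eya4, limit detection in that type and for those genes.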

Differences from the paper's values

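The paper counts differentially expressed genes by its test, read by eye from Fig. 6B, and the values here count genes past size filters without that test. The limits of the filters are the paper's, but detection was asked of the type itself here, where the paper describes it for all clusters.

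For marginal cells the paper shows about 65 genes in Fig. 6B, read by eye, and the value here was 827. Among the alternatives set before the data were examined, thinning to 1000 UMIs gave 51, within 1.5 times the paper's value, and the other 9, from 221 to 840, did not come as close. For intermediate cells the paper shows about 160 genes in Fig. 6B, read by eye, against 326 here. The filters at 80% and 0.01, with 132 genes, and the comparison with the other 3 types, with 203 genes, came within that range, and the other 8, from 39 to 339, did not. For basal cells the paper shows about 230 genes in Fig. 6B, read by eye, against 549 here. The filters at 80% and 0.01 gave 263 genes, and the other 9, from 91 to 589, differed.

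For marginal nuclei the paper shows about 320 genes in Fig. 6B, read by eye, against 139 here, and all 10 alternatives, from 32 to 140, differed. For intermediate nuclei the paper shows about 230 genes in Fig. 6B, read by eye, against 93 here, and all 10 alternatives, from 20 to 95, differed. For basal nuclei the paper shows about 150 genes in Fig. 6B, read by eye, against 39 here. Barcodes with at most 20% mitochondrial UMIs gave 123 and resolution 0.4 gave 166, and the other 8, from 7 to 50, differed.

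The paper states that more genes differ between the 3 major types in nuclei than in cells. Here more genes passed in cells, with 827, 326 and 549 against 139, 93 and 39. Thinned to 1000 UMIs, marginal nuclei had 81 against 51 and intermediate nuclei 46 against 39, as the paper states, and basal nuclei 21 against 91. The paper states that cells were equally distributed over clusters by capture. The Cramér's V here was 0.205, and from 0.199 to 0.326 in the alternatives for processing. The paper states that the number of clusters stayed the same without dissociation genes. Cells here went from 14 to 13 clusters, and from 16 to 16 at resolution 1.2 and 12 to 11 at resolution 0.4. Nuclei went from 21 to 21, from 24 to 25 at resolution 1.2 and from 17 to 18 at resolution 0.4. The paper states that more than 95% of cells kept their cluster, and here 97.4% of cells and 97.7% of nuclei lay in the matched cluster. The share was 98.2% of cells and 97.0% of nuclei at resolution 0.4, and 97.1% of cells and 89.4% of nuclei at resolution 1.2. The paper identifies macrophages in both datasets. No cluster was named so here, except 86 nuclei at resolution 1.2 and 81 nuclei with 20 PCs. The paper describes highly correlated gene modules. In cells, 0 of 105 pairs of modules here had an r above 0.5, and 5 had an r above 0.3.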

Other observations

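Thinning to 1000 UMIs was set beforehand, and the tests on mitochondrial UMIs and on other groupings, like the use of thinning as a test of an explanation, were chosen only after the result was seen.

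Cells had more genes per barcode than nuclei, and UMIs per barcode may account for it. At 1000 UMIs the median was 403 per cell and 518 per nucleus, so that cells no longer had more. The lead of the nuclei at equal UMIs may come from the share of mitochondrial UMIs, since at 500 UMIs of genes that are not mitochondrial the medians were 356 per cell and 362 per nucleus. Marginal, intermediate and basal cells then had 388, 353 and 371 genes and nuclei 353, 309 and 350. No biological explanation was tested.

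To ask how often other groupings of the same sums give as many genes, one of the 4 sums of each capture was taken in turn as the type, which makes 64 groupings. In a direct comparison with all other sums, the real groupings gave 173 genes higher in marginal, 421 in intermediate, 277 in basal and 233 in spindle/root cells. At least as many genes came from 4 of the 64 groupings for marginal, 1 of the 64 for intermediate, 2 of the 64 for basal and 3 of the 64 for spindle/root cells. The groupings that gave as many were the real one and other cell types. The types were formed by clustering the same counts, which favours them over groupings that mix types before any test, so these numbers decide nothing about the size of the real counts.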
